# Modulation of metabolic, inflammatory and fibrotic pathways by semaglutide in metabolic dysfunction-associated steatohepatitis

**DOI:** 10.1038/s41591-025-03799-0

**Published:** 2025-07-21

**Authors:** Maximilian Jara, Jenny Norlin, Mette Skalshøi Kjær, Kasper Almholt, Kristian M. Bendtsen, Elisabetta Bugianesi, Kenneth Cusi, Elisabeth D. Galsgaard, Milan Geybels, Lise L. Gluud, Lea M. Harder, Rohit Loomba, Gianluca Mazzoni, Philip N. Newsome, Louise M. Nitze, Mads S. Palle, Vlad Ratziu, Anne-Sophie Sejling, Vincent W.-S. Wong, Quentin M. Anstee, Lotte B. Knudsen

**Keywords:** Metabolic disorders, Proteomic analysis

## Abstract

Metabolic dysfunction-associated steatohepatitis (MASH) is a chronic liver disease strongly associated with cardiometabolic risk factors. Semaglutide, a glucagon-like peptide-1 receptor agonist, improves liver histology in MASH, but the underlying signals and pathways driving semaglutide-induced MASH resolution are not well understood. Here we show that, in two preclinical MASH models, semaglutide improved histological markers of fibrosis and inflammation and reduced hepatic expression of fibrosis-related and inflammation-related gene pathways. Aptamer-based proteomic analyses of serum samples from patients with MASH in a clinical trial identified 72 proteins significantly associated with MASH resolution and semaglutide treatment, with most related to metabolism and several implicated in fibrosis and inflammation. An independent real-world cohort verified the pathophysiological relevance of this signature, showing that the same 72 proteins are differentially expressed in patients with MASH relative to healthy individuals. Taken together, these data suggest that semaglutide may revert the circulating proteome associated with MASH to the proteomic pattern observed in healthy individuals.

## Abstract (web summary)

A combination of animal studies, data from a clinical trial and insights from an observational cohort suggest that, in individuals with metabolic dysfunction-associated steatohepatitis, semaglutide improves liver histology by reverting patient proteomes to better mimic the proteome of individuals without the disease.

## Main

Semaglutide is a glucagon-like peptide-1 receptor agonist (GLP-1RA) approved for the treatment of patients with type 2 diabetes (T2D) who are not satisfactorily controlled through diet and exercise and other glucose-lowering medications^1^ and for weight management in adults with overweight or obesity^2^. MASH is a severe form of metabolic dysfunction-associated steatotic liver disease (MASLD) and is associated with chronic inflammation that causes progressive fibrosis, which may lead to cirrhosis and/or hepatocellular carcinoma (HCC)^3,4^. In a phase 2 trial (NCT02970942) of 320 individuals with biopsy-confirmed MASH, semaglutide treatment significantly increased the number of patients with resolution of MASH versus placebo^5^. In an interim analysis of the ongoing phase 3 ‘Effect of Semaglutide in Subjects with Non-cirrhotic Non-alcoholic Steatohepatitis’ (ESSENCE) trial (NCT04822181), once-weekly semaglutide 2.4 mg demonstrated superiority versus placebo for improvement of histological activity and fibrosis in participants with MASH and moderate to advanced liver fibrosis^6^. In the present study, we investigated signals and pathways by which semaglutide may exert its beneficial effects in MASH, with relation to body weight loss and other potential mechanisms of histological improvement.

## Results

### Metabolic factors and histologic efficacy of semaglutide

In a phase 2 trial involving patients with biopsy-confirmed MASH and liver fibrosis stages 1–3, semaglutide 0.4 mg once daily resulted in significantly greater weight loss (13% versus 1%) and higher rates of resolution of steatohepatitis without worsening of fibrosis versus placebo (59% versus 17%) (*P* < 0.001) after 72 weeks of treatment^5^. To investigate whether semaglutide improved liver histology solely through weight loss or via mechanisms that may be separate from weight loss, a mediation analysis using natural effects models was performed. Weight loss directly mediated a substantial proportion of MASH resolution without worsening of fibrosis (69.3% of total effect (95% confidence interval (CI): 35.8–124.9)) (Fig. 1 and Extended Data Fig. 1). Consistent with this, weight loss also directly mediated a major part of the improvement in steatosis (82.8% (95% CI: 52.0–138.0)) and hepatocyte ballooning (71.6% (95% CI: 38.8–132.7)). Conversely, the observed improvement in histologically assessed fibrosis was mediated through weight loss to a lesser extent (25.1% of total effect (95% CI: −84.1 to 228.0)). This finding indicates that, although weight loss is the predominant mediator of effect, factors other than weight loss may also play a role in the histological improvements associated with semaglutide. Using the same patient population from the phase 2 trial^5^, in addition to body weight, semaglutide 0.4 mg was associated with significantly greater improvements in multiple cardiometabolic risk factors versus placebo (Fig. 2a). In all patients evaluated on-treatment at week 72, a descriptive analysis showed that changes in most of the assessed metabolic measures were correlated with achieving resolution of MASH without worsening of fibrosis (Fig. 2b–j).

**Fig. 1:**
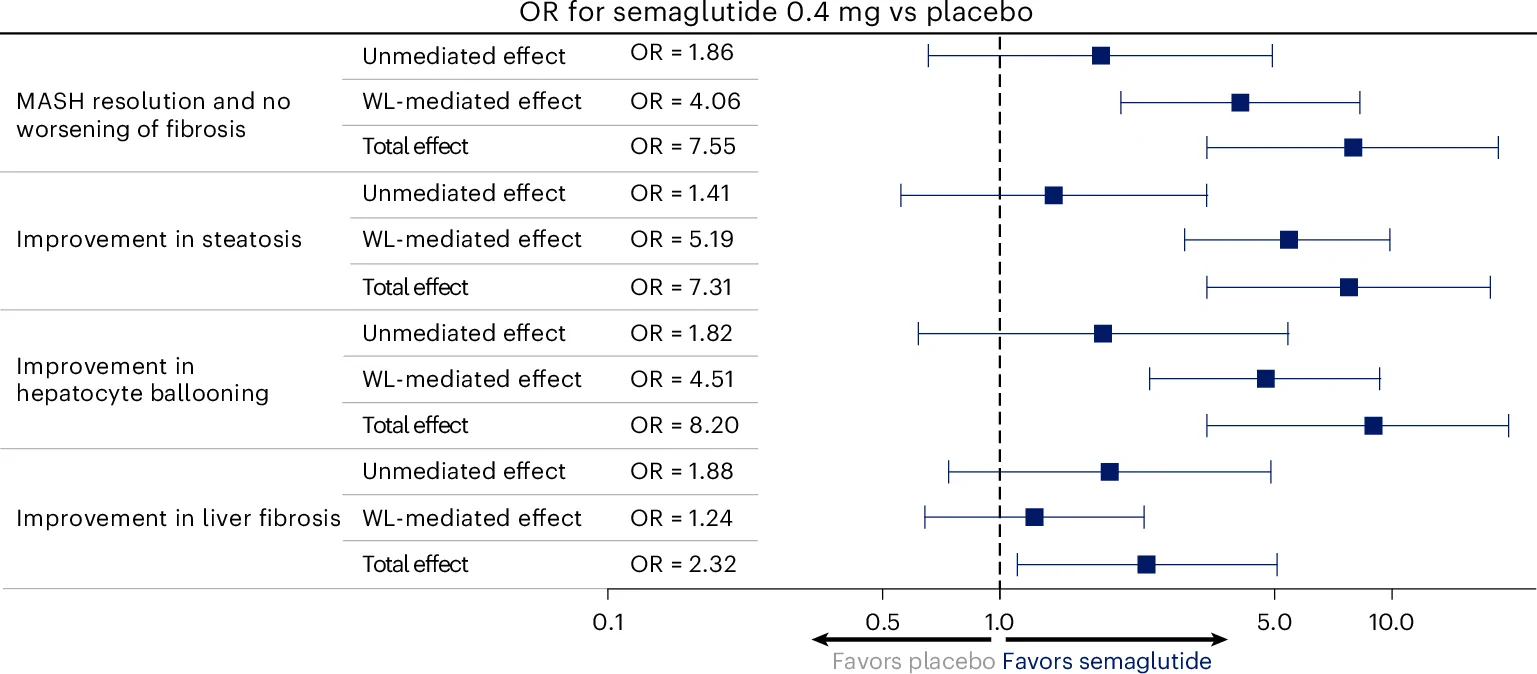
Mediated (WL) and unmediated (WL-independent) treatment effect on histological improvement with semaglutide versus placebo. Data were based on complete-case on-treatment measurements (*N* = 249) for histological parameters that showed a statistically significant effect of semaglutide. Data are shown as odds ratios (ORs) (center point) and 95% CIs. Mediator was WL at weeks 4, 12, 20, 28, 36, 44, 52, 62 and 72. Baseline confounders were age, T2D, fibrosis stage, body weight and gender. WL, weight loss. Source data

**Fig. 2:**
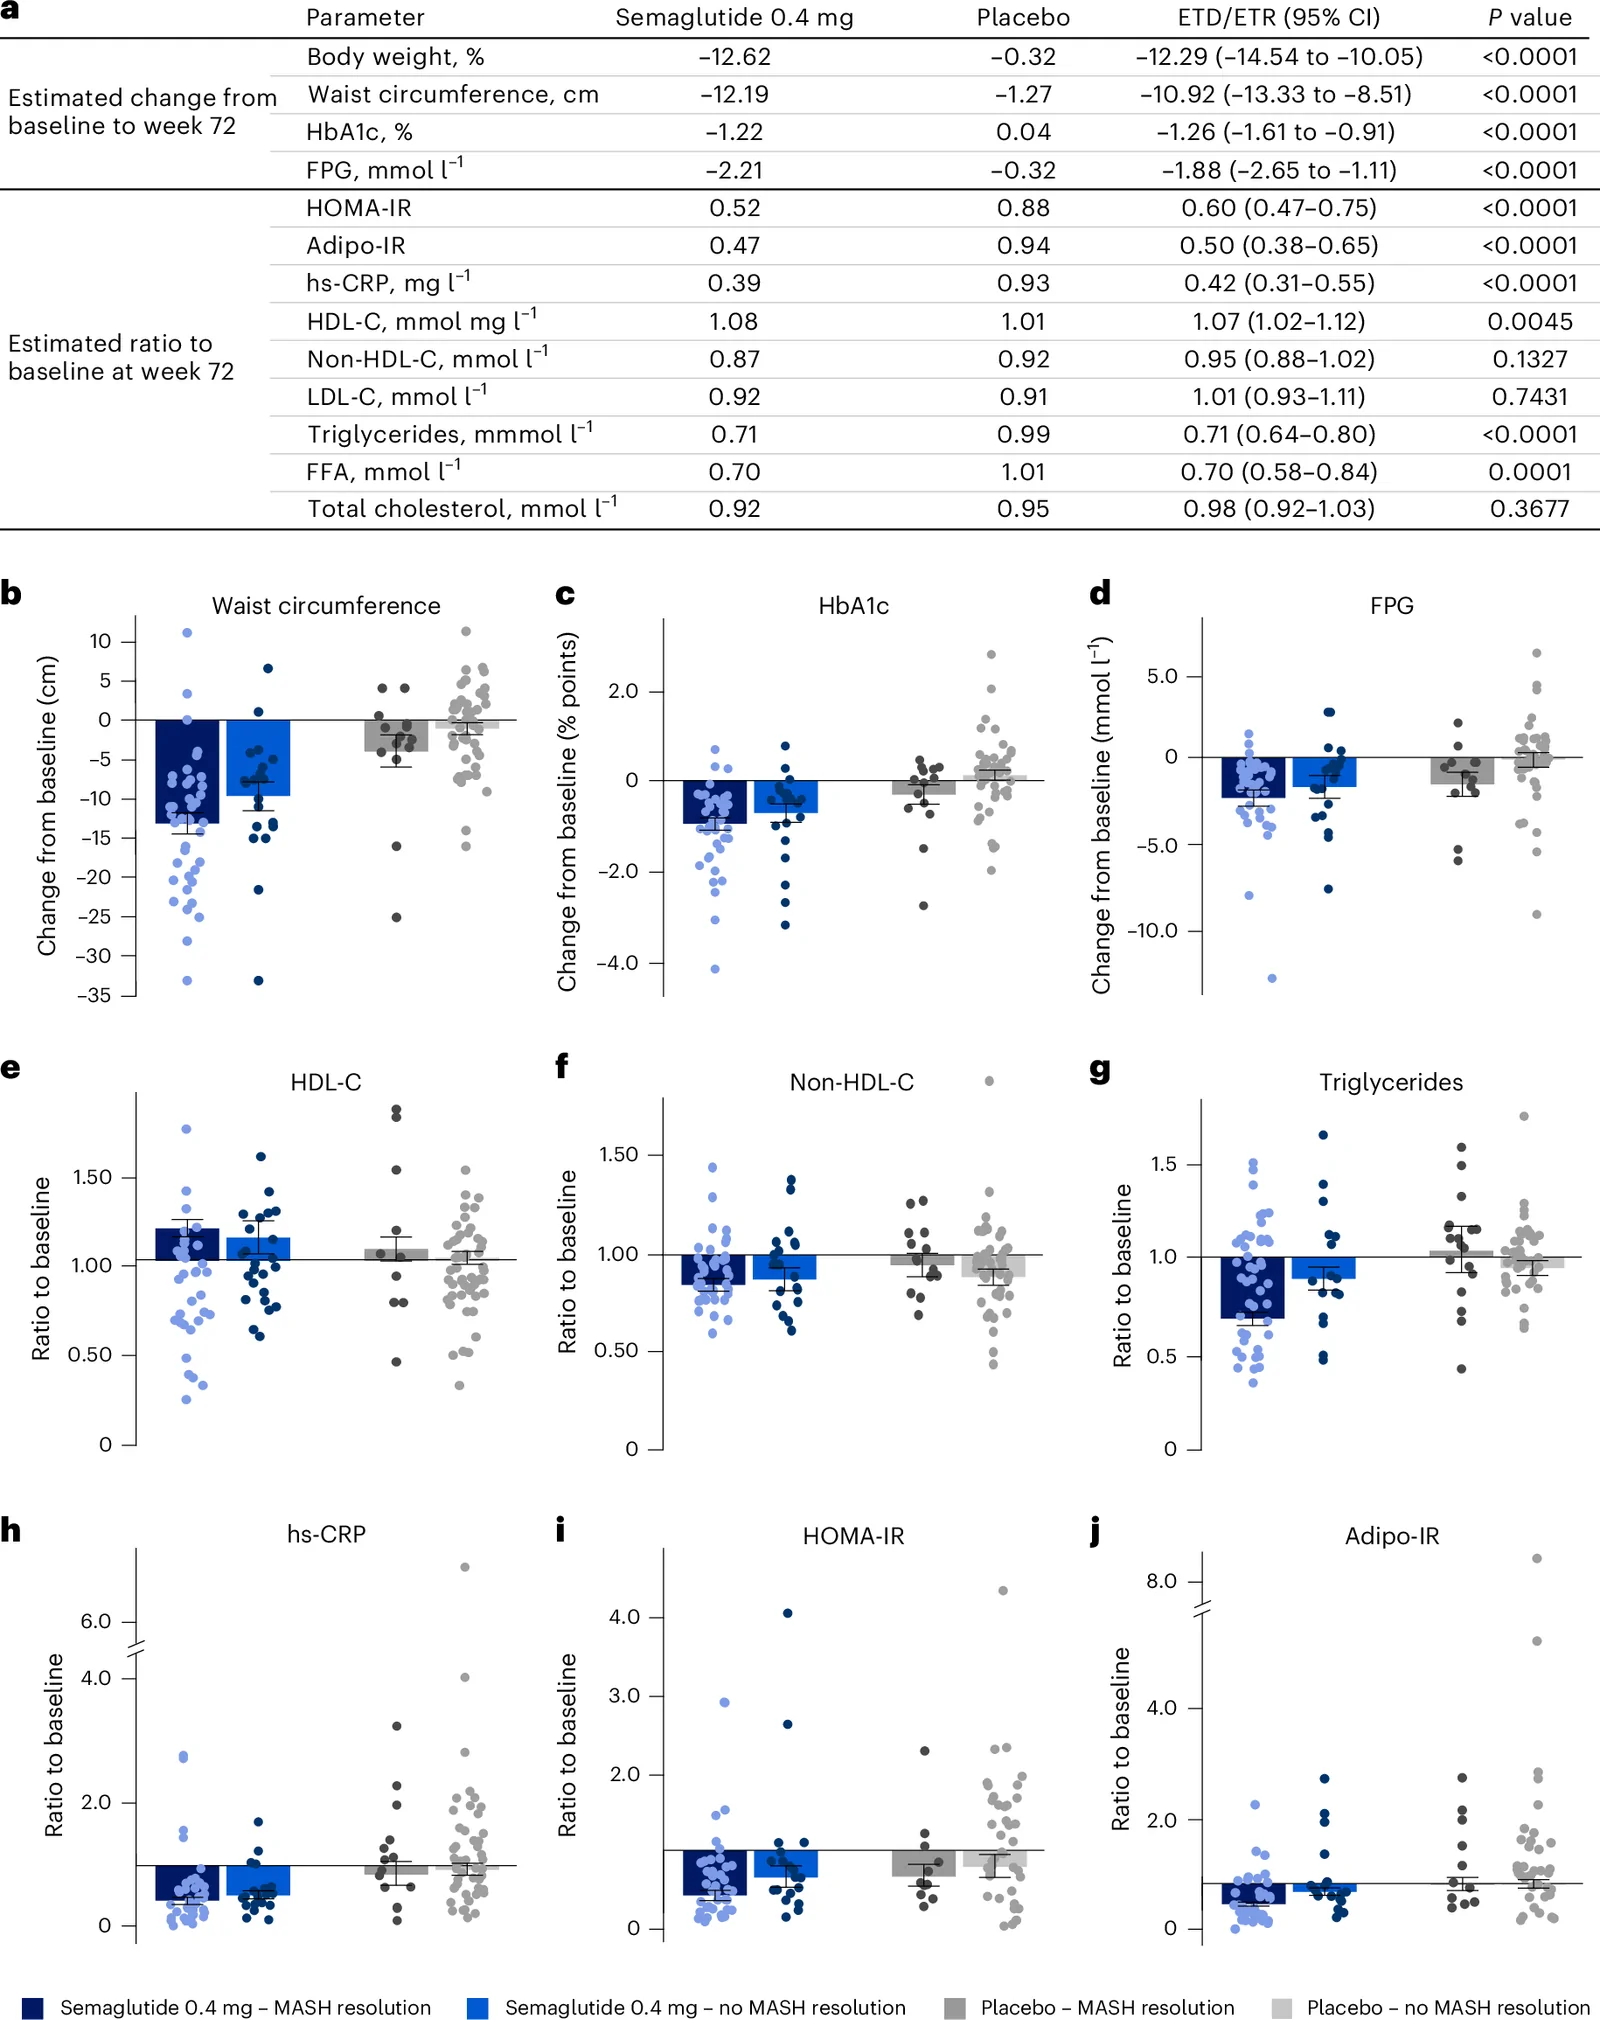
Improvements in metabolic factors are correlated with MASH resolution without worsening of fibrosis. **a**, On-treatment observations using an MMRM. Data are partially presented in the primary publication. Differences between semaglutide and placebo were assessed using a two-sided *t*-test. HbA1c and FPG are reported in patients with T2D only, and HOMA-IR and Adipo-IR (fasting plasma insulin × FFA) are reported in patients not treated with insulin at baseline. **b**–**j**, Data for change from baseline are mean ± s.e.m. and, for ratio to baseline, geometric mean ± s.e.m. calculated on a log scale and then back-transformed. Data are from the on-treatment observation period for individuals with available data (complete-case). **b**, Waist circumference (*n* = 40, *n* = 20, *n* = 14 and *n* = 49, respectively). **c**, HbA1c in individuals with and without T2D (*n* = 39, *n* = 20, *n* = 14 and *n* = 48, respectively). **d**, FPG in individuals both with and without T2D (*n* = 40, *n* = 20, *n* = 14 and *n* = 48, respectively). **e**, HDL-C (*n* = 40, *n* = 20, *n* = 14 and *n* = 48, respectively). **f**, Non-HDL-C (*n* = 40, *n* = 20, *n* = 14 and *n* = 48, respectively). **g**, Triglycerides (*n* = 40, *n* = 20, *n* = 14 and *n* = 48, respectively). **h**, hs-CRP (*n* = 40, *n* = 20, *n* = 14 and *n* = 48, respectively). **i**, HOMA-IR in individuals not treated with insulin at baseline (*n* = 39, *n* = 19, *n* = 11 and *n* = 40, respectively). **j**, Adipo-IR in individuals not treated with insulin at baseline (*n* = 39, *n* = 19, *n* = 11 and *n* = 39, respectively). Adipo-IR, adipose tissue insulin resistance (fasting plasma insulin × FFA); ETD, estimated treatment difference; ETR, estimated treatment ratio; FFA, free fatty acids; FPG, fasting plasma glucose; HbA1c, glycated hemoglobin; HDL-C, high-density lipoprotein cholesterol; HOMA-IR, homeostatic model assessment of insulin resistance; hs**-**CRP, high-sensitivity C-reactive protein; LDL-C, low-density lipoprotein cholesterol; s.e.m., standard error of the mean. Source data

### Semaglutide effect on markers of hepatic steatosis

We further evaluated the effects of semaglutide on proteomic surrogates of histological components of MASH. Serum samples were collected from phase 2 trial participants after 72 weeks of treatment. A SomaScan aptamer-based proteomics approach was employed using a predefined suite of SomaSignal non-alcoholic steatohepatitis (NASH) tests validated against liver histology to grade/stage steatosis, lobular inflammation, hepatocellular ballooning and liver fibrosis comprising 12, 14, 5 and 8 protein analytes, respectively^7,8^ (Supplementary Table 1).

The SomaSignal test for steatosis showed a dose-dependent response to semaglutide treatment (Fig. 3a and Extended Data Fig. 2). In a subgroup of patients with predicted steatosis score ≥1 at baseline, semaglutide significantly increased the proportion of individuals predicted to have resolution of steatosis (that is, S < 1) after 72 weeks of treatment. For all semaglutide treatment arms, a statistically significant proportion of individuals achieved an improvement in SomaSignal-defined steatosis after 72 weeks versus placebo (semaglutide 0.1 mg 26%, 0.2 mg 43%, 0.4 mg 55% and placebo 9%) (Fig. 3a). Applying a sensitivity analysis, estimated treatment ratios for individual protein analytes were then determined. Of 12 proteins in the SomaSignal test for steatosis, two (PTGR1 and GUSB) showed a statistically significant lower abundance for semaglutide 0.4 mg versus placebo (Fig. 3b).

**Fig. 3:**
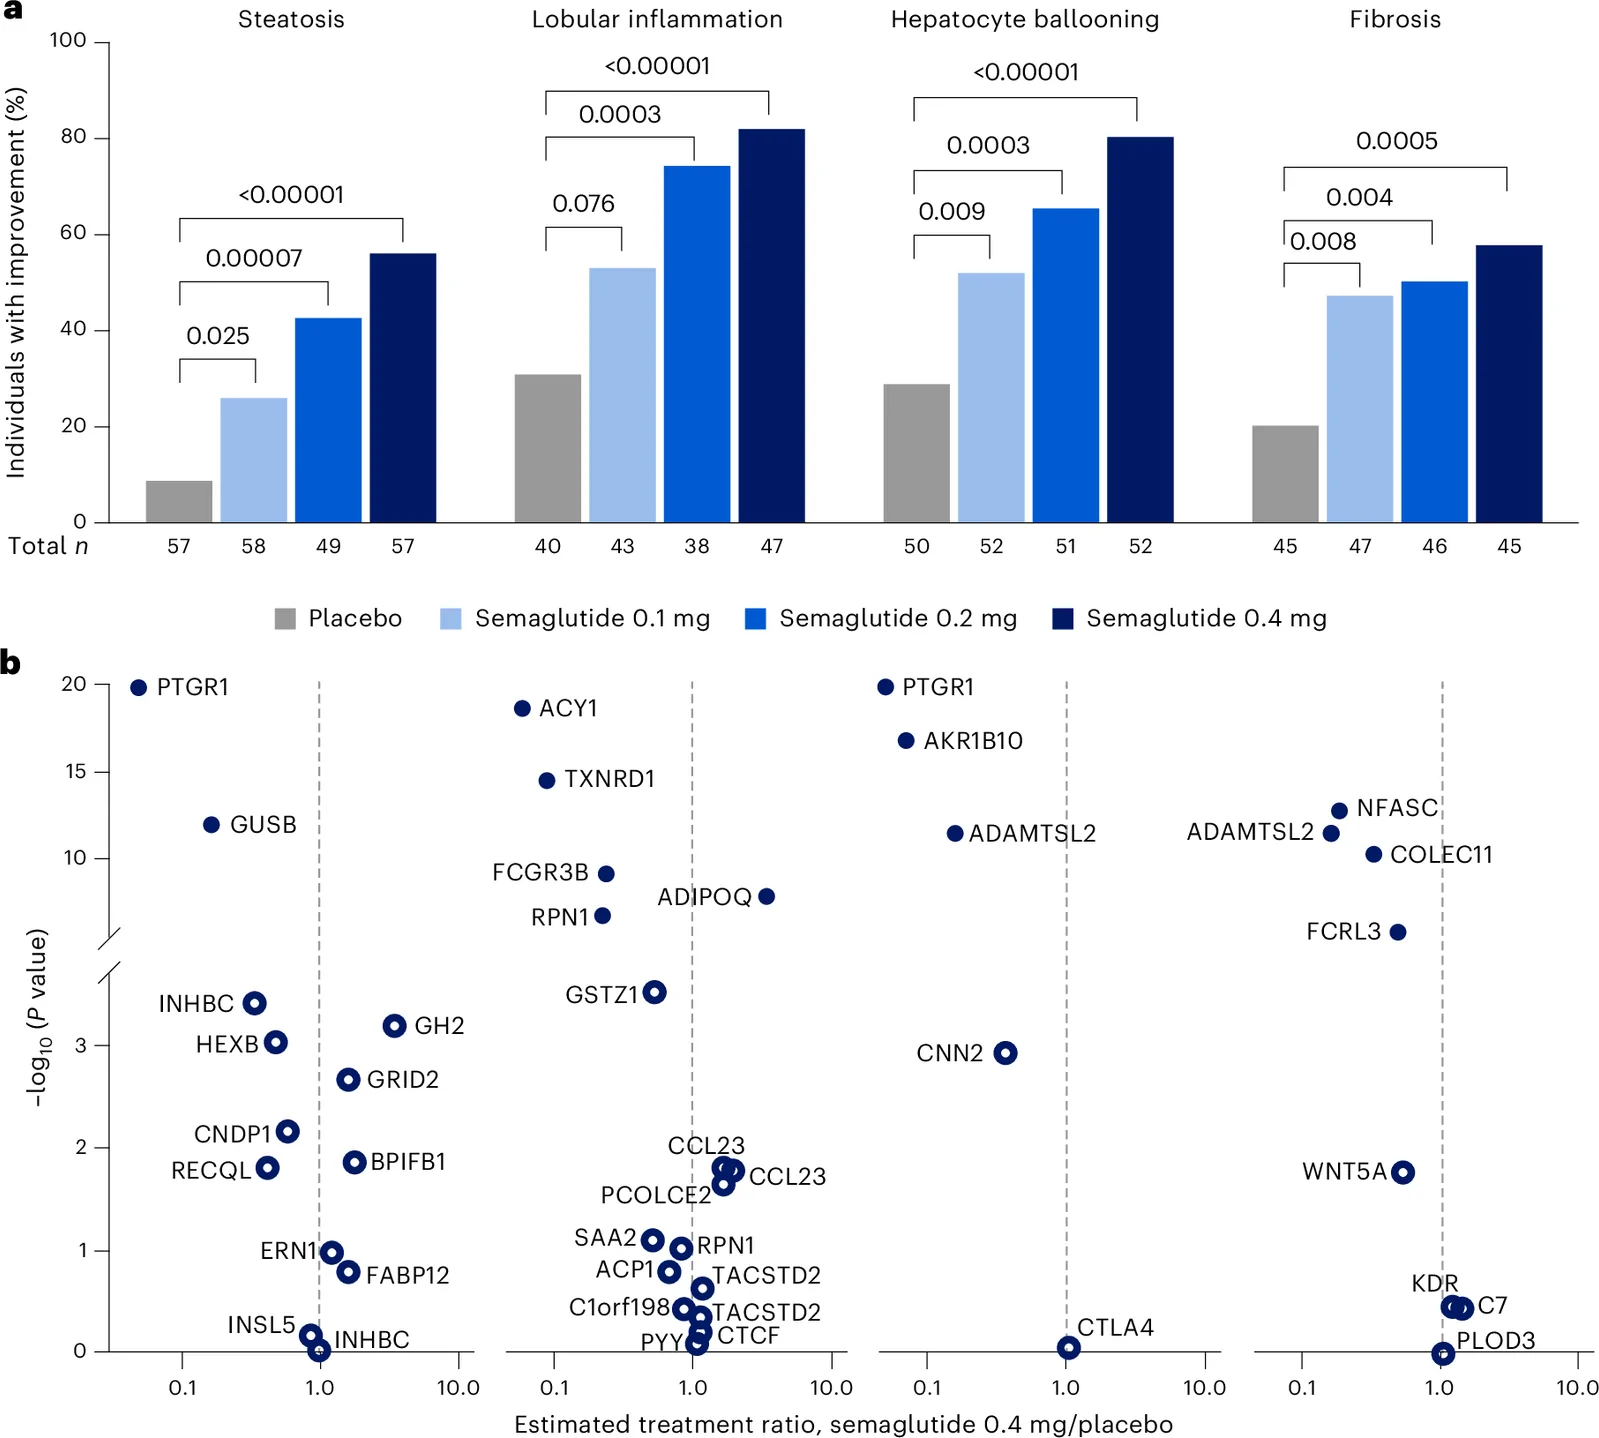
Improvements in MASH with semaglutide assessed by aptamer-based SomaSignal NASH tests. **a**, Proportion of individuals with improvement in each MASH component. Improvement was defined as a negative SomaSignal test at week 72 in individuals with a positive test at baseline. Proportions of individuals with improvement were compared between semaglutide and placebo by a linear-by-linear association test for ordered data. ***P < 0.001. Analysis was two-sided with estimated treatment ratios derived from a multivariable-adjusted MMRM, with no adjustment for multiple testing. **b**, Volcano plots showing the estimated treatment ratio of semaglutide 0.4 mg/placebo and associated *P* value for all individual markers included in each SomaSignal NASH test. For each marker, the effect of semaglutide 0.4 mg versus placebo was tested in an MMRM analysis. Statistically significant treatment ratios of semaglutide 0.4 mg/placebo were evaluated using a two-sided Bonferroni-adjusted family-wise error rate of <0.1. Filled circles denote statistical significance; open circles denote no statistical significance. The presence of duplicate genes in **b** is due to two different targets covering the same gene and protein. ACP1, acid phosphatase 1; ACY1, aminoacylase-1; ADAMTSL2, a disintegrin and metalloproteinase with thrombospondin motifs-like protein 2; ADIPOQ, adiponectin; AKR1B10, aldo-keto reductase family 1 member B10; BPIFB1, bactericidal/permeability-increasing-fold-containing family B member 1; C1orf198, uncharacterized protein C1orf198; C7, complement component C7; CCL23, C-C motif chemokine 23; CNDP1, beta-Ala-His dipeptidase; CNN2, calponin-2; COLEC11, collectin-11; CTCF, transcriptional repressor CTCF; CTLA4, cytotoxic T-lymphocyte protein 4; ERN1, serine/threonine-protein kinase/endoribonuclease IRE1; FABP12, fatty acid-binding protein 12; FCGR3B, low-affinity immunoglobulin gamma Fc region receptor III-B; FCRL3, Fc receptor-like protein 3; GH2, growth hormone 2; GRID2, glutamate receptor ionotropic, δ-2; GSTZ1, maleylacetoacetate isomerase; GUSB, β-glucuronidase; HEXB, β-hexosaminidase B; INHBC, inhibin beta C chain; INSL5, insulin-like peptide 5; KDR, vascular endothelial growth factor receptor 2; NFASC, neurofascin; PCOLCE2, procollagen C-endopeptidase enhancer 2; PLOD3, procollagen-lysine, 2-oxoglutarate 5-dioxygenase 3; PTGR1, prostaglandin reductase 1; PYY, peptide YY; RECQL, ATP-dependent DNA helicase Q1; RPN1, dolichyl-diphosphooligosaccharide–protein glycosyltransferase subunit 1; SAA2, serum amyloid A-2 protein; TACSTD2, tumor-associated calcium signal transducer 2; TXNRD1, thioredoxin reductase 1; WNT5A, protein Wnt-5a. Source data

### Semaglutide effect on hepatic inflammation and ballooning

The SomaSignal tests for inflammation and ballooning showed a dose-dependent response to semaglutide treatment (Fig. 3a and Extended Data Fig. 2). In a subgroup of patients with SomaSignal-predicted inflammation stage ≥2 at baseline, semaglutide significantly increased the proportion of participants estimated to have inflammation stage <2 after 72 weeks of treatment, with a clear dose–response relationship (semaglutide 0.1 mg 53%, 0.2 mg 71%, 0.4 mg 82% and placebo 32%). Similar findings were observed for SomaSignal-defined hepatocyte ballooning (semaglutide 0.1 mg 52%, 0.2 mg 65%, 0.4 mg 80% and placebo 29%) (Fig. 3a). A significant estimated treatment ratio for semaglutide 0.4 mg versus placebo was observed for three (PTGR1, AKR1B10 and ADAMTSL2) out of five protein analytes for hepatocyte ballooning and five (ACY1, TXNRD1, FCGR3B, ADIPOQ and RPN1) out of 14 proteins for SomaSignal-defined lobular inflammation (Fig. 3b).

### Semaglutide effect on markers of hepatic fibrosis

It is important to recognize that fibrosis stage is the product of an altered equilibrium between fibrogenesis and fibrolysis. Although the phase 2 clinical trial did not demonstrate significance over placebo in achieving regulatory-defined histological improvement in fibrosis stage at 72 weeks, this regulatory endpoint is based solely on histologically demonstrating increased regression but does not capture the clinical and biological relevance of reduced progression of fibrosis. Dose-dependent reductions in liver stiffness assessed by FibroScan and enhanced liver fibrosis test score were observed with semaglutide, as were significant reductions in disease progression^5^. In the present study, the SomaSignal test for fibrosis showed a dose-dependent response to semaglutide treatment (Fig. 3a and Extended Data Fig. 2). In a subgroup with predicted fibrosis stage ≥2 at baseline, semaglutide significantly increased the proportion of individuals with predicted fibrosis <2 after 72 weeks of treatment with a clear dose–response relationship. Consistently, the number of participants with a normalization of SomaSignal-defined fibrosis increased across all treatment arms with a clear dose–response relationship (semaglutide 0.1 mg 44%, 0.2 mg 48%, 0.4 mg 57% and placebo 16%) (Fig. 3a). In a sensitivity analysis, four out of 11 protein analytes were significantly different in the semaglutide 0.4 mg group versus placebo: ADAMTSL2, NFASC, COLEC11 and FCRL3 (Fig. 3b).

Overall, the greatest treatment effect was seen for SomaSignal-defined steatosis, followed by inflammation, ballooning and fibrosis (estimated greater reductions with semaglutide 0.4 mg versus placebo at week 72 of 64%, 62%, 56% and 35%, respectively) (Extended Data Fig. 3).

### Semaglutide effects on liver fibrosis: preclinical models

To gain deeper insights into the antifibrotic effects of semaglutide, we used two established mouse models of MASH: diet-induced obesity MASH (DIO-MASH) mice^9^ and choline-deficient L-amino acid-defined high-fat diet (CDA-HFD) mice^10,11^. Like humans, DIO-MASH mice exhibit metabolic features of MASH although with less pronounced fibrosis. CDA-HFD mice represent a non-metabolic (that is, non-obese) model of rapidly progressive steatohepatitis and liver fibrosis. In DIO-MASH mice, there was widespread fibrosis at treatment onset, and fibrosis was significantly reduced compared to pretreatment biopsies and versus vehicle-treated animals after 16 weeks or 24 weeks of semaglutide treatment (Extended Data Fig. 4). In CDA-HFD mice, all mice were lean throughout the study but exhibited persistent liver steatosis. Fibrosis progressed during the treatment phase, and semaglutide significantly improved fibrosis versus vehicle-treated animals. The improvement in fibrosis with semaglutide was slightly less pronounced versus that seen in DIO-MASH mice, whereas early markers of fibrosis showed a sustained effect over the treatment period (Picrosirius Red (PSR) improved over time; type 1 collagen (Col1) was equally significant at two timepoints; and α-smooth muscle actin (αSMA) lost effect over time) (Extended Data Fig. 4).

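Liver RNA was sequenced from DIO-MASH mice after 8, 16 and 24 weeks of treatment, and the 77 libraries analysed here come from 1 mouse each. Vehicle-treated DIO-MASH mice numbered 9 at 8 weeks, 8 at 16 weeks and 7 at 24 weeks. Mice given semaglutide at 123 µg per kg numbered 7, 8 and 8 at these times, and 7 chow-fed mice given vehicle were sampled at 24 weeks. In a further 7, 8 and 8 mice the MASH diet had been replaced by chow (chow reversal), a group for which the paper's text gives no transcriptome result. The paper gives group sizes of 16 for DIO-MASH and 10 for chow-fed mice, more than the libraries analysed here. Libraries of CDA-HFD mice were not analysed here. Total counts per library ranged from 12058901 to 37631072 (median 16872450) with vehicle at 8 weeks, from 13495679 to 22464242 (median 16543417.5) at 16 weeks and from 13947586 to 20290677 (median 16702416) at 24 weeks. With semaglutide they ranged from 12487835 to 19384146 (median 16812423) at 8 weeks, from 12651466 to 17422269 (median 16622176.5) at 16 weeks and from 8883150 to 17661127 (median 15249046.5) at 24 weeks. The chow-fed mice had 14831243 to 21771326 counts (median 16205658). The chow reversal mice had 8907136 to 17319981 (median 16525312) at 8 weeks, 15088502 to 19807726 (median 16550728.5) at 16 weeks and 13181317 to 19739109 (median 14753528) at 24 weeks. The authors' values are estimated counts per gene from salmon 1.2.0, neither normalized nor scaled by transcript length, and 7.55% of them were fractional. They were rounded to whole counts, and edgeR's filter on low counts kept 14904 of 55487 genes. Counts were normalized by the trimmed mean of M values (TMM), and all 10 groups entered 1 quasi-likelihood fit in edgeR. Adjusted p values are Benjamini-Hochberg values over the genes tested, with a threshold of 0.05. Levels are given as TMM-normalized CPM. The gene set of Extended Data Fig. 5 was not used here. Instead, 18 pathway lists and 10 lists of cell type markers with 459 members, 432 of them tested, were written before the data were examined. Only some of the pathway lists follow headings that the paper's text gives for its own set. Each list was tested with camera, which compares the list with all other genes and took a correlation between genes of 0.01 or one estimated from the data. A set of 3 libraries, 2 from semaglutide-treated mice at 16 weeks and 1 at 24 weeks, carried library numbers of a second series. Predicted genes took 3.35% to 4.12% of their counts, against 1.08% to 2.74% in the other 74 libraries. Scaling to library totals alone was among the alternatives chosen after seeing the data.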

We probed the liver transcriptome of DIO-MASH and CDA-HFD mice against a predefined set of genes relevant for MASH. 

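Part of the genes of inflammation signalling was lower with semaglutide than with vehicle in DIO-MASH livers at 16 and 24 weeks. The list holds cytokines, Toll-like receptors and factors of the NF-κB pathway among others, and its tested cytokines Tnf, Il1a and Il1b passed at neither time in edgeR. Of the 24 genes of the list tested, 14 fell at 24 weeks and 6 fell at 16 weeks (Nfkb2, Relb, Tlr2, Tnfaip3, Tnfrsf1b and Cd14) in edgeR. When adjusted over the list alone, 14 fell at each of these times, and the difference between 16 and 24 weeks was not tested. At 8 weeks 0 passed in edgeR, 0 in DESeq2 and 0 when adjusted over the list alone, with 6 lower and 1 higher at an unadjusted p under 0.05. The median log2 fold change of the list was −0.12 at 8 weeks, −0.36 at 16 weeks and −0.53 at 24 weeks. Tlr2, a receptor for bacterial lipoproteins, lies on chromosome 3 of GRCm38 from 83836272 to 83841767. At 24 weeks it averaged 15.3 ± 4.18 CPM (SD, n = 7) with vehicle and 7.02 ± 1.89 CPM (SD, n = 8) with semaglutide. This is a log2 fold change of −1.12 (standard error 0.19, adjusted p = 7.3e-06 from edgeR), with all 8 treated mice below every vehicle mouse. At 8 weeks the means of Tlr2 were 9.57 ± 1.28 CPM (SD, n = 9) and 7.20 ± 1.56 CPM (SD, n = 7), a log2 fold change of −0.41 (standard error 0.18, adjusted p = 0.18 from edgeR). Cd14, a co-receptor for lipopolysaccharide, fell by 1.00 at 16 weeks and by 1.16 at 24 weeks on the log2 scale. Tnfaip3, which restrains NF-κB, fell by 0.63 and by 1.18. Vcam1, an adhesion molecule for leukocytes, fell by 1.05 at 24 weeks, while its log2 fold change of −0.63 at 16 weeks did not pass (adjusted p = 0.08 from edgeR). Genes that did not pass at 24 weeks included Tnf, Il1a, Il1b, Nfkbia and Myd88. In the test of the difference between 24 and 8 weeks itself, 0 of the 24 genes passed in edgeR and 0 in DESeq2, with 5 lower at an unadjusted p under 0.05 and a median difference of −0.33. Camera gave the list an adjusted p of 7.22e-06 at 24 weeks, 2.89e-05 at 16 weeks and 0.11 at 8 weeks. These were adjusted p = 0.12, adjusted p = 0.16 and adjusted p = 0.60 with an estimated correlation. Markers of hepatocytes moved the other way, with 5 of 10 higher and a median log2 fold change of 0.44 at 16 weeks. The 6 genes at 16 weeks became 3 with only the compared groups in the fit, 1 without the second-series libraries, 2 with no filter on low counts and 14 with scaling to library totals. With a block on sets of consecutive library numbers, chosen after seeing the data, the 6 became 2. At 8 weeks 4 genes passed with only the compared groups in the fit.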

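Collagen genes were lower with semaglutide than with vehicle in DIO-MASH livers at 8, 16 and 24 weeks. Of 19 collagen genes tested, 15 fell at 8 weeks, 13 at 16 weeks and 15 at 24 weeks in edgeR, and 16 at each time when adjusted over the list alone. A core of 13 fell at all 3 times. Col1a1, which encodes a chain of type I collagen, the main fibrillar collagen of scar tissue, averaged 92.3 ± 28.8 CPM (SD, n = 9) with vehicle and 31.7 ± 10.6 CPM (SD, n = 7) with semaglutide at 8 weeks. At 24 weeks it averaged 105 ± 28.1 CPM (SD, n = 7) and 36.0 ± 17.6 CPM (SD, n = 8). Col1a1 lies on chromosome 11 of GRCm38 from 94936224 to 94953042. Its log2 fold change was −1.54 at 8 weeks (standard error 0.33, adjusted p = 0.0013 from edgeR), −1.40 at 16 weeks and −1.54 at 24 weeks (standard error 0.32, adjusted p = 0.00028), with all 8 treated mice below every vehicle mouse at 24 weeks. Col1a2, the other chain of type I collagen, changed by −1.30 at 8 weeks and −1.34 at 24 weeks on the log2 scale. Col3a1, another fibrillar collagen, changed by −1.38, −0.95 and −1.60 at 8, 16 and 24 weeks. Col4a1 of the basement membrane changed by −0.94, −0.91 and −1.17, and Col5a1, which nucleates fibrils, by −0.78, −0.77 and −0.86. Col4a5, Col5a3, Col18a1 and Col27a1 fell at none of these times. Col18a1, the precursor of endostatin, rose at 24 weeks with a log2 fold change of 0.49 (standard error 0.13, adjusted p = 0.0043 from edgeR), a call that ended with scaling to library totals. The median log2 fold change of the list was −0.94, −0.89 and −1.02 at 8, 16 and 24 weeks. In the test of the difference between 24 and 8 weeks, 0 of the 19 passed in edgeR and 0 in DESeq2, and 0 had an unadjusted p under 0.05. Camera gave an adjusted p of 2.12e-14 at 8 weeks, 5.39e-11 at 16 weeks and 3.40e-08 at 24 weeks. With an estimated correlation, adjusted p = 0.030 at 8 weeks, adjusted p = 0.098 at 16 weeks and adjusted p = 0.12 at 24 weeks. Markers of hepatocytes rose in number over the same comparison, with 6 of 10 higher at 24 weeks and a median log2 fold change of 0.60. At 16 weeks the 13 collagen genes became 4 with only the compared groups in the fit and 6 without the second-series libraries. The calls of Col3a1 ended at that time under both settings and that of Col5a1 with only the compared groups. With a block on sets of consecutive library numbers, chosen after seeing the data, the 13 collagen genes at 16 weeks also became 4.

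**Figure D1:**
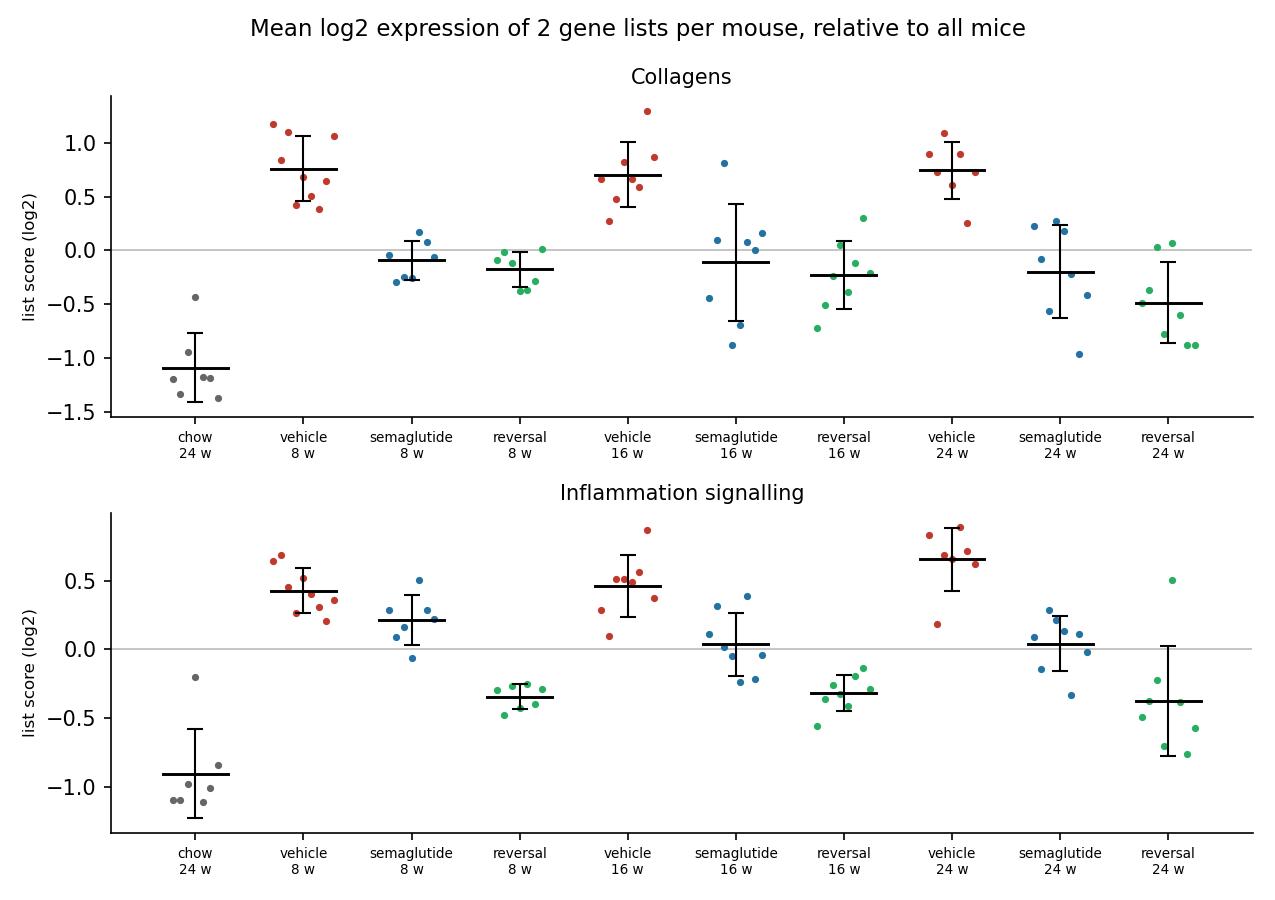
Score of the collagen list and of the inflammation signalling list in each mouse, as the mean log2 expression of the members relative to all mice (vertical axis, log2), by group and treatment week. Points are mice, lines are means with SD bars, and the semaglutide groups lie between the vehicle groups above and the chow-fed group below in both plots.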

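Among modulators of fibrosis, Timp1 was lower with semaglutide than with vehicle at each of the 3 times, Mmp13 at 16 and 24 weeks and Timp2 at 24 weeks. Timp1, an inhibitor of matrix metalloproteinases, lies on chromosome X of GRCm38 from 20870166 to 20874735, inside Syn1 on the opposite strand. It averaged 4.04 ± 1.11 CPM (SD, n = 9) with vehicle and 1.42 ± 0.847 CPM (SD, n = 7) with semaglutide at 8 weeks, and 5.43 ± 2.06 CPM (SD, n = 7) and 2.04 ± 1.22 CPM (SD, n = 8) at 24 weeks. Its log2 fold change was −1.50 at 8 weeks (standard error 0.38, adjusted p = 0.0080 from edgeR, 6 of 7 treated mice below every vehicle mouse), −1.19 at 16 weeks (standard error 0.36, adjusted p = 0.020) and −1.40 at 24 weeks (standard error 0.37, adjusted p = 0.0037). The treated mice with the highest Timp1 at 16 weeks (5.44 CPM) and at 24 weeks (4.79 CPM) were both second-series libraries, and without that series the log2 fold changes were −1.51 and −1.67. Chow-fed mice had 0.0710 ± 0.0691 CPM (SD, n = 7). Mmp13, a collagenase, lies on chromosome 9 from 7272514 to 7283331. It averaged 3.89 ± 1.89 CPM (SD, n = 7) with vehicle and 0.588 ± 0.409 CPM (SD, n = 8) with semaglutide at 24 weeks. The log2 fold change of Mmp13 was −2.67 at 24 weeks (standard error 0.41, adjusted p = 1.1e-06 from edgeR, all 8 treated mice below every vehicle mouse) and −1.37 at 16 weeks (standard error 0.38, adjusted p = 0.012). At 8 weeks it was −1.03 (standard error 0.38, adjusted p = 0.089 from edgeR), with means of 2.39 ± 1.44 CPM (SD, n = 9) and 1.16 ± 0.500 CPM (SD, n = 7). The difference in the effect on Mmp13 between 24 and 8 weeks, −1.63 on the log2 scale, did not pass (adjusted p = 0.71 from edgeR). Timp2, a second inhibitor of metalloproteinases, lies on chromosome 11 from 118301069 to 118355740. At 24 weeks it averaged 37.9 ± 10.1 CPM (SD, n = 7) with vehicle and 21.8 ± 7.69 CPM (SD, n = 8) with semaglutide, a log2 fold change of −0.79 (standard error 0.22, adjusted p = 0.0045 from edgeR, 4 of 8 treated mice below every vehicle mouse). Its log2 fold changes of −0.56 at 8 weeks (adjusted p = 0.10 from edgeR) and −0.53 at 16 weeks (adjusted p = 0.077) did not pass. The 16-week value leans on 1 vehicle mouse with 68.1 CPM of Timp2, the nearest other having 42.5 CPM. The fold change without this mouse was not tested. Of 27 genes of matrix remodelling tested, 11 fell at 8 weeks, 9 at 16 weeks and 19 at 24 weeks (19, 17 and 22 when adjusted over the list alone), and 6 fell at all 3 times. Plat, a plasminogen activator, changed by −1.47, −1.25 and −1.70 on the log2 scale, and Loxl2, which cross-links collagen, by −1.09, −0.71 and −1.31. The list's median log2 fold change was −0.79, −0.67 and −0.84, with camera's adjusted p of 1.78e-11, 2.82e-08 and 3.77e-09. With an estimated correlation, adjusted p = 0.030, adjusted p = 0.098 and adjusted p = 0.081. With only the compared groups in the fit, the calls of Timp1 and Mmp13 at 16 weeks ended, that of Timp2 at 8 weeks was gained and the list's counts at 8 and 16 weeks became 17 and 2. The list count was 7 at 8 weeks with no filter on low counts, and at 16 weeks 5 without the second-series libraries and 16 with scaling to library totals, which also gained Timp2 at 16 weeks. With a block on sets of consecutive library numbers, chosen after seeing the data, the list count at 8 weeks was 6.

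**Figure D2:**
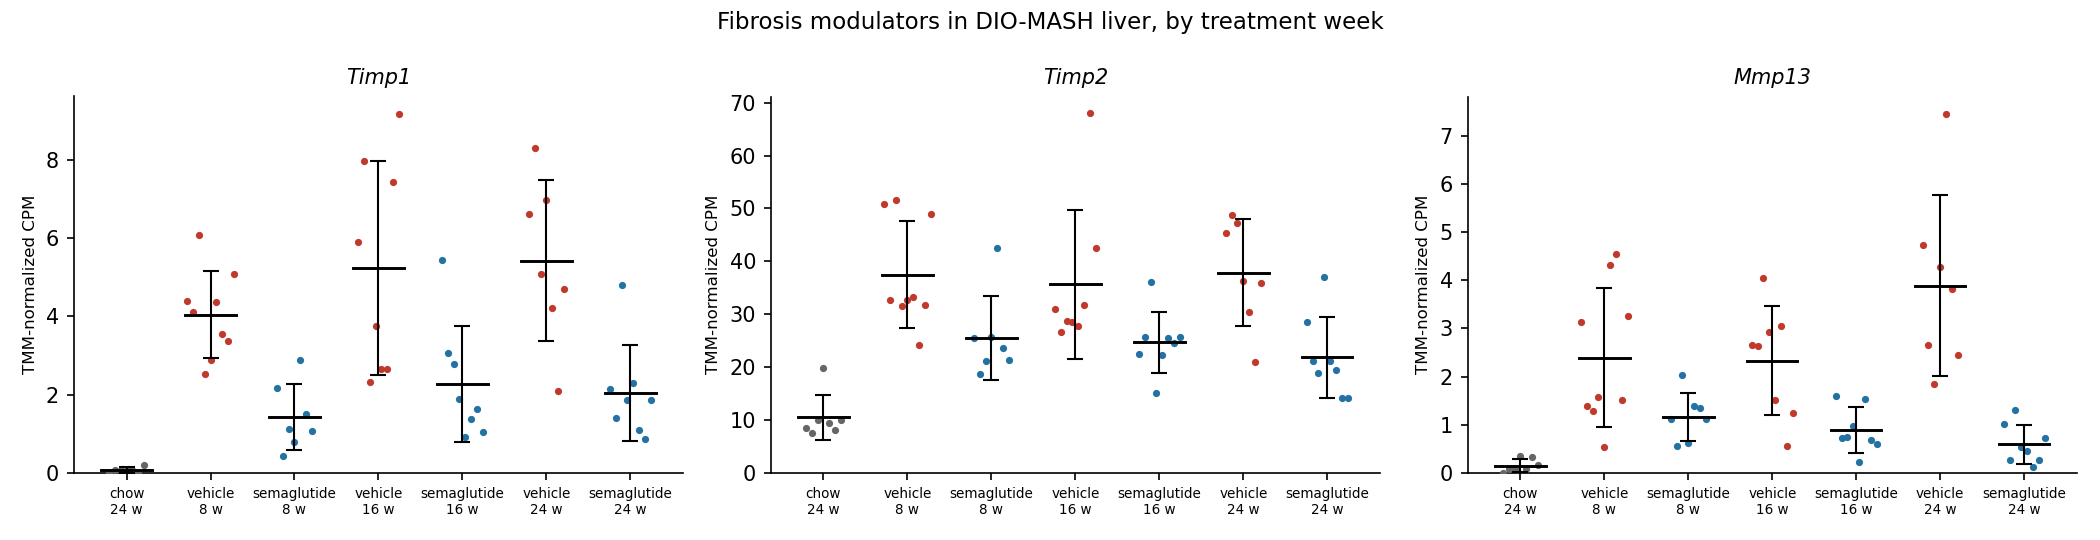
Timp1, Timp2 and Mmp13 in livers of chow-fed mice and of DIO-MASH mice given vehicle or semaglutide, in TMM-normalized CPM (vertical axis), by group and treatment week. Points are mice and lines are means with SD bars. Timp1 averaged 2.04 CPM and Mmp13 0.588 CPM with semaglutide at 24 weeks, above the chow-fed mice at 0.0710 and 0.149 CPM.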

In DIO-MASH mice, semaglutide decreased expression of inflammation markers and induced a sustained downregulation of fibrosis-related collagens as well as modulators of fibrosis, such as Timp-1, Timp-2 and MMP13, supporting reduced fibrogenesis and increased fibrolysis in groups treated with semaglutide versus vehicle (Extended Data Fig. 5a). In CDA-HFD mice, semaglutide significantly reduced expression of genes involved in collagen turnover (extracellular matrix remodeling) and pro-inflammatory activity (inflammation signaling, monocyte recruitment and inflammasome). A negligible effect was observed on lipid metabolic genes (lipid metabolism and insulin signaling) (Extended Data Fig. 5b).

### Semaglutide effect on cellular components of the liver

Considering the effects of semaglutide on liver pathology observed in humans and mice, we assessed whether semaglutide could potentially directly affect cells within the hepatic microenvironment using RNA in situ hybridization and immunohistochemistry. Neither of these assays detected any GLP-1 receptor mRNA or protein expression in human or mouse liver tissue samples. This included hepatocytes, hepatic stellate cells, Kupffer cells, cholangiocytes and endothelial cells, along with immune cells and macrophages found in the liver tissue (Extended Data Fig. 6).

### Semaglutide effect on circulating protein expression

Leveraging the full potential of the SomaScan serum proteomics platform, we performed data mining to identify key proteins associated with semaglutide treatment exposure in the phase 2 trial. Applying the least absolute shrinkage and selection operator (LASSO) procedure including all 4,979 proteins in the SomaScan assay as input, a group of semaglutide-responsive proteins emerged, consisting of a subset of 14 proteins that best profiled the changes in the semaglutide 0.4 mg group (Fig. 4a). To obtain information on the signature’s fit in all trial participants, we calculated the treatment effect from the average LASSO coefficient for each of the 14 identified proteins. The resulting models followed a clear dose response, showing least treatment effect on the signature in the placebo group and the highest in the semaglutide 0.4 mg group (Fig. 4b).

**Fig. 4:**
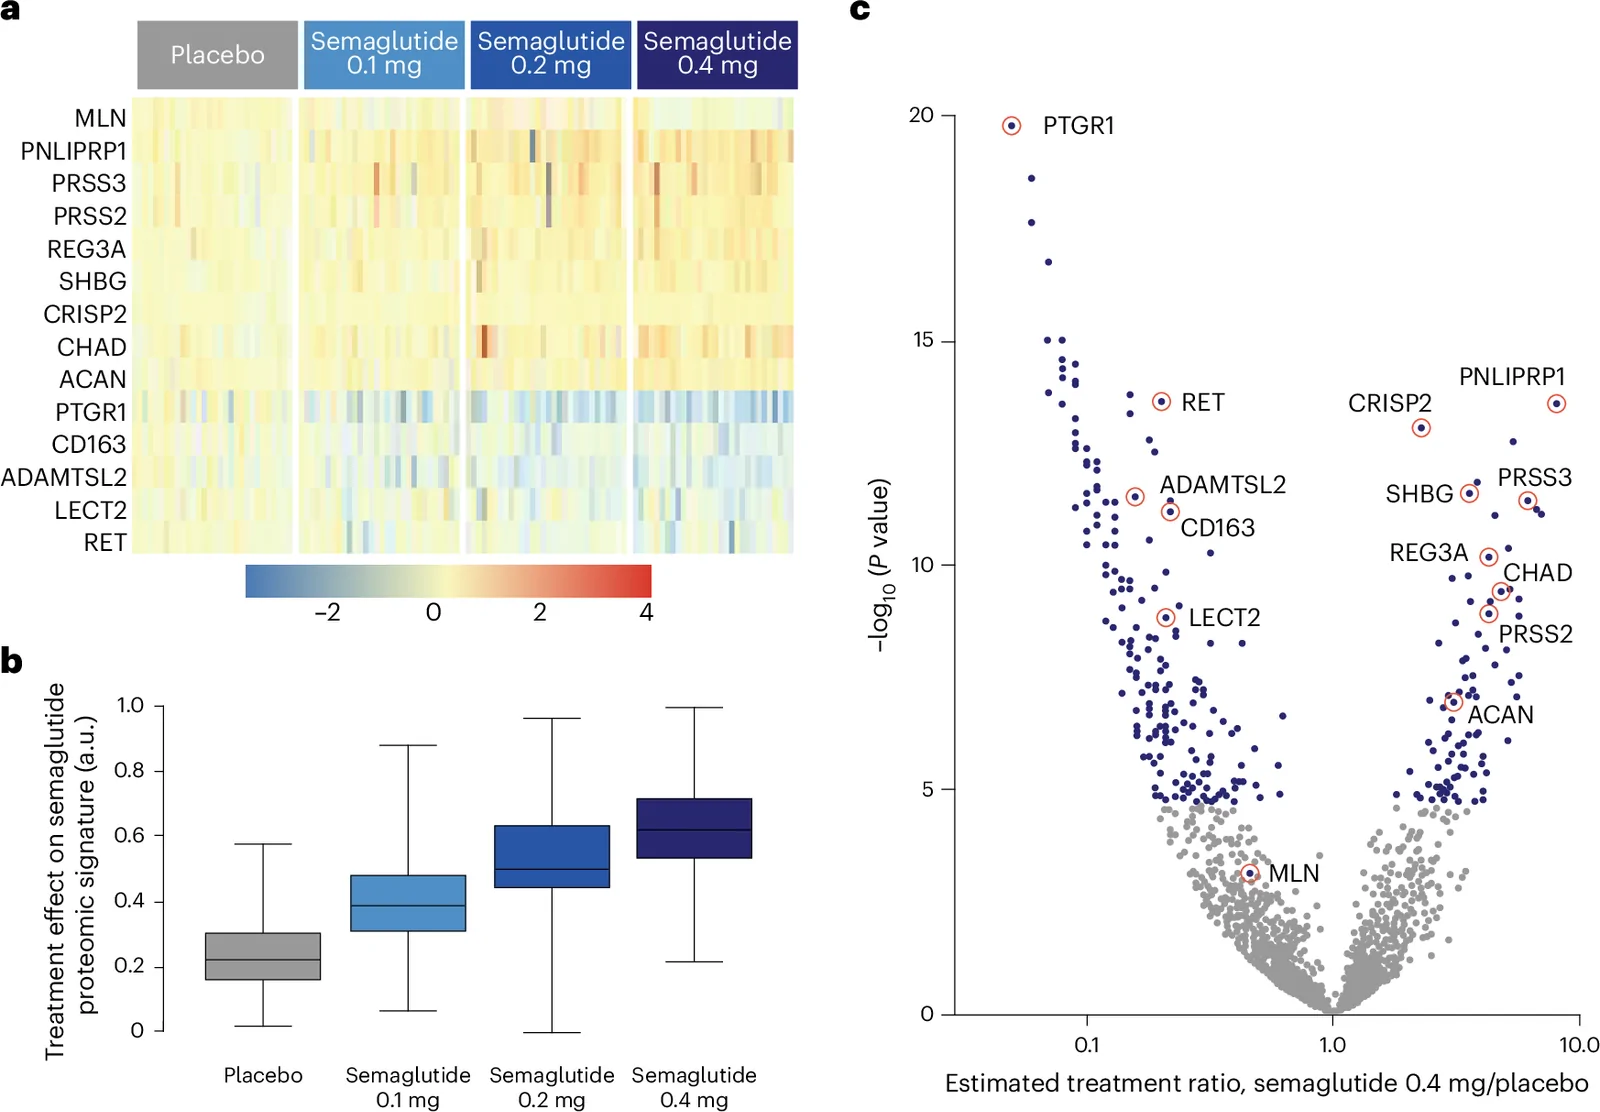
Semaglutide treatment effect on biomarkers included in the aptamer-based SomaScan assay. **a**, Heatmap showing the 14 markers found to constitute the aptamer-based proteomic signature of semaglutide treatment. Data mining was performed using the repeated LASSO procedure including all 4,979 markers in the SomaScan assay as input. For each marker, change from baseline at week 72 was used as predictor variable. The heatmap shows individual changes in protein expression from baseline to week 72 on an arbitrary scale. **b**, Box plot showing the treatment effect of placebo and semaglutide 0.1 mg, 0.2 mg and 0.4 mg on the 14-marker proteomic signature of semaglutide. The treatment effect was calculated from the average LASSO coefficients for each of the 14 markers and is presented on an arbitrary scale. The number of patients is the on-treatment population for each treatment group. a.u., arbitrary units. **c**, Volcano plot showing the estimated treatment ratio of semaglutide 0.4 mg/placebo at week 72 and associated *P* value for all 4,979 individual markers included in the SomaScan assay. For each marker, the effect of semaglutide 0.4 mg versus placebo was tested in an MMRM analysis. Statistically significant treatment ratios of semaglutide 0.4 mg/placebo were evaluated using a two-sided Bonferroni-adjusted family-wise error rate of <0.1. Blue dots denote statistical significance; gray dots denote no statistical significance. Red circles show the 14 markers included in the proteomic signature of semaglutide treatment (see **b**). ACAN, aggrecan core protein; ADAMTSL2, a disintegrin and metalloproteinase with thrombospondin motifs-like protein 2; CD163, scavenger receptor cysteine-rich type 1 protein M130; CHAD, chondroadherin; CRISP2, cysteine-rich secretory protein 2; LECT2, leukocyte cell-derived chemotaxin-2; MLN, promotilin; PNLIPRP1, inactive pancreatic lipase-related protein 1; PRSS2, trypsin-2; PRSS3, trypsin-3; PTGR1, prostaglandin reductase 1; REG3A, regenerating islet-derived protein 3 alpha; RET, (REarranged during Transfection) receptor tyrosine kinase; SHBG, sex hormone-binding globulin. Source data

To determine the effect of semaglutide 0.4 mg versus placebo on all SomaScan proteins, we tested for each of the 4,979 markers in a mixed model and obtained significance for 279 proteins, which included 13 of the previously identified 14 semaglutide-responsive proteins (Fig. 4c). We next aimed to determine which biological processes are represented by those proteins that significantly changed with semaglutide treatment. We used the well-annotated hallmark gene sets from the Molecular Signatures Database^12^. A gene set enrichment analysis was performed, and model estimates for the treatment ratio of semaglutide 0.4 mg versus placebo at week 72 for all 4,979 proteins in the SomaScan assay were included. Effects on proteins with annotation in 14 of the 50 hallmark gene sets were seen with semaglutide treatment, most of which can be linked to relevant biological pathways and processes in the context of MASH (Extended Data Table 1).

### Semaglutide effect on proteins associated with MASH resolution

We next sought to identify proteins that were statistical mediators of the effect of semaglutide on MASH resolution. The analysis was based on the presence of MASH resolution irrespective of treatment arm, with baseline weight included as a confounding variable in the main mediation model. We identified a ‘treatment signature’ comprising 72 unique proteins that was significantly associated with semaglutide 0.4 mg and MASH resolution (Table 1). With the exception of FCGR3B, ADIPOQ and RPN1 for hepatic inflammation and ballooning, and FCRL3 for fibrosis, the treatment signature included all of the proteins in the SomaSignal MASH tests that were significantly different in the semaglutide 0.4 mg group versus placebo. We found 45 of the 72 semaglutide signature proteins to be represented in the Molecular Signatures Database hallmark gene sets. Given the finding that weight loss accounted for most of the beneficial effect of semaglutide in MASH, we ascertained whether any of the 72 proteins remained significantly associated with semaglutide-induced MASH resolution after accounting for weight loss. A linear regression model that included weight change plus the full list of confounders was fitted in the placebo arm comparing change in proteins versus weight loss. For 26 proteins, no association was observed between weight loss and protein change in placebo patients. Thus, these 26 proteins may reflect semaglutide-induced MASH resolution that could be, at least in part, separate from weight loss (Table 1); however, further investigation and independent validation are required.

**Table 1:** Proteins from the SomaScan assay that are significantly associated with the semaglutide effect on MASH resolution

SomaScan ID	Full name	Entrez gene ID	Entrez gene name	Hallmark	Treatment ratio^a^	FDR-adjusted *P* value^b^	Separate from weight loss in the present study^c^	Proteins significantly associated with MASLD diagnosis^13^	Proteins significantly associated with cirrhosis^13^	Proteins significant for fibrosis stage F3–4 vs baseline F0–2 identified in LITMUS cohort^14^	Proteins significant for NAS ≥ 4 vs NAS < 4 identified in LITMUS cohort^14^
11265-8	Retinal dehydrogenase 1	216	ALDH1A1	Bile acid metabolism Fatty acid metabolism Peroxisome	0.083	0.008	Y	Y	Y		Y
13967-14	Thioredoxin reductase 1, cytoplasmic	7296	TXNRD1	Mtorc1 signaling ROS pathway	0.094	0.008	Y	Y			Y
15487-164	Liver carboxylesterase 1	1066	CES1	Xenobiotic (drug) metabolism	0.114	0.008		Y		Y	
15525-294	Alcohol dehydrogenase 1C	126	ADH1C	Fatty acid metabolism Xenobiotic (drug) metabolism	0.075	0.008	Y	Y	Y		Y
15534-26	Malate dehydrogenase, mitochondrial	4191	MDH2	Adipogenesis Fatty acid metabolism Glycolysis Oxidative phosphorylation	0.186	0.008					
15562-24	Beta-glucuronidase	2990	GUSB	Cholesterol homeostasis Glycolysis	0.151	0.008		Y	Y		Y
17755-5	UDP-glucose 6-dehydrogenase	7358	UGDH	Estrogen response late Fatty acid metabolism Xenobiotic (drug) metabolism	0.063	0.008	Y	Y	Y		Y
18173-11	Aflatoxin B1 aldehyde reductase member 3	22977	AKR7A3	No hallmark annotation	0.114	0.008	Y	Y	Y	Y	Y
18185-118	Fructose-bisphosphate aldolase B	229	ALDOB	Glycolysis Hypoxia	0.073	0.008	Y	Y	Y	Y	Y
18206-18	Alcohol dehydrogenase 6	130	ADH6	No hallmark annotation	0.092	0.008	Y	Y	Y		
19262-219	Very long-chain specific acyl-CoA dehydrogenase, mitochondrial	37	ACADVL	Fatty acid metabolism Oxidative phosphorylation	0.189	0.008		Y			
19617-5	Prostaglandin reductase 1	22949	PTGR1	Xenobiotic (drug) metabolism	0.055	0.008	Y	Y	Y	Y	Y
3344-60	Antithrombin-III	462	SERPINC1	Coagulation Complement IL-2/STAT5 signaling	5.423	0.008	Y				
6379-62	ADAMTS-like protein 2	9719	ADAMTSL2	No hallmark annotation	0.158	0.008	Y	Y	Y	Y	Y
9213-24	Formimidoyltransferase-cyclodeaminase	10841	FTCD	Heme metabolism	0.085	0.008	Y	Y	Y	Y	Y
17758-79	L-xylulose reductase	51181	DCXR	Estrogen response late P53 pathway Xenobiotic (drug) metabolism	0.101	0.010	Y	Y	Y	Y	Y
3343-1	Aminoacylase-1	95	ACY1	No hallmark annotation	0.058	0.013	Y	Y	Y	Y	Y
6049-64	Receptor-type tyrosine-protein phosphatase S	5802	PTPRS	No hallmark annotation	5.549	0.018		Y	Y		
11441-11	Glycogen phosphorylase, liver form	5836	PYGL	Glycolysis	0.105	0.019	Y	Y			
17675-17	Acyl-coenzyme A thioesterase 13	55856	ACOT13	No hallmark annotation	0.222	0.019					
2625-53	Hsp90alpha	3320	HSP90AA1	Fatty acid metabolism	0.095	0.019	Y	Y			
17808-37	Omega-amidase NIT2	56954	NIT2	No hallmark annotation	0.183	0.020		Y			
18397-5	Aldo-keto reductase family 1 member C4	1109	AKR1C4	No hallmark annotation	0.095	0.020	Y	Y	Y	Y	Y
12370-30	Apolipoprotein F	319	APOF	No hallmark annotation	7.046	0.020		Y	Y	Y	Y
18188-12	Glycine amidinotransferase, mitochondrial	2628	GATM	No hallmark annotation	0.114	0.020	Y	Y	Y	Y	
3503-4	Integrin alpha-I: beta-1 complex	3672/3688	ITGB1/ITGA1	No hallmark annotation	0.105	0.020		Y	Y	Y	Y
9832-33	Homogentisate 1,2-dioxygenase	3081	HGD	No hallmark annotation	0.079	0.020	Y	Y	Y	Y	Y
11241-8	Argininosuccinate lyase	435	ASL	Xenobiotic (drug) metabolism	0.085	0.021		Y	Y	Y	Y
12334-25	Serine hydroxymethyltransferase, cytosolic	6470	SHMT1	E2F targets	0.155	0.021		Y			
17150-8	10-kDa heat shock protein, mitochondrial	3336	HSPE1	Mtorc1 signaling MYC targets V1 MYC targets V2	0.166	0.021		Y	Y		
17341-89	Acetyl-CoA acetyltransferase, cytosolic	39	ACAT2	Cholesterol homeostasis Fatty acid metabolism	0.122	0.021	Y	Y			
17396-23	Alcohol dehydrogenase 1A	124	ADH1A	No hallmark annotation	0.089	0.021		Y	Y	Y	Y
17783-9	Cob(I)yrinic acid a,c-diamide adenosyltransferase, mitochondrial	326625	MMAB	No hallmark annotation	0.294	0.021		Y			
18186-15	Threonine-tRNA ligase, cytoplasmic	6897	TARS1	Unfolded protein response UV response (up)	0.182	0.021			Y		
2731-29	NADPH-cytochrome P450 reductase	5447	POR	Adipogenesis Oxidative phosphorylation Xenobiotic (drug) metabolism	0.127	0.021	Y	Y	Y	Y	Y
3009-3	Transforming growth factor beta receptor type 3	7049	TGFBR3	Apoptosis Epithelial-to-mesenchymal transition UV response (down)	3.181	0.021		Y			
7206-20	Fructose-1,6-bisphosphatase 1	2203	FBP1	Hypoxia Xenobiotic (drug) metabolism	0.088	0.021		Y	Y	Y	Y
18342-2	Phosphoserine aminotransferase	29968	PSAT1	Mtorc1 signaling Unfolded protein response	0.072	0.023		Y	Y		Y
19197-95	Acetyl-CoA acetyltransferase, mitochondrial	38	ACAT1	Oxidative phosphorylation	0.155	0.024		Y	Y	Y	
16081-38	Aldo-keto reductase family 1 member B10	57016	AKR1B10	KRAS signaling (down)	0.077	0.024		Y	Y	Y	Y
17787-1	Enoyl-CoA hydratase, mitochondrial	1892	ECHS1	Adipogenesis Fatty acid metabolism Oxidative phosphorylation	0.134	0.024		Y	Y	Y	
13954-9	Glucosamine 6-phosphate N-acetyltransferase	64841	GNPNAT1	No hallmark annotation	0.115	0.025	Y	Y			
17748-21	Quinone oxidoreductase PIG3	9540	TP53I3	No hallmark annotation	0.151	0.026		Y			
15447-45	Sorbitol dehydrogenase	6652	SORD	Androgen response Estrogen response late Mtorc1 signaling MYC targets V2	0.080	0.026		Y	Y		Y
16307-22	Netrin receptor UNC5D	137970	UNC5D	No hallmark annotation	4.998	0.026	Y	Y			
18338-26	Isocitrate dehydrogenase (NADP) cytoplasmic	3417	IDH1	Adipogenesis Bile acid metabolism Fatty acid metabolism Glycolysis Mtorc1 signaling Oxidative phosphorylation Peroxisome Xenobiotic (drug) metabolism	0.105	0.026		Y			
11424-4	Fumarylacetoacetase	2184	FAH	Adipogenesis IL-2/STAT5 signaling Xenobiotic (drug) metabolism	0.092	0.029		Y	Y		Y
15308-108	Brorin	375567	VWC2	No hallmark annotation	2.510	0.030					
13460-4	Chondroadherin	1101	CHAD	No hallmark annotation	4.129	0.030	Y	Y	Y		
17377-1	Aldo-keto reductase family 1 member C3	8644	AKR1C3	Xenobiotic (drug) metabolism	0.195	0.034	Y	Y	Y		Y
5467-15	Heat shock protein HSP 90-beta	3326	HSP90AB1	MYC targets V1	0.097	0.034	Y	Y			
17138-8	Glutathione S-transferase A1	2938	GSTA1	No hallmark annotation	0.088	0.034		Y	Y		Y
11257-1	Dihydropteridine reductase	5860	QDPR	Adipogenesis Mtorc1 signaling	0.085	0.035		Y			
17712-7	Isopentenyl-diphosphate delta-isomerase 1	3422	IDI1	Androgen response Bile acid metabolism Cholesterol homeostasis Fatty acid metabolism Mtorc1 signaling Peroxisome	0.162	0.035		Y			
7179-69	Neurofascin	23114	NFASC	Apical junction	0.181	0.035		Y	Y	Y	
9359-9	Protein delta homolog 2	65989	DLK2	KRAS signaling (down)	2.883	0.035		Y			
18398-1	3-oxo-5-beta-steroid 4-dehydrogenase	6718	AKR1D1	Bile acid metabolism	0.117	0.037		Y	Y		Y
8325-37	Alcohol dehydrogenase 4	127	ADH4	Cholesterol homeostasis	0.088	0.039		Y	Y		Y
15481-45	Antibacterial protein LL-37	820	CAMP	No hallmark annotation	2.031	0.041					
9805-51	Semaphorin-4B	10509	SEMA4B	No hallmark annotation	2.113	0.041					
8229-1	Glucoside xylosyltransferase 1	283464	GXYLT1	No hallmark annotation	1.855	0.042		Y			
9876-20	Fructose-bisphosphate aldolase C	230	ALDOC	Cholesterol homeostasis Hypoxia	0.121	0.042		Y	Y		
11368-32	Adenylate kinase 2, mitochondrial	204	AK2	Adipogenesis E2F targets	0.135	0.043					
13983-27	Quinone oxidoreductase	1429	CRYZ	Fatty acid metabolism	0.180	0.043		Y	Y	Y	Y
4430-44	Collectin-11	78989	COLEC11	No hallmark annotation	0.297	0.043		Y	Y	Y	Y
13580-2	UDP-N-acetylhexosamine pyrophosphorylase	6675	UAP1	Androgen response	0.454	0.045		Y	Y		
5463-22	Growth arrest-specific protein 1	2619	GAS1	Apical surface Epithelial-to-mesenchymal transition	2.668	0.045			Y		
15499-11	Attractin	8455	ATRN	UV response (down)	0.400	0.047		Y	Y		
4962-52	Cerebral dopamine neurotrophic factor	441549	CDNF	No hallmark annotation	1.802	0.047			Y		
6392-7	WNT1-inducible-signaling pathway protein 2	8839	CCN5	Estrogen response early Estrogen response late Hypoxia	3.054	0.047					
6627-25	Inactive pancreatic lipase-related protein 1	5407	PNLIPRP1	No hallmark annotation	8.679	0.047	Y	Y	Y		
18882-7	Calsyntenin-2	64084	CLSTN2	No hallmark annotation	0.519	0.048		Y	Y	Y	

A classical mediation analysis was performed to identify proteomic changes that mediate the effect of semaglutide on MASH resolution. All proteins were used as input. The method by Dai et al.^37^ was used to adjust for multiple testing and compute FDR-adjusted mediation *P* values. For 72 proteins, the mediation *P* value was less than 0.05.

^a^Semaglutide 0.4 mg versus placebo.

^b^*q* value.

^c^Proteins identified as significantly associated with semaglutide-induced MASH resolution after accounting for weight loss.

F, fibrosis; IL-2, interleukin 2; KRAS, Kirsten rat sarcoma virus; ROS, reactive oxygen species; STAT5, signal transducer and activator of transcription 5; Y, yes.

Source data

### Semaglutide reverses the MASH proteomic signature

To investigate whether MASH affects the abundance of the 72 proteins identified in the treatment signature, we investigated serum levels from a subset of participants in the Copenhagen Cohort of MASLD (CoCoMASLD, formerly known as the FLINC (Fatty Liver Disease in Nordic Countries) cohort; ClinicalTrials.gov: NCT04340817, H-17029039) whose datasets included clinical measurements and archived samples. SomaScan data analysis of 235 participants was available: 146 with MASH and 89 healthy volunteers.

Analysis confirmed that the same 72 proteins identified in semaglutide-treated patients with MASH were also differentially expressed in patients with MASH relative to healthy individuals in the independent cohort (Extended Data Fig. 7). By way of example, we present data for several proteins of interest based on the following rationale: SERPINC1 and APOF had among the highest treatment ratios in the present work (Table 1). In previous proteomic analyses, ACY1 had the strongest association for MASLD compared to population controls^13^, and analysis of the LITMUS Metacohort identified ADAMTSL2, AKR1B10, CFHR4 and TREM2 as significantly associated with MASH and clinically significant fibrosis^14^.

Levels of SERPINC1 and APOF in the independent cohort were reduced in patients with MASH versus healthy individuals (Fig. 5a,b, left panel). In patients from the phase 2 trial, semaglutide treatment increased the levels of both proteins from baseline to week 72 (Fig. 5a,b, right panel). In contrast to SERPINC1 and APOF, levels of ADAMTSL2 and ACY1 were elevated in patients with MASH versus healthy individuals from the independent cohort (Fig. 5c,d, left panel) but decreased after semaglutide treatment (Fig. 5c,d, right panel). The same pattern was observed for AKR1B10, CFHR4 and TREM2 identified in the LITMUS Metacohort^14^ (a lesser effect for CFHR4 was attributed to minimal differences between healthy individuals and those with MASH and the relatively high baseline value for placebo) (Extended Data Fig. 8). Comparing treatment signature changes in semaglutide-treated patients with MASH to protein expression levels in patients with MASH relative to healthy individuals in the independent cohort, semaglutide appeared to reverse the altered levels of the 72 proteins in MASH to the pattern observed in healthy individuals (Extended Data Fig. 7 and Table 1).

**Fig. 5:**
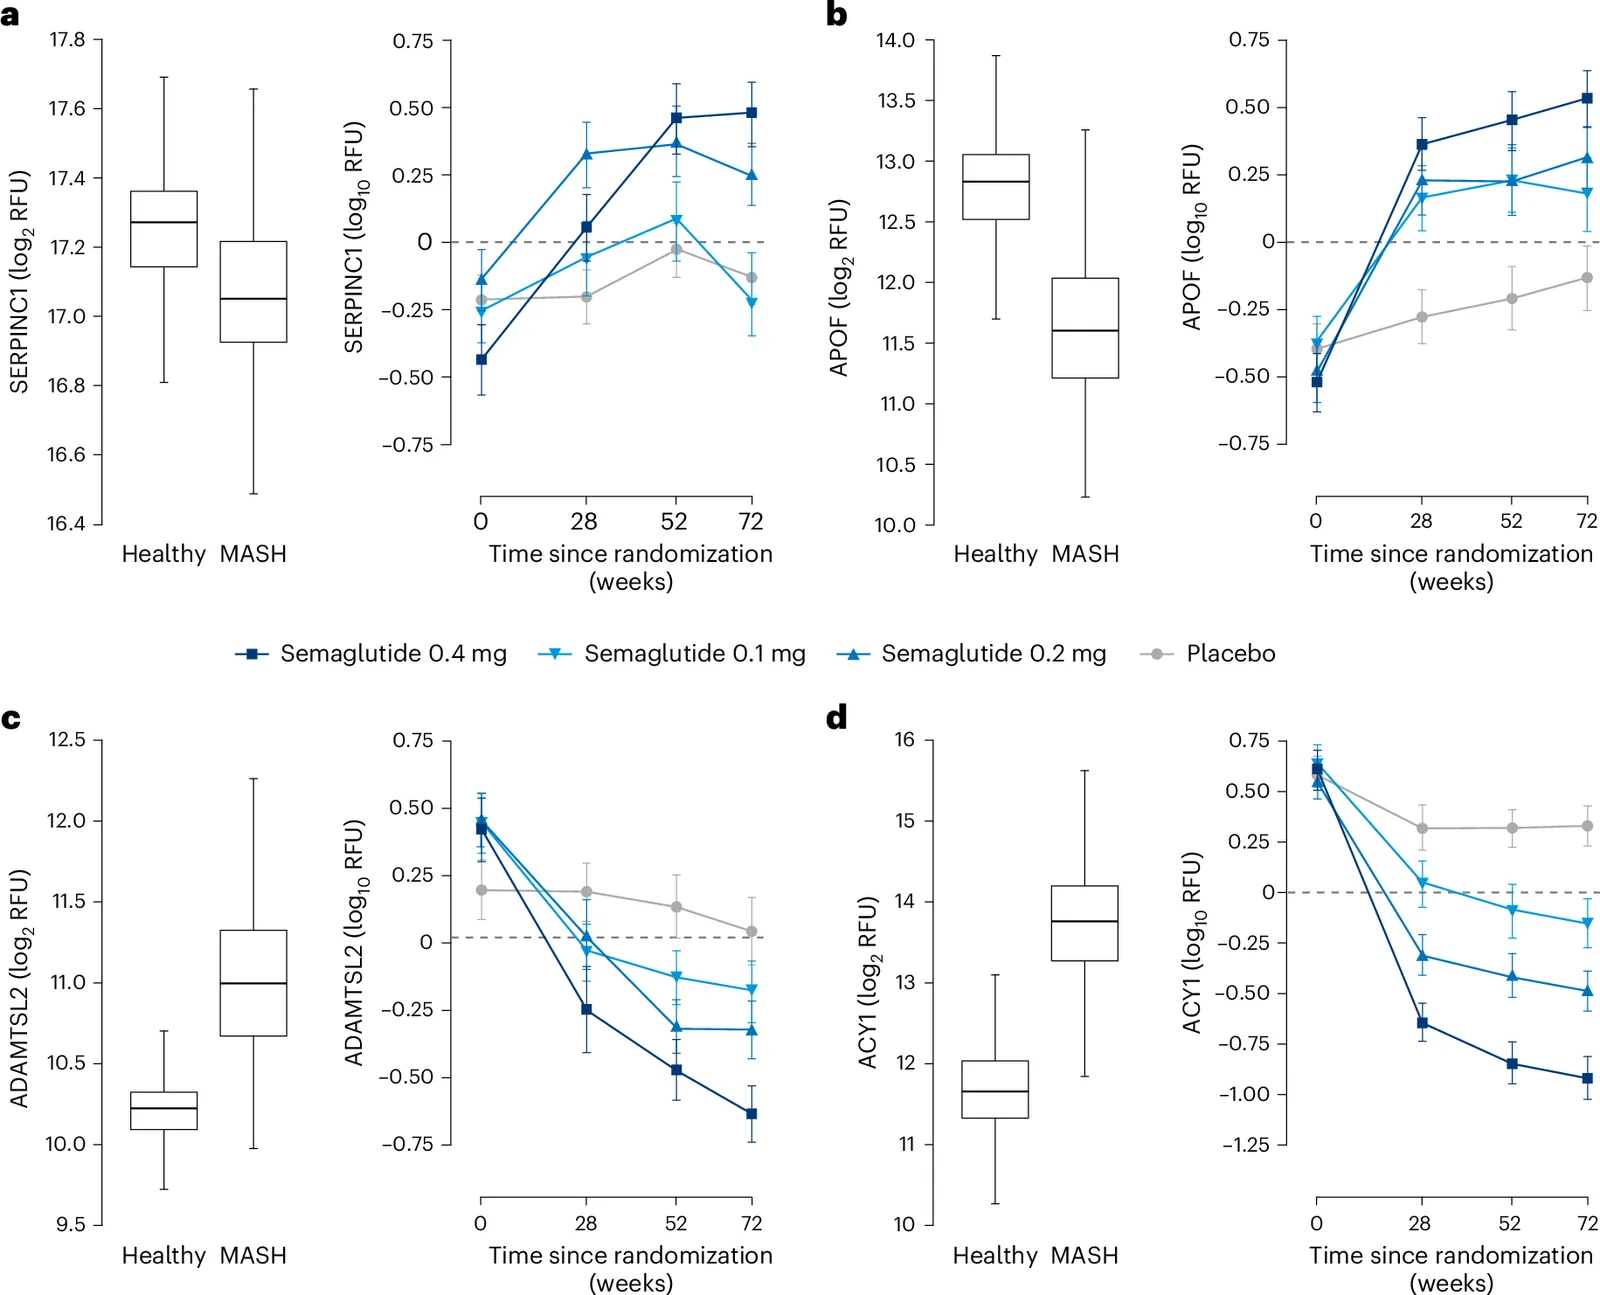
Change in protein levels of participants with MASH treated with semaglutide compared to protein levels in healthy volunteers in an independent real-world observational cohort. **a**. Left-hand panel shows abundance of SERPINC1 from healthy individuals and those with MASH in the independent cohort. Center of box plot is median; box boundary is first and third quantiles; upper whisker is third quantile plus 1.5 IQR; and lower whisker is first quantile minus 1.5 IQR, where IQR is the third quantile minus the first quantile (healthy, *n* = 89; MASH, *n* = 146). The right-hand panel shows the effect of semaglutide treatment on SERPINC1 levels in patients with MASH from a phase 2 trial population (semaglutide 0.1 mg (*n* = 80), semaglutide 0.2 mg (*n* = 78), semaglutide 0.4 mg (*n* = 82) and placebo (n = 80)). **b**–**d**, As for **a** but showing levels of APOF, ADAMTS2 and ACY1, respectively. No technical replicates were used. Data are presented as mean + s.e.m. ADAMTSL2, a disintegrin and metalloproteinase with thrombospondin motifs-like protein 2; APOF, apolipoprotein F; ACY1, aminoacylase-1; IQR, interquartile range; SERPINC1, serpin family C member 1. s.e.m., standard error of the mean. Source data

## Discussion

Achieving resolution of MASH implies that any potential treatment should have a meaningful impact on inflammation, cellular damage and fibrogenesis^15^. Here we show that semaglutide achieved significant dose-dependent improvements in aptamer-based SomaSignal-defined tests for steatosis, inflammation, ballooning and fibrosis that correlate with histological components of MASH^7^. A deeper SomaScan analysis identified 72 unique proteins that were significantly associated with MASH resolution and semaglutide treatment. Notably, a treatment-associated proteomic signature in MASH has not previously been reported. Notably, too, the treatment signature comprises proteins previously identified as being associated with chronic liver disease. With the exception of 11 proteins in the semaglutide treatment signature, the remaining 61 proteins were identified as significantly associated with MASLD diagnosis compared to population controls in a proteomic analysis by Sveinbjornsson et al.^13^ (Table 1). Additionally, two-thirds of the proteins in the semaglutide treatment signature were found to be associated with cirrhosis (for example, fibrotic burden) versus population controls^13^. In a cross-sectional proteo-transcriptomic analysis reported by the LITMUS consortium, most of the proteins identified as being significant for MASH versus non-MASH were also found in the semaglutide treatment signature and, to a lesser extent, also for F3–F4 versus F0–F2 (ref. ^14^) (Table 1). The inverse correlation in most of the 72 proteins identified in an independent real-world cohort versus the phase 2b trial cohort suggests that semaglutide may reverse the MASH proteomic phenotype to one similar to healthy individuals. This parallels the preclinical work of Rakipovski et al.^16^ who reported that semaglutide significantly reversed expression of genes in pathways relevant to the pathogenesis of atherosclerosis in aortic tissue.

The mechanistic basis of semaglutide-induced MASH resolution has been variably attributed to effects on weight and inflammation as well as reductions in metabolic dysfunction and lipotoxic effects^16–18^. The present work supports these findings but also raises the possibility that additional mechanisms may contribute to the overall therapeutic effect. Mediation analysis suggested that 26 of the 72 proteins in the treatment signature may contribute to semaglutide-induced MASH resolution in a manner that may not be fully explained by weight loss. It is acknowledged, however, that more detailed interrogation of these specific proteins is required to fully establish any effect separate from weight loss. Given the lack of GLP-1 receptor expression on hepatocytes^19^, which is corroborated in the present work in human and mouse liver tissue samples, the beneficial effects observed with semaglutide support an extrahepatic mechanism of action or an intermediate signaling effect from the periphery to the liver. Studies in mice have highlighted potential for a small involvement of GLP-1 receptors in intrahepatic T cells, endothelial cells and circulating monocytes; however, the precise location and functional importance of these cell types for the beneficial actions are unknown^20,21^.

The weight loss effects of semaglutide are well described in humans and mechanistically informative animal studies and involve broadly expressed brain GLP-1 receptors that mediate effects to increase satiety, reduce hunger and change food choice and preference^22^. The effects that reduce inflammation are less well understood, but some T cells, and Brunner’s glands in the intestine, express GLP-1 receptors^16,20,23^. Moreover, two independent populations of neurons in the dorsal vagal complex and nucleus tractus solitarius are important for the control of peripheral inflammation, and both express GLP-1 receptors that are targeted by semaglutide^24,25^. In the present work, semaglutide reduced expression of inflammation markers and genes involved in pro-inflammatory activity in mouse models of MASH. 

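Genes of monocyte recruitment and of lipid-associated macrophages were lower with semaglutide than with vehicle in DIO-MASH livers, most of them at 24 weeks, while genes of the inflammasome moved in both directions. Of 23 genes of monocyte recruitment tested, 17 fell at 24 weeks, 6 at 16 weeks (among them Cx3cr1, Cx3cl1 and Itgax) and 2 at 8 weeks (Ccl2 and Cx3cl1) in edgeR. The counts were 19, 14 and 3 when adjusted over the list alone. Ccl2, the chemokine that draws monocytes into tissue, lies on chromosome 11 of GRCm38 from 82035571 to 82037453. It averaged 7.16 ± 2.73 CPM (SD, n = 7) with vehicle and 1.90 ± 1.22 CPM (SD, n = 8) with semaglutide at 24 weeks, a log2 fold change of −1.89 (standard error 0.32, adjusted p = 7.5e-06 from edgeR, 7 of 8 treated mice below every vehicle mouse). The log2 fold change of Ccl2 was −1.20 at 8 weeks (adjusted p = 0.011) and −0.79 at 16 weeks, where it did not pass (adjusted p = 0.074 from edgeR). Ccr2, the receptor of Ccl2, fell by 1.60 at 24 weeks, and Cx3cr1, a chemokine receptor of monocytes, fell by 1.47 at 16 weeks and by 1.75 at 24 weeks. The list's median log2 fold change was −0.42, −0.61 and −1.04 at 8, 16 and 24 weeks. Camera gave an adjusted p of 0.00083, 5.31e-07 and 3.77e-09 at these times, against adjusted p = 0.39, adjusted p = 0.16 and adjusted p = 0.0995 with an estimated correlation. No member's effect differed between 24 and 8 weeks over all genes in edgeR (0 of 23, with 5 lower at an unadjusted p under 0.05 and 2 when adjusted over the list alone). Of 13 genes of lipid-associated macrophages, 11 fell at 24 weeks, 8 at 16 weeks and 2 at 8 weeks (Cd63 and Plin2), or 11, 11 and 4 when adjusted over the list alone. Trem2, the receptor that marks these cells, lies on chromosome 17 from 48346401 to 48354147 and averaged 34.2 ± 16.7 CPM (SD, n = 7) with vehicle and 11.7 ± 4.28 CPM (SD, n = 8) with semaglutide at 24 weeks. This is a log2 fold change of −1.54 (standard error 0.41, adjusted p = 0.0036 from edgeR, all 8 treated mice below every vehicle mouse). Lgals3, a secreted lectin, fell by 1.06 at 16 weeks and by 1.50 at 24 weeks, and Cd63, a protein of lysosomes, changed by −0.92, −1.17 and −1.55 at the 3 times. The list's median log2 fold change at 24 weeks was −0.93 (camera's adjusted p = 7.92e-06, adjusted p = 0.12 with an estimated correlation). Plin2 was also counted among the lipid droplet proteins. Whether the members of the macrophage list changed in macrophages or in other liver cells was not tested. Of 17 inflammasome genes, 6 fell at 24 weeks (Nlrp3, Nlrc4, Casp1, Naip2, Naip5 and Mefv) and Nlrp6 and Il18 rose, with 10 lower and 4 higher when adjusted over the list alone. At 16 weeks Nlrp3 fell and Il18 rose, and at 8 weeks Nlrp6 rose and 0 fell in edgeR and 0 in DESeq2, with 5 lower at an unadjusted p under 0.05. Nlrp3, the sensor of the best-known inflammasome, fell by 0.99 at 16 weeks and by 1.17 at 24 weeks, and Nlrp6, a sensor expressed in epithelium, rose by 0.54 at 8 weeks and by 0.81 at 24 weeks. Camera's adjusted p for this list was 0.097 at 24 weeks and 0.52 with an estimated correlation. Kupffer cell markers showed 5 of 10 lower at 24 weeks (Cd5l, Adgre1, C1qa, C1qb and C1qc) and Marco higher, and 0 passed at 8 and at 16 weeks in edgeR and in DESeq2, with 2 and 3 lower at an unadjusted p under 0.05. Alb, the main secreted protein of hepatocytes, rose by 0.51, 0.42 and 0.73 at the 3 times. With only the compared groups in the fit, 4 genes of monocyte recruitment and 2 of the inflammasome fell at 8 weeks, and with scaling to library totals 14 of monocyte recruitment fell at 16 weeks and 10 of the inflammasome at 24 weeks. Without the second-series libraries the calls of Trem2 and Nlrp3 at 16 weeks ended. With a block on sets of consecutive library numbers, chosen after seeing the data, 0 inflammasome genes fell at 16 weeks in edgeR.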

As noted above, SomaSignal NASH tests for lobular inflammation and hepatocyte ballooning demonstrated a significant dose-dependent effect of semaglutide in samples from humans. This finding is supported in the phase 2b trial in which a numerically greater improvement in lobular inflammation and hepatocyte ballooning was observed in participants treated with semaglutide versus placebo.

Inflammation is a major driver of liver fibrosis, and the primary risk of MASH is progressive fibrosis leading to cirrhosis. In the present work, SomaSignal NASH tests demonstrated improvement in predicted liver fibrosis. Although weight loss accounted for a major part of histological improvement of MASH with semaglutide, particularly for improvements in disease activity, observed improvement in fibrosis was mediated by weight loss to a lesser extent. In both DIO-MASH and CDA-HFD mice, we found significant changes in markers of early and late fibrosis as well as extracellular accumulation of collagen. The effect of semaglutide in the DIO-MASH model is tightly associated with weight loss and reduced liver steatosis and demonstrates the potential for GLP-1RA treatment to improve both metabolic and histologic aspects of MASH, including fibrosis regression linked to body weight. In the non-obese CDA-HFD model, fibrosis improvement obtained after prolonged treatment is indicative of disease-modifying mechanisms largely unrelated to body weight and systemic metabolic alteration. This finding is noteworthy given that an antifibrotic effect is observed in a mouse model with no or minimal systemic metabolic disease despite the lack of GLP-1 receptors in the liver. 

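In vehicle-treated DIO-MASH mice, genes of hepatic stellate cell activation stood above chow-fed mice, and part of them fell with semaglutide. At 24 weeks 23 of 24 such genes were higher with vehicle than in chow-fed mice, with a median log2 fold change of 1.85, and so were 15 of 19 collagen genes (median 1.90) and 23 of 27 genes of matrix remodelling (median 2.49). Whether stellate cells were more numerous or more active with vehicle was not tested. With semaglutide, 7 of the 24 stellate cell genes fell at 8 weeks (Pdgfrb, Tgfb2, Postn, Thbs1, Fbn1, Sparc and Fstl1), 9 at 16 weeks and 14 at 24 weeks in edgeR. The counts were 17, 12 and 18 when adjusted over the list alone, and 5 genes fell at all 3 times. Sparc, a matrix protein that binds collagen, lies on chromosome 11 of GRCm38 from 55394500 to 55423183. At 24 weeks it averaged 149 ± 40.4 CPM (SD, n = 7) with vehicle, 81.8 ± 19.5 CPM (SD, n = 8) with semaglutide and 38.4 ± 4.33 CPM (SD, n = 7) in chow-fed mice. The log2 fold change with semaglutide was −0.87 (standard error 0.16, adjusted p = 2.7e-05 from edgeR, 7 of 8 treated mice below every vehicle mouse), after −0.88 at 8 weeks and −0.62 at 16 weeks. Fbn1, which forms microfibrils, changed by −1.05, −0.69 and −1.31 on the log2 scale at 8, 16 and 24 weeks. Postn, a protein of the fibrotic matrix, changed by −1.25, −0.96 and −1.36, and Fstl1, a secreted glycoprotein, by −0.96, −0.68 and −0.90. Acta2, which encodes α-smooth muscle actin, averaged 6.5 ± 1.87 CPM (SD, n = 7) with vehicle and 4.10 ± 1.66 CPM (SD, n = 8) with semaglutide at 24 weeks. Its log2 fold changes of −0.80 at 8 weeks (standard error 0.26, adjusted p = 0.053 from edgeR), −0.21 at 16 weeks (adjusted p = 0.65) and −0.66 at 24 weeks (standard error 0.27, adjusted p = 0.058) did not pass. Des, an intermediate filament protein of stellate cells, rose at 16 weeks with a log2 fold change of 1.05 (standard error 0.30, adjusted p = 0.014 from edgeR), and was named after its value was seen. The median log2 fold change of the list with semaglutide was −0.70, −0.53 and −0.68. Camera gave an adjusted p of 5.76e-12, 2.71e-05 and 4.58e-08, against adjusted p = 0.067, adjusted p = 0.28 and adjusted p = 0.15 with an estimated correlation. Hepatocyte markers, of which all 10 were lower with vehicle than in chow-fed mice, were higher with semaglutide for 2 of 10 at 8 weeks, with a median log2 fold change of 0.42. The 7 stellate cell genes at 8 weeks became 12 in DESeq2, 16 with only the compared groups in the fit and 15 with scaling to library totals, and Acta2 passed at 8 weeks under each of these. The 9 at 16 weeks became 4 with only the compared groups in the fit, 4 with no filter on low counts and 2 without the second-series libraries, and the calls of Des and Fbn1 ended both with only the compared groups and without the second-series libraries. With a block on sets of consecutive library numbers, chosen after seeing the data, the 9 became 2.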

Liver transcriptome analysis further revealed downregulation of fibrosis-related genes with semaglutide treatment in both mouse models. Taken together, these observations support an antifibrotic effect of semaglutide via modification of systemic biological processes. Notably, in ESSENCE, a significantly higher proportion of patients receiving semaglutide 2.4 mg showed an improvement in liver fibrosis without any deterioration in steatohepatitis versus placebo (36.8% versus 22.4%; *P* < 0.001), clarifying the effect of semaglutide on liver fibrosis^6^.

Patients with MASH have cardiometabolic risk factors and are at high risk for liver fibrosis and atherosclerotic cardiovascular disease^26^. Thus, therapeutic strategies to prevent liver fibrosis and atherosclerotic cardiovascular disease are required for the treatment of MASH^26^. Preclinical^16^ and clinical evidence have demonstrated a cardiovascular protective effect of semaglutide in individuals with diabetes^27^ and separately in individuals with obesity^28^. Within this context, the present work identified ADAMTSL2 and ACY1 as two aptamer-based protein mediators significantly associated with semaglutide-induced MASH resolution that are implicated in cardiovascular disease and fibrosis. ADAMTSL2 regulates the extracellular microenvironment^29^, is associated with myocardial fibrosis^30^ and adverse outcomes in patients with heart failure^31^ and was shown to be a biomarker to identify significant and advanced fibrosis in patients with MASLD in the LITMUS Metacohort^14^. ACY1 is associated with myocardial fibrosis in mouse heart failure^32^, is overexpressed in liver tissue from humans with obesity and MASLD^14^, has the strongest association for MASLD diagnosis versus population controls^13^ and may be a biomarker for predicting future development of T2D^33^. Thus, ACY1 appears to play an interconnected role in metabolic diseases that are risk factors for cardiovascular disease and MASH.

APOF and SERPINC1 are implicated in lipid metabolism and tumorigenesis, respectively. APOF controls plasma and hepatic lipoprotein metabolism^34^ and has been identified as a potential biomarker for progression of non-alcoholic fatty liver disease^14^. APOF is selectively expressed in the liver and may be a candidate biomarker for liver status in MASH. SERPINC1 acts as a suppressor of HCC^35^. Given the increased risk of HCC in individuals with MASH, there may be downstream clinical implications associated with semaglutide-induced modulations in HCC-specific pro-carcinogenic genes. Although clinical evidence is limited, GLP-1RAs were associated with a lower risk of first-time diagnosis of HCC versus non-GLP-1RA glucose-lowering medications in patients with T2D^36^. Future work is warranted to examine long-term associations of semaglutide with HCC incidence in patients with T2D and obesity.

Our work has several strengths. The proteomic analysis was performed at multiple timepoints on biosamples from participants in a randomized controlled trial in MASH, the results of which are reflected in real-world proteomic data. The identified treatment signature has a high degree of overlap not only with SomaSignal MASH tests validated against biopsy results but also with proteomic analyses from other large-scale population-based studies in MASLD and MASH, suggesting that the findings are generalizable. Additionally, animal data were derived from proven preclinical models of MASH.

Our work also has limitations. Although preclinical data have provided some insights into potential mechanisms, we acknowledge that neither of the mouse models fully replicates the histopathological features of human MASH^11^. Our clinical results are based on samples derived from participants in a phase 2b trial. It is not possible, at this time, to validate our findings in the phase 3 ESSENCE trial population given the ongoing nature of the trial and the availability of only interim data on histological endpoints. However, evaluating a correlation of proteomic signature to clinical endpoints may be feasible once the ESSENCE trial is complete. Although we report changes in abundance of proteins significantly associated with semaglutide-induced MASH resolution, the aptamer-based proteomics assay is semiquantitative, and so absolute concentrations of proteins are not evaluated. Despite applying a widely accepted statistical approach to evaluate the effect of body weight on treatment response, the analysis reports semaglutide-induced weight loss only (that is, weight loss is a proxy for the changes in body composition that are causally linked to treatment response). It remains to be seen whether findings can be transferred to other interventions that result in a similar reduction of body weight through a different change in body composition. However, with the effect of semaglutide-induced weight loss on histological outcome (that is, the indirect/mediated effects) being lower than the effect of randomizing participants to semaglutide or placebo on the histology outcomes (that is, the total effects), we think that this provides a rationale for the existence of additional factors beyond weight loss, but further investigations are required to test this hypothesis. Although every participant received nutritional and physical activity counseling, we did not collect information on dietary factors or physical activity. Lastly, improved diet and exercise might have improved histology without weight change.

In summary, our data suggest that semaglutide may achieve resolution of MASH predominantly via weight loss but also through modulation of metabolic and inflammatory pathways that exert indirect effects on hepatic tissue, which include mechanisms of fibrogenesis, with some of the explored protein aptamers implicated in cardiovascular disease and cancer risk. The ability of semaglutide to modulate or reverse multiple pathogenic pathways in complex disease may be one of its defining characteristic features.

## Methods

### Phase 2b clinical trial

The data and analyses derive from a 72-week, multicenter, randomized, parallel-group trial of semaglutide versus placebo, the results of which were published in detail previously^5^. In brief, this trial involved 320 adult participants (18–75 years of age (20–75 years of age in Japan)), with or without T2D and a body mass index higher than 25 kg m^−2^ at screening with histological evidence of MASH (defined as the presence of at least grade 1 steatosis, lobular inflammation and hepatocyte ballooning with an overall non-alcoholic fatty liver disease activity score (NAS) of 4 or higher) and a fibrosis stage of F1, F2 or F3 based on the Kleiner fibrosis classification. NAS and the fibrosis stage were assessed centrally by two independent expert hepatologists who were blinded to treatment assignment, patient characteristics and each other’s assessment. In case of different opinions on any variable, diagnostic agreement was reached through a consensus call.

Liver-related exclusion criteria were documented causes of chronic liver disease other than MASH, in particular hepatitis B (including positive hepatitis B surface antigen), hepatitis C (including positive HCV-RNA) and alcoholic liver disease or known or suspected abuse of alcohol (>20 g per day for women or >30 g per day for men), alcohol or narcotics dependence assessed by the Alcohol Use Disorders Identification Test (AUDIT questionnaire), liver transplantation, elevated liver tests (liver enzymes >5 times the upper normal limit, elevated total bilirubin (>1.5 mg dl^−1^) and international normalized ratio >1.3) and treatment with vitamin E or pioglitazone that has not been at a stable dose in the period for 90 days prior to screening or from historical baseline biopsy until screening, respectively. Glucose-related and obesity-related exclusion criteria included glycated hemoglobin (HbA1c) > 10% at screening, treatment with GLP-1RAs or sodium/glucose co-transporter 2 inhibitors in the period from 90 days prior to screening or from historical baseline biopsy until screening, treatment with any other glucose-lowering agent not stable in the period from 28 days prior to screening or from historical baseline liver biopsy until screening, participation in an organized weight reduction program, previous surgical treatment for obesity and any treatment with a medication that could promote weight loss.

Participants, stratified by geographic region, T2D status and fibrosis stage, were randomized to receive semaglutide at a maximum dose of 0.1 mg (*n* = 80), 0.2 mg (*n* = 78) or 0.4 mg (*n* = 82) or placebo (*n* = 80) via once-weekly subcutaneous injection for 72 weeks. Biopsy samples obtained at screening were used as baseline for histologic variables, and an additional biopsy was obtained at week 72. In addition to per-protocol laboratory analyses, human biosamples for future analysis were retained, as long as participants had signed a separate informed consent form. Stored fasting serum from participants was used to perform large-scale proteomic profiling using the SomaScan multiplex affinity assay.

This trial accorded with the ethical principles of the Declaration of Helsinki and was consistent with the International Conference on Harmonization of Good Clinical Practice and applicable regulatory requirements. The protocol was approved by the institutional review board and ethics committee at each participating trial site^5^. Participants provided written informed consent for use of biosamples for future research, and the ethics committees approved the specific use of the biosamples.

In total, 94% (*n* = 302) of participants completed the trial (that is, accomplished the final trial visit), and 89% (*n* = 285) completed treatment. In 87% (*n* = 277) of randomized participants, liver biopsy at week 72 was available to evaluate the primary endpoint of resolution of MASH and the confirmatory secondary endpoint of improvement of at least one fibrosis stage and no worsening of MASH. Outcomes were calculated with missing values imputed as non-responders.

Among participants included in this trial, 61% (*n* = 193) were women, 78% (*n* = 248) were White and 13% (*n* = 40) were Hispanic or Latino. In total, 51% (*n* = 163) of trial participants were enrolled in Europe and Australia, 36% (*n* = 116) in North America and 13% (*n* = 41) in Japan.

Baseline demographics and disease characteristics were generally similar across treatment groups. Mean participant age was 55 years; mean body weight was 98.4 kg; and mean body mass index was 35.8 kg m^−2^. One hundred sixty-five out of 320 randomized patients (52%) had a body mass index of 35 kg m^−2^ or higher.

### Mediation analysis of the contribution of weight loss to MASH improvement

To investigate whether semaglutide improved liver histology through weight loss or via mechanisms separate from weight, mediation analyses using natural effects models were performed. The analyses were based on complete-case on-treatment measurements (*N* = 249) for histological parameters that showed a statistically significant effect of semaglutide. Changes from baseline in weight at all nine scheduled visits were used as a mediator. The model was adjusted for baseline body weight, fibrosis stage, T2D status, age and gender. The analyses assessed the mediated (weight-loss-dependent) and non-mediated (after adjusting for weight change—that is, separate from weight loss) effects of treatment on liver histology. Results are presented as the mediated proportion—that is, the indirect/weight-loss-dependent effect divided by the total effect, with corresponding CIs. Covariates were imputed using single imputation based on predicted value/response from a mixed model for repeated measurements (MMRM). The mediation analysis was performed using the ‘medflex’ package in R.

### Correlation between MASH resolution and improvement in features of the metabolic syndrome

Changes in features of the metabolic syndrome at week 72 are presented by treatment and MASH resolution response at week 72 using descriptive statistics based on the on-treatment observation period. To investigate the efficacy of semaglutide on the metabolic and inflammatory features, post-baseline changes were analyzed using an MMRM, with baseline diabetes status, baseline fibrosis stage and diabetes-by-fibrosis interaction as factors (HbA1c, fasting plasma glucose, homeostatic model assessment of insulin resistance, adipose tissue insulin resistance and non-high-density lipoprotein cholesterol could not be included in the diabetes-by-fibrosis interaction as factors) and baseline body weight and baseline value of the feature as covariates, all nested within visit. All scheduled post-baseline assessments during the on-treatment period were used in the model.

### SomaScan proteomic profiling and SomaSignal NASH tests in participants with biopsy-confirmed MASH

Serum samples for future use were obtained at four timepoints in the phase 2 trial: at baseline and after 28, 52 and 72 weeks of treatment. For some participants, samples were not shipped to SomaLogic for analysis due to lack of consent or availability of samples in the storage facility upon the cutoff date for the use of samples. After preprocessing and quality control of the SomaLogic data, a total of 10 serum samples failed. Thus, 1,088 serum samples were included in the SomaLogic analyses, representing 293 of the enrolled 320 participants.

#### SomaScan assay

The SomaScan protein array v.4 profiled 4,979 different proteins. Standard preprocessing of the SomaScan array data was performed in accordance with guidance from SomaLogic. The relative fluorescence units (RFU) from each sample were normalized based on (1) hybridization controls on each microarray to correct for systematic variability in hybridization and (2) median signal based on all features for each dilution to correct for variability across plates according to the SomaScan Data Standardization guidelines (SomaScan Data Standardization and File Specification Technical Note (SSM-020)). All RFUs were natural logarithm transformed for uniformity.

#### SomaSignal NASH tests

The protein expression levels measured using the SomaScan protein array were used for the multi-protein SomaSignal NASH tests. The SomaSignal NASH tests provide categorizations of participants for each of the four MASH components: steatosis, hepatocyte ballooning, lobular inflammation and fibrosis. An overview of the individual proteins from the SomaScan protein array that are included in each of the four SomaSignal NASH tests is presented in Supplementary Table 1. SomaSignal NASH tests used predicted probabilities (continuous score from 0 to 1), with the higher the predicted probability, the higher the likelihood of elevated NAS component and fibrosis stage. Predicted probability was used to categorize the test as positive or negative based on a decision threshold of 0.5 (validated for identification of stage: steatosis ≥1, inflammation ≥2, ballooning ≥1 and fibrosis ≥2). In a subgroup analysis, changes in predicted probabilities were analyzed by an MMRM based on on-treatment data. The proportion of patients with improvement was defined as negative SomaSignal NASH test (predicted probability <0.5 on a 0–1 scale) at week 72.

#### Individual SomaScan markers changing with semaglutide treatment

An MMRM was used with treatment, baseline diabetes status, baseline fibrosis stage and diabetes-by-fibrosis interaction as factors and baseline body weight and baseline value of the biomarker as covariates, all nested within visit. Statistical significance was based on a Bonferroni-adjusted alpha level of 0.1 for the treatment ratio at week 72 of semaglutide 0.4 mg once daily/placebo.

#### Semaglutide proteomic signature

A protein signature was developed for the semaglutide treatment effect (0.4 mg versus placebo; response variable in model). Data mining using the (repeated) LASSO procedure was done using all biomarkers as input. For each marker, change from baseline at week 72 was used (predictor variables). The average area under the concentration time curve for classifying semaglutide 0.4 mg versus placebo from internal cross-validation was 0.92.

#### Effect of semaglutide on Hallmark gene sets

A gene set enrichment analysis was performed. As input, model estimates were used for the treatment ratio at week 72, semaglutide 0.4 mg/placebo, for all 4,979 protein biomarkers.

#### Biomarkers mediating the semaglutide effect on MASH resolution

To identify protein biomarkers that statistically mediate the effect of semaglutide on MASH resolution, two models were fitted for all 4,979 proteins. First, we used a linear regression model of semaglutide treatment versus protein change at week 72. Second, we used a logistic regression model of protein change versus MASH resolution, both at week 72. The same covariates were included as in the MMRM. *P* values from both models were combined, following the classical framework for causal mediation, to compute a false discovery rate (FDR)-adjusted mediation *P* value following the procedure by Dai et al.^37^.

#### Protein mediators of the semaglutide effect on MASH resolution separate of weight loss

We used two procedures to identify whether the protein mediators for the effect of semaglutide on MASH resolution are separate from change in body weight. First, a linear regression was fitted for the association of protein change versus change in body weight, both at week 72. The same covariates were included as in the MMRM. We used a *P* > 0.05 threshold to indicate independence. Second, we repeated the above procedure using two models that included baseline body weight and weight change at week 72 as covariates in the model. Markers that had *P* < 0.05 for both models were considered to mediate separate from body weight.

### Change in proteomic mediators in participants with biopsy-confirmed MASH in the independent cohort

The independent CoCoMASLD cohort comprised patients with MASLD referred to a single gastroenterology department in Denmark. The patient subset included the initially recruited patients who underwent a biopsy and were included in proteomic analyses as well as healthy controls. Patients were diagnosed as having MASH based on histopathological evaluation. The pathologists provided NASH Clinical Research Network scores for steatosis and fibrosis but only yes/no for lobular inflammation and ballooning. Hence, the patients could not be assigned a NAS. Patients were diagnosed with MASH when all three features (steatosis, lobular inflammation and ballooning) were observed in the liver biopsy

The SomaScan v.4.1 (7k) platform was used to generate SomaLogic data from serum samples. RFU computed by adaptive normalization by maximum likelihood were provided by the vendor. Samples that did not pass vendor quality control thresholds were removed. Likewise, aptamers classified as non-human or non-proteins or with median RFU below the lower limit of detection were excluded from the analysis. Differential gene expression analysis was performed using the limma v.3.52.1 R package^38^. A linear model was fit using lmFit on log_2_ RFU while adjusting for age, sex, body mass index and diabetes status. The eBayes function was used to compute moderated *t*-statistics by setting trend and robust parameters to true. CIs were computed using the limma ‘topTable’ function, setting a Bonferroni-corrected threshold of 0.05. Aptamer log_2_ fold changes and corresponding CIs were joined with the results from the mediation analysis based on SomaLogic sequence identifiers. Box plots of protein abundance across healthy and MASH samples were based on log_2_ RFU after removing effects from gender, age, diabetes and body mass index using the limma function ‘RemoveBatchEffect’.

### Semaglutide treatment in DIO-MASH and CDA-HFD mice: effects of treatment duration on liver fibrosis

The Danish Animal Experiments Inspectorate approved all experiments, which were conducted using internationally accepted principles for the use of laboratory animals (license no. 2013-15-2934-00784 and no. 2018-15-2934-00784 (Gubra) and no. 2017-15-0201-01215 (Novo Nordisk)). Each animal was identified by an implantable subcutaneous microchip (PetID Microchip; E-vet).

#### DIO-MASH studies

C57BL/6JRj mice (5–6 weeks old) were obtained from Janvier Labs and housed in a controlled environment (12-hour light/dark cycle, 21 ± 2.0 °C, humidity 50 ± 10%). Mice had ad libitum access to tap water and Gubra Amylin NASH diet (4.49 kcal g^−1^, 40 kcal % fat; of these, 46% saturated fatty acids by weight, 22% fructose, 10% sucrose, 2% cholesterol; Research Diets, D09100310) for 34 weeks for the efficacy trial. In both DIO-MASH studies, a group was maintained on regular mouse chow (2.85 kcal g^−1^; Brogaarden, Altromin 1324) for comparison. A liver biopsy was taken from the mice 4 weeks before treatment start, as described in detail previously^39–41^. In brief, for pretreatment liver biopsy, mice were anesthetized with isoflurane; a small abdominal incision in the midline was made; and the left lateral lobe of the liver was exposed. A cone-shaped wedge of liver tissue (50–100 mg) was excised from the distal part of the lobe. The cut surface of the liver was closed by electrosurgical bipolar coagulation using an electrosurgical unit (ERBE VIO 100C; ERBE). The liver was returned to the abdominal cavity; the abdominal wall was sutured; and the skin was stapled. Intraperitoneal carprofen (5 mg kg^−1^) was administered at the time of surgery and at postoperative days 1 and 2. After the procedure, animals were single-housed and allowed to recover for 4 weeks prior to treatment start. Only mice with steatosis score 3 or mice with fibrosis score >1 and steatosis score >2 were included in the efficacy trial, as outlined by Kleiner et al.^39^. Included animals were then randomized into treatment groups based on mean baseline PSR area% 1 week before dose start.

#### CDA-HFD diet study

Male C57BL/6JRj mice (7–8 weeks old) were obtained from Taconic and housed in a controlled environment (12-hour light/dark cycle, lights on at 6:00, 21 ± 1.0 °C, humidity 45–65%). Mice had ad libitum access to tap water and either chow or a high-caloric CDA-HFD diet (kcal %: fat 60%, carbohydrates 20%; 5.2 kcal g^−1^; Research Diets, A06071302) for 6 weeks prior to treatment start.

### Semaglutide treatment in DIO-MASH and CDA-HFD mice

#### Formulations

Semaglutide and vehicle were prepared at Novo Nordisk in Måløv, Denmark. Vehicle was PBS containing 0.007% polysorbate 20, 50 mM phosphate and 70 mM sodium chloride, at pH 7.4.

##### DIO-MASH study

In the efficacy study, animals were administered vehicle or semaglutide 123 µg kg^−1^ (*n* = 16) daily for 8, 16 or 24 weeks. Vehicle-dosed chow-fed mice (*n* = 10) served as additional controls.

Dosing was performed subcutaneously once daily in a volume of 5 ml kg^−1^. To reduce initial gastric discomfort, the dose was increased through daily increments until reaching the target dose on treatment day 5. The 123 µg kg^−1^ once-daily dose aimed to result in weight loss similar to that from a clinical dose of 2.4 mg/weekly, with adjustments for species differences in half-life. Body weight was monitored daily during the intervention period.

##### CDA-HFD study

CDA-HFD mice were randomly allocated to groups and treated with vehicle or semaglutide 20 µg kg^−1^ (*n* = 15) for 6 weeks or 12 weeks. A group of CDA-HFD mice was euthanized at treatment start to determine baseline levels of MASH (*n* = 10, baseline group). Vehicle-dosed chow-fed mice (*n* = 5) served as additional controls. Body weight was monitored every 3 days during the intervention period.

### Sampling and histology

For histological analysis, a full-thickness slab of the left lateral lobe was fixed in 10% neutral buffered formalin and routine processed to paraffin blocks.

### Liver histology and image analysis

Paraffin-embedded liver tissue was sectioned (nominal 4-µm thickness) and mounted on SuperFrost Plus slides. Sections of liver tissue were stained with hematoxylin and eosin (H&E), PSR, anti-αSMA (Abcam, ab124964 (0.4 µg ml^−1^) and ab5694 (0.2 µg ml^−1^)) or anti-type I collagen (Southern Biotech; Col1a1, 1310-01 (4 µg ml^−1^)) using standard procedures^40^. Quantitative histomorphometry was applied using digital imaging software (Visiomorph, Visiopharm). Fractional (%) area of liver fat (macrosteatosis) was determined on H&E-stained sections. PSR, αSMA and Col1a1 immunostaining was expressed as a fraction of the total parenchymal area without steatosis by subtracting the fraction of fat area determined on adjacent H&E-stained sections.

### Next-generation RNA sequencing

All groups finishing the treatment phase were included in RNA sequencing analysis. Liver samples of 20 ± 10 mg were taken from the left lateral lobe, snap frozen in liquid nitrogen and stored at −70 °C. RNA was purified using a NucleoSpin Kit (Macherey-Nagel). Purified RNA (10 ng to 1 µg) from each sample was used to generate a cDNA library using an NEBNext Ultra II Directional RNA Library Prep Kit for Illumina. The cDNA library was then sequenced on a NextSeq 500 using NextSeq 500/550 High Output Kit V2 (Illumina).

The sequencing data were aligned to the mm10 (GRCm38) transcriptome, obtained from the Ensembl database, using STAR v.2.7.3a. 

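On a principal component analysis of the 77 livers, the first component ordered the groups from chow-fed to vehicle-treated DIO-MASH mice, with semaglutide-treated mice between them. It held 28.3% of the variance, 86.9% of it between the 10 groups. Its group means were −67.5 in chow-fed mice, 36.8, 40.7 and 53.2 with vehicle at 8, 16 and 24 weeks, 3.08, 5.40 and 0.963 with semaglutide and −24.7, −26.6 and −30.5 with chow reversal. The second component held 12.6%, with 22.0% of it between groups. Within the groups, the mice with vehicle at 24 weeks spread by an SD of 6.35 on the first component, and those with semaglutide by 13.3. Chow reversal at 24 weeks had an SD of 26.1, in which 1 library at 25.5 stood apart from the others, which lay between −50.6 and −12.3. Each liver gave between 16983 and 21504 genes with a count. Mitochondrial genes took 2.41% to 7.70% of the counts and the 10 most abundant genes 15.9% to 21.4%. No pair among the 260 pairs of libraries within groups was a copy, the lowest chi-square per degree of freedom between 2 libraries being 10.8. The slope of a library's log2 CPM on transcript length, a measure that falls as long transcripts are lost, averaged 0.0922 ± 0.0801 (SD, n = 9) with vehicle and 0.0685 ± 0.0461 (SD, n = 7) with semaglutide at 8 weeks. It averaged 0.0170 ± 0.111 (SD, n = 8) and −0.0712 ± 0.165 (SD, n = 8) at 16 weeks, and 0.0149 ± 0.125 (SD, n = 7) and −0.0840 ± 0.114 (SD, n = 8) at 24 weeks. In the second-series libraries it lay between −0.295 and −0.193, against −0.268 to 0.179 in the other 74. Of 9729 genes above 5 CPM, 399 were higher and 352 lower in these 3 libraries than in each of the others, while random sets of 3 libraries gave at most 4 and 7.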

Read counts were quantified by salmon v.1.2.0; read quality of the data was evaluated using FastQC 0.11.9 and Picard; and the intergroup and intragroup variability was evaluated using principal component analysis and hierarchical clustering. Differential gene expression was assessed by the R package DESeq2.

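With semaglutide against vehicle in DIO-MASH livers, 334 genes rose and 523 fell at 8 weeks, 960 rose and 864 fell at 16 weeks, and 1604 rose and 2021 fell at 24 weeks of 14904 genes tested in edgeR. With scaling to library totals, chosen after seeing the data, the counts were 154 and 1054, 357 and 2367, and 510 and 4340, so that the balance at 16 weeks turned. A set of 157 genes rose and 269 fell at all 3 times. Genes called at 8 and at 24 weeks changed in the same direction, 283 up and 439 down and 0 opposite. Among genes called at all 3 times, the largest falls included Sprr1a, a structural protein of squamous epithelium, and Gipc2, a PDZ domain protein, and the largest rises included Cyp4a14, a fatty acid hydroxylase, and Rdh16f2, a member of the retinol dehydrogenase family. Sprr1a lies on chromosome 3 of GRCm38 from 92483952 to 92485895. It averaged 10.2 ± 2.67 CPM (SD, n = 7) with vehicle and 0.490 ± 0.671 CPM (SD, n = 8) with semaglutide at 24 weeks. Its log2 fold change was −4.24 at 8 weeks (standard error 0.54, adjusted p = 8.9e-08 from edgeR), −3.70 at 16 weeks and −4.31 at 24 weeks (standard error 0.49, adjusted p = 6.5e-10), with every treated mouse below every vehicle mouse at each time. Gipc2 changed by −2.79, −3.44 and −4.68 on the log2 scale and Sdcbp2, a syntenin, by −4.05, −3.72 and −3.86. Cyp21a1, the steroid 21-hydroxylase, changed by −3.88, −2.16 and −3.47, Cbr3, a carbonyl reductase, by −1.94, −2.73 and −4.54, and Elovl7, a fatty acid elongase, by −1.90, −3.13 and −4.48. Rdh16f2 lies on chromosome 10 from 127866474 to 127877317. It averaged 38.8 ± 15.6 CPM (SD, n = 7) with vehicle and 125 ± 28.5 CPM (SD, n = 8) with semaglutide at 24 weeks, and 134 ± 27.9 CPM (SD, n = 7) in chow-fed mice. The log2 fold change with semaglutide was 1.38, 1.47 and 1.68 at 8, 16 and 24 weeks (adjusted p = 1.3e-08 from edgeR at 24 weeks, all 8 treated mice above every vehicle mouse). Cyp4a14 rose by 1.78, 1.69 and 2.08, Cyp2c54, another cytochrome P450, by 1.48, 1.71 and 2.00, and Sult2a8, a sulfotransferase, by 1.55, 1.75 and 2.46. These 3 genes and Rdh16f2 belong to families whose members can share reads, so the member is uncertain. Adgrf1, an adhesion receptor, rose by 2.22, 1.93 and 1.70, Cnmd by 1.52, 2.06 and 1.96 and Dio3os, a non-coding transcript, by 1.76, 1.78 and 2.20. At an unadjusted p under 0.05 there were 2975, 4116 and 5443 genes at 8, 16 and 24 weeks. The effect itself differed between 24 and 8 weeks for 9 genes in edgeR, all of them lower (681 at an unadjusted p under 0.05), for 16 in DESeq2 (3 higher and 13 lower), for 4 with only the compared groups in the fit and for 3 to 12 in the other settings run. Across genes, which are not independent replicates, the log2 fold changes at 8 and 24 weeks correlated with r = 0.599. With only the compared groups in each fit the counts were 2115 at 8 weeks, 533 at 16 weeks and 2484 at 24 weeks, so the order of 8 and 16 weeks turned. It also turned without the second-series libraries (1135 and 742) and with a block on sets of library numbers (739 and 713), the latter chosen after seeing the data. At 8 weeks the count was 558 with no filter on low counts and 1460 with the slope on transcript length as a covariate, chosen after seeing the data, while 8 of 100 splits of the 16-week libraries into groups of the same sizes, the real one included, gave 1824 genes or more.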

### GLP-1 receptor expression in mouse and human liver

#### Human liver biopsies

Twenty-six human diagnostic, formalin-fixed, paraffin-embedded histological liver needle biopsies were retrieved from the archives at Aalborg Hospital in Denmark. The study was conducted in accordance with the ethical standards of the 1964 Declaration of Helsinki and its later amendments. It was checked that the participants had not stated in the Tissue Application Register (Vævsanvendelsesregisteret) at the Danish Data Protection Agency that biobanked material must not be used for research. The biopsies were fully anonymized, and it was not possible to identify the donors of the biobanked material.

GLP-1 receptor expression was assessed in human liver biopsies as described previously^42,43^ with some modifications. In short, the sections were microwave-treated in TEG buffer (pH 9.0) (Ampliqon) for 15 minutes and allowed to cool for 15 minutes. Slides were rinsed in tap water and treated with 1% H_2_O_2_ in Tris-buffered saline for 15 minutes and rinsed in Tris-buffered saline followed by avidin/biotin blocking. The sections were pre-incubated with 0.5% TNB blocking buffer (PerkinElmer) for 2 hours and incubated with the validated GLP-1 receptor monoclonal antibody (Mab 3F52) at 5 µg ml^−1^ (ref. ^43^) overnight at 4 °C in 0.5% TNB blocking buffer. The next day, sections were incubated with VECTASTAIN ABC (Vector Laboratories) and developed with DAB+ (Enzo Life Sciences). Slides were washed with Tris-buffered saline with 0.05% Tween between incubations.

In situ hybridization was performed on the human liver biopsies on a Ventana Discovery Ultra automation system (Ventana Medical Systems) using an RNAscope VS Universal HRP/AP Kit (Advanced Cell Diagnostics) and the specific GLP1R probe, RNAscope 2.5 VS Probe-Hs-GLP1R (Advanced Cell Diagnostics, cat. no. 519829). Positive (peptidylprolyl isomerase B, NM_011149.2) and negative (Bacillus Subtillis, dihydropicolinate reductase, EF191515) in situ hybridization control probes were employed for assay validation in all analyses.

#### Mouse liver

In mice, GLP-1 receptor expression was assessed using immunohistochemistry in three liver lobes from each of one chow/vehicle dosed and four DIO-NASH vehicle or CDA-HFD vehicle mice. The tissues were analyzed on the Ventana Discovery Ultra automation system (Ventana Medical Systems) for GLP-1 receptor expression using rabbit-anti-mGLP1R (Abcam, ab218532, lot: GR3231665-2) at a concentration of 2.7 µg ml^−1^. In brief, 5-µm sections were baked at 60 °C for 32 minutes and then deparaffinized at 72 °C for 24 minutes. Pretreatment in buffer CC1 was at 95 °C for 16 minutes, followed by incubation in HRP block for 12 minutes. After application of primary antibody, slides were incubated at 37 °C for 60 minutes and then detected with anti-rabbit HQ at 35 °C for 24 minutes, followed by anti-HQ HRP 35 °C for 16 minutes. Chromogen (Purple) was applied for 32 minutes, and then sections were counterstained with Hematoxylin II for 8 minutes and with bluing reagent for 4 minutes. Pancreas, duodenum, stomach and kidney were used as positive control tissues using the same automated immunohistochemistry protocol.

#### Statistics and reproducibility

The phase 2 clinical trial was powered to show a difference in proportions of 28% on primary endpoint MASH resolution and no worsening of fibrosis between once-daily semaglutide 0.4 mg (assumed 45% response) and placebo (assumed 17% response). The study was randomized (1:1:1:1: placebo; semaglutide 0.1 mg; semaglutide 0.2 mg; semaglutide 0.4 mg), and investigators and patients were blinded. For the proteomics analysis, no formal power calculation was conducted. However, all statistical proteomics analyses were rigorously adjusted for multiple testing using the FDR procedure. No data were excluded. For the mediation analysis on the histology endpoints evaluating change in body weight as mediator, data were based on complete-case on-treatment measurements to evaluate the mechanistic action of semaglutide in MASH (hence, data outside the on-treatment observation period were excluded). The estimated effects are presented along with 95% CIs (that is, not adjusted for multiplicity). The preclinical studies were powered based on power calculations on the endpoints with highest variability (alanine aminotransferase and Col1 area %) in previous studies. DIO-MASH animals with steatosis score ≥2 and a fibrosis stage of ≥1, based on liver biopsy taken 4 weeks before treatment start, were included. Animals were randomized into treatment groups on percentage fractional area of fibrosis (PSR staining) in the pretreatment biopsy. CDA-HFD animals were allocated to treatment groups without randomization. An age-matched control group on regular chow diet was included, without randomization. Data from animals that did not finish the study were excluded.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at https://doi.org/10.1038/s41591-025-03799-0.

## Supplementary information

Supplementary Table 1 SomaSignalNASH tests—proteins assessed.

Reporting Summary

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data. Note that source data for **a** cannot be shared as they comprise confidential patient-level data.

Source Data Fig. 5 Statistical source data.

Source Data Table 1 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 6 Immunohistochemistry and in situ hybridization original images—provided as a multi-page PDF.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

## Data Availability

Access request proposals can be found at https://www.novonordisk-trials.com/. Data must not be used for commercial purposes. RNA sequencing data obtained from the DIO-MASH and CDA-HFD animal studies will be publicly available in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under their respective data repository accession numbers: GSE294629 and GSE294630. Details regarding the hallmark gene set collection are provided in ref. ^12^. Data are available at https://www.gsea-msigdb.org/gsea/msigdb/. Source data are provided with this paper.

# Supplementary material for: Modulation of metabolic, inflammatory and fibrotic pathways by semaglutide in metabolic dysfunction-associated steatohepatitis
**Source:** Nat Med. 2025 Jul 21;31(9):3128–40. doi: 10.1038/s41591-025-03799-0
**Supplement:** Supplementary file 1 — SomaSignalNASH tests—proteins assessed.

# **Modulation of metabolic, inflammatory and fibrotic pathways by semaglutide in metabolic dysfunction-associated steatohepatitis**

---

In the format provided by the  
authors and unedited

**Supplementary Table 1. SomaSignal® NASH tests – proteins assessed.**

| <b>SomaSignal<br/>NASH test</b> | <b>Protein marker</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Steatosis                       | Insulin-like peptide INSL5 (INSL5)<br>Fatty acid-binding protein 12 (FABP12)<br>Atp-dependent dna helicase q1 (RECQL)<br>Beta-glucuronidase (GUSB)<br>Inhibin beta c chain (INHBC)<br>Beta-hexosaminidase subunit beta (HEXB)<br>Beta-ala-his dipeptidase (CNDP1)<br>Growth hormone variant (GH2)<br>Prostaglandin reductase 1 (PTGR1)<br>Bpi fold-containing family b member 1 (BPIFB1)<br>Glutamate receptor ionotropic delta-2 (GRID2)<br>Serine/threonine-protein kinase/endoribonuclease ire1 (ERN1)                                                                                                                                             |
| Inflammation                    | Aminoacylase-1(ACY1)<br>Dolichyl-diphospho-oligosaccharide protein glycosyltransferase subunit 1 (RPN1)<br>Uncharacterized protein c1orf198 (C1orf198)<br>Transcriptional repressor ctcf (CTCF)<br>Serum amyloid a-2 protein (SAA2)<br>Low-affinity immunoglobulin gamma fc region receptor iii-b (FCGR3B)<br>Adiponectin (ADIPOQ)<br>Thioredoxin reductase 1 (TXNRD1)<br>Maleylacetoacetate isomerase (GSTZ1)<br>Tumor-associated calcium signal transducer 2 (TACSTD2)<br>Peptide yy (PYY)<br>c-c motif chemokine 23 (CCL23)<br>Procollagen c-endopeptidase enhancer 2 (PCOLCE2)<br>Low molecular weight phosphotyrosine protein phosphatase (ACP1) |
| Ballooning                      | Ado-keto reductase family 1 member b10 (AKR1B10)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

| <b>SomaSignal<br/>NASH test</b> | <b>Protein marker</b>                                                                                                                                                                                                                                                                              |
|---------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                 | Prostaglandin reductase 1 (PTGR1)<br>Adamts-like protein 2 (ADAMTSL2)<br>Cytotoxic t-lymphocyte protein 4 (CTLA4)<br>Calponin-2 (CNN2)                                                                                                                                                             |
| Fibrosis                        | Adamts-like protein 2 (ADAMTSL2)<br>Complement component c7 (C7)<br>Neurofascin (NFASC)<br>Collectin-11 (COLEC11)<br>Vascular endothelial growth factor receptor (KDR)<br>Protein wnt-5 (WNT5A)<br>Procollagen-lysine 2-oxoglutarate 5-dioxygenase 3 (PLOD3)<br>fc receptor-like protein 3 (FCRL3) |

# Supplementary material for: Modulation of metabolic, inflammatory and fibrotic pathways by semaglutide in metabolic dysfunction-associated steatohepatitis
**Source:** Nat Med. 2025 Jul 21;31(9):3128–40. doi: 10.1038/s41591-025-03799-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Code for preprocessing SomaScan® proteomics data, performing statistical analyses and generating figures is available via Zenodo at <a href="https://doi.org/10.5281/zenodo.13356055">https://doi.org/10.5281/zenodo.13356055</a> |
| Data analysis   | Statistical mediation analysis was done using the R package: R v4.3.1 is available at <a href="https://cran.r-project.org/bin/windows/base/old/4.3.1/">https://cran.r-project.org/bin/windows/base/old/4.3.1/</a>                 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Access request proposals can be found at <https://www.novonordisk-trials.com/>. Data must not be used for commercial purposes. RNA sequencing data from the animal studies will be publicly available in the Gene Expression Omnibus (<https://www.ncbi.nlm.nih.gov/geo/>) under data repository accession numbers GSE294629

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | The proteomics analyses in this phase 2 semaglutide trial were not stratified by gender due to the limited sample size of the phase 2 study. In a previous publication (Maretty L, et al. Proteomic changes upon treatment with semaglutide in individuals with obesity. Nature Medicine 31;267–277 (2025)) in the much larger phase 3 STEP trial of semaglutide for weight management, we found no evidence that gender modified the effect of semaglutide. |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicable                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Population characteristics                                         | Among participants in the phase 2 trial, 61% (n = 193) were women, 78% (n = 248) were White, and 13% (n = 40) were Hispanic or Latino. Mean participant age was 55 years, mean body weight was 98.4 kg, and mean body mass index was 35.8 kg/m <sup>2</sup> . 165 out of 320 randomized patients (52%) had a body mass index of ≥35.                                                                                                                         |
| Recruitment                                                        | Reported in previously published phase 2b study (Newsome PN, et al. N Engl J Med 2021;384:1113-1124)                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight                                                   | The protocol was approved by the institutional review board and ethics committee at each participating trial site. The protocol was made available for the following publication; Newsome PN, et al. N Engl J Med 2021;384:1113-1124 and can be downloaded here <a href="https://www.nejm.org/doi/full/10.1056/NEJMoa2028395#ap1">https://www.nejm.org/doi/full/10.1056/NEJMoa2028395#ap1</a>                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | 320 adult participants were included in the phase 2b clinical trial. For SomaScan® proteomic profiling and SomaSignal® NASH tests, 1,088 serum samples were included representing 293 of the enrolled 320 subjects.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data exclusions | For some participants, samples were not shipped to SomaLogic® for analysis due to lack of consent or availability of samples in the storage facility upon the cut-off date for the use of samples. Following pre-processing and quality control of the SomaLogic® data, a total of 10 serum samples failed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | No explicit replication of the presented findings was performed. However, SomaScan® proteomic data were obtained from a subset of participants in the Copenhagen Cohort of MASLD (CoCoMASLD, formerly known as FLINC [Fatty Liver Disease in Nordic Countries] cohort; ClinicalTrials.gov: NCT04340817, H-17029039) whose data sets included clinical measurements and archived samples. SomaScan® data analysis of 235 participants were available: 146 with MASH and 89 healthy volunteers.                                                                                                                                                                                                                                                                                                                     |
| Randomization   | Samples were derived from a phase 2b clinical trial in which participants were randomized to receive semaglutide at doses of 0.1 mg, 0.2 mg or 0.4 mg or placebo via once-weekly subcutaneous injection for 72 weeks. Please refer to the original publication for further details on randomization (Newsome PN, et al. N Engl J Med 2021;384:1113-1124).                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | The phase 2b clinical trial was double blinded. Please refer to the original publication for further details on blinding (Newsome PN, et al. N Engl J Med 2021;384:1113-1124). In the current work, adaptive normalization by maximum likelihood was used for the SomaScan® proteomic data as recommended by SomaLogic. Relative fluorescence units (RFU) from each sample were normalized based on hybridization controls on each microarray to correct for systematic variability in hybridization, and median signal based on all features for each dilution to correct for variability across plates according to the SomaScan® Data Standardization guidelines (SomaScan® Data Standardization and File Specification Technical Note [SSM-020]). All RFUs were natural logarithm transformed for uniformity. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti- $\alpha$ SMA (#ab124964 [0.4 $\mu$ g/ml]; #ab5694 [0.2 $\mu$ g/ml], Abcam, Cambridge, UK), or anti-type I collagen (Col1a1, #1310-01[4 $\mu$ g/ml], Southern Biotech, Birmingham, AL, USA), Abcam ab218532 rabbit-anti-mGLP1R, lot: GR3231665-2 at a concentration of 2.7 $\mu$ g/ml |
| Validation      | Validation citation: Pyke, C., et al. GLP-1 receptor localization in monkey and human tissue: novel distribution revealed with extensively validated monoclonal antibody. <i>Endocrinology</i> 155, 1280–1290 (2014)                                                                       |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                 |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | CDA HFD mice were 9-10 weeks on initiation of dietary induction and 15-16 weeks old at the start of treatment. DIO-MASH animals were 5-6 weeks at the start of diet intervention and 34-35 weeks old at the start of treatment. |
| Wild animals            | No wild animals were used                                                                                                                                                                                                       |
| Reporting on sex        | The study used only male mice. We have performed similar experiments with female mice, and they reproduce the disease phenotype to a slightly milder degree and show a similar response to treatment.                           |
| Field-collected samples | No field collected samples were used                                                                                                                                                                                            |
| Ethics oversight        | Danish Animal Experiments Inspectorate                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | Phase 2b study - NCT02970942                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Study protocol              | The protocol was made available for the following publication; Newsome PN, et al. <i>N Engl J Med</i> 2021;384:1113-1124 and can be downloaded here <a href="https://www.nejm.org/doi/full/10.1056/NEJMoa2028395#ap1">https://www.nejm.org/doi/full/10.1056/NEJMoa2028395#ap1</a>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data collection             | With respect to data collection from human biosamples, the study protocol states; "The samples will be stored at a bio-repository after end of trial and until marketing authorisation approval or until the research project terminates, but no longer than 15 years from end of trial after which they will be destroyed"                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Outcomes                    | Primary endpoint: > NASH resolution without worsening of fibrosis after 72 weeks. Resolution of NASH was defined by comprehensive interpretation by two independent pathologists (central reading) blinded to treatment allocation and with complete resolution captured by terms such as "no fatty liver disease" or "simple steatosis or isolated steatosis" and defined by the NASH Clinical research network (CRN) as "no more than mild residual inflammatory cells and no ballooning". Worsening of fibrosis was defined as an increase of at least one stage of the Kleiner fibrosis classification. Supportive secondary efficacy endpoints were; 1) at least one stage of liver fibrosis improvement with no worsening of NASH after 72 weeks (worsening defined as an increase of at least one stage of either lobular inflammation or hepatocyte ballooning according to NASH CRN criteria); 2) Change from baseline to week 72 in NAFLD activity score (NAS); 3) Change from baseline to week 72 in Fibrosis-4 score, ALT, AST and GGT. |

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

# Supplementary material for: Modulation of metabolic, inflammatory and fibrotic pathways by semaglutide in metabolic dysfunction-associated steatohepatitis
**Source:** Nat Med. 2025 Jul 21;31(9):3128–40. doi: 10.1038/s41591-025-03799-0

**Extended data figure 6. Panel a source images.**

Positive control tissues from C57Bl/6 normal mouse.

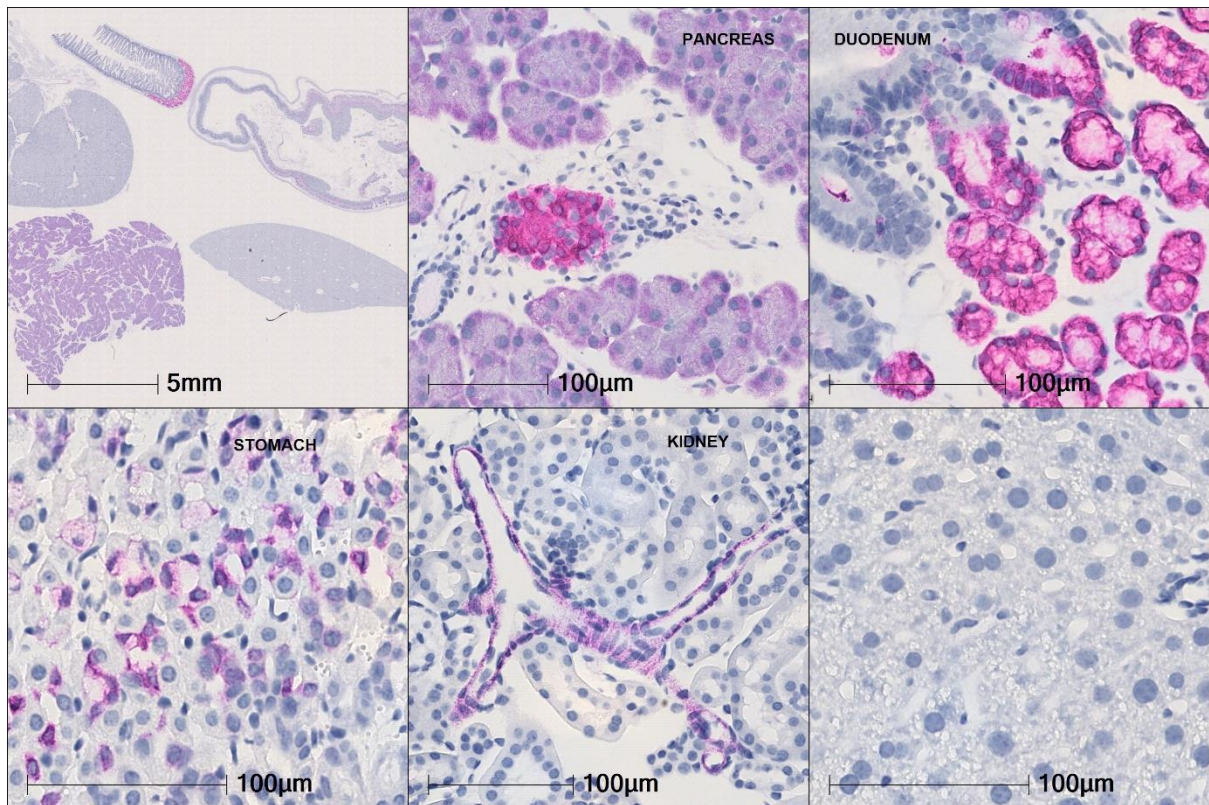

Livers from DIO-NASH and CDA-HFD mice.

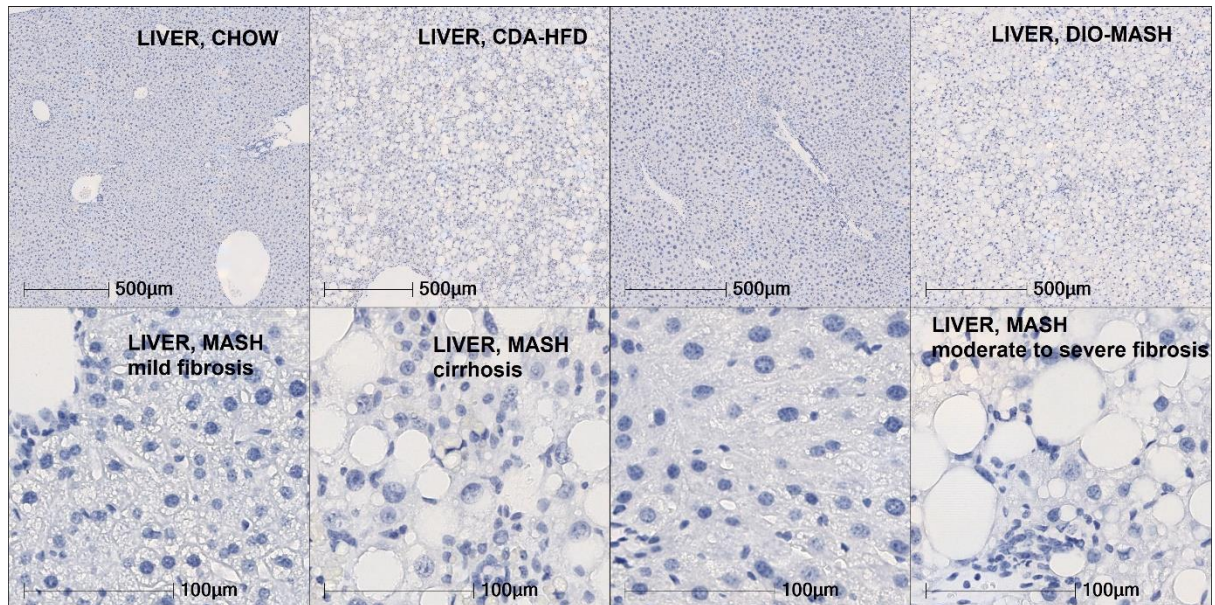

**Panel b source images. Assessment of GLP-1 receptor mRNA expression in human liver by RNAscope in situ hybridization.**

Pancreas

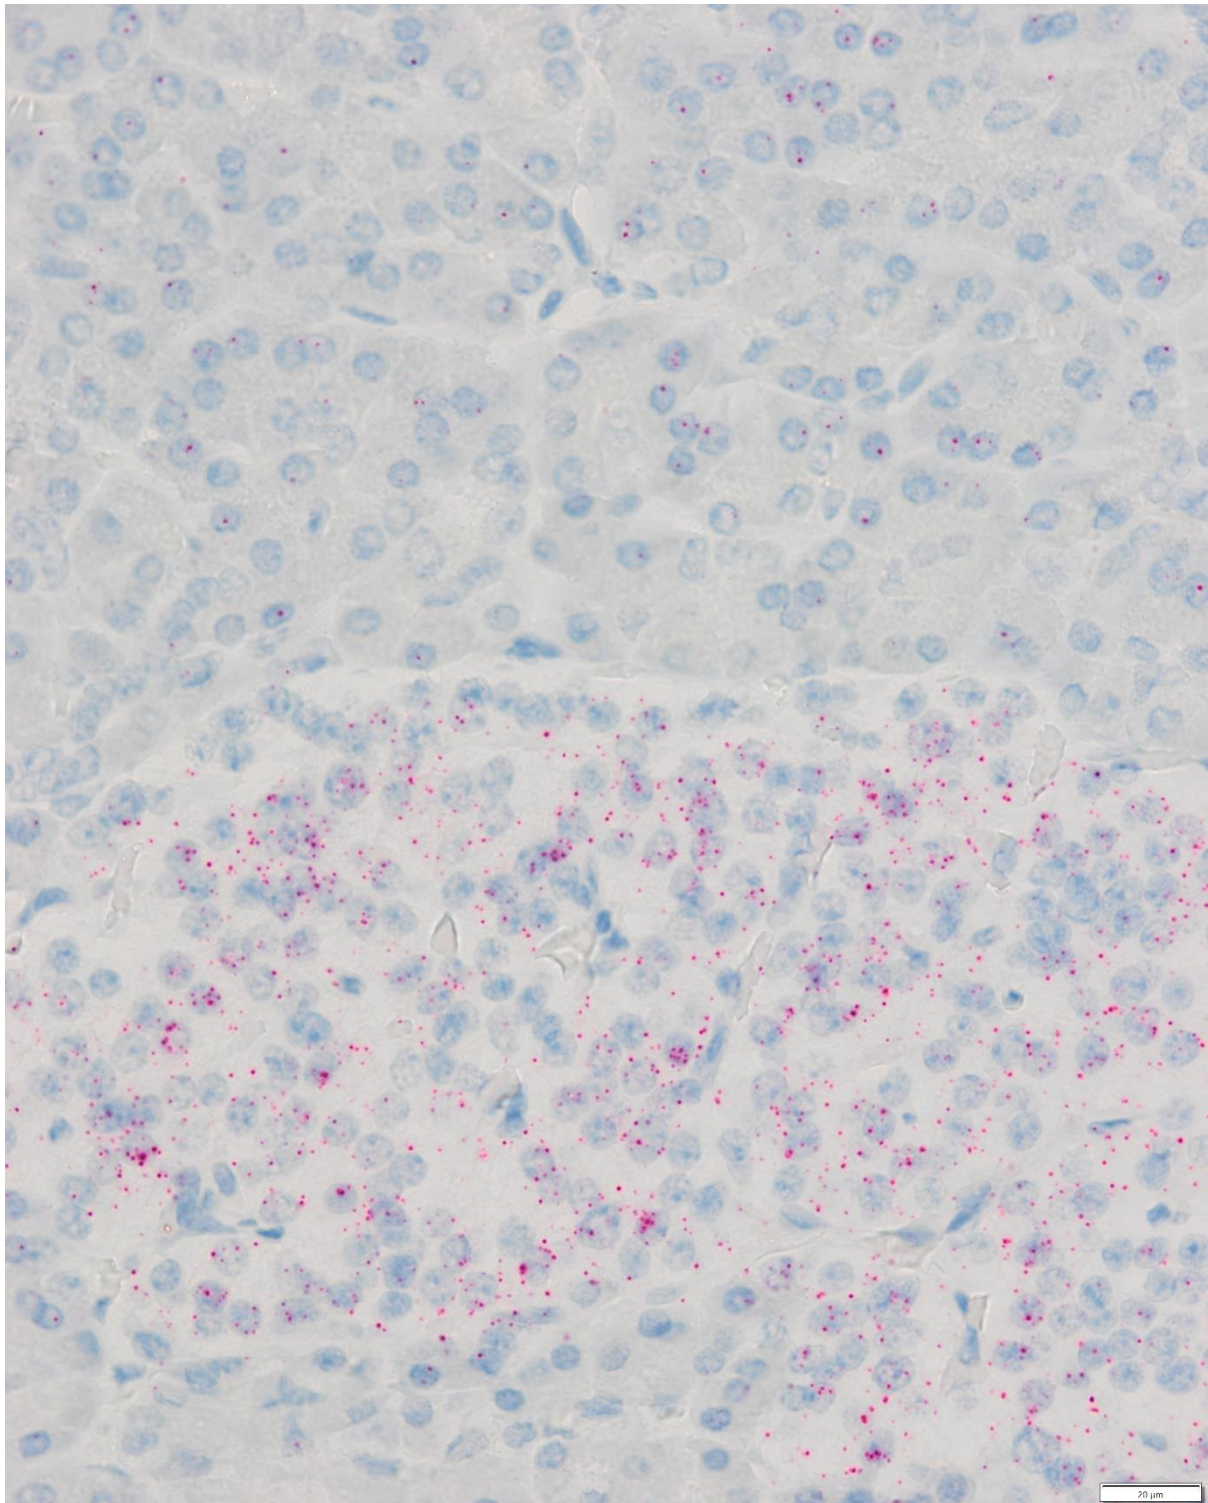

Liver, normal

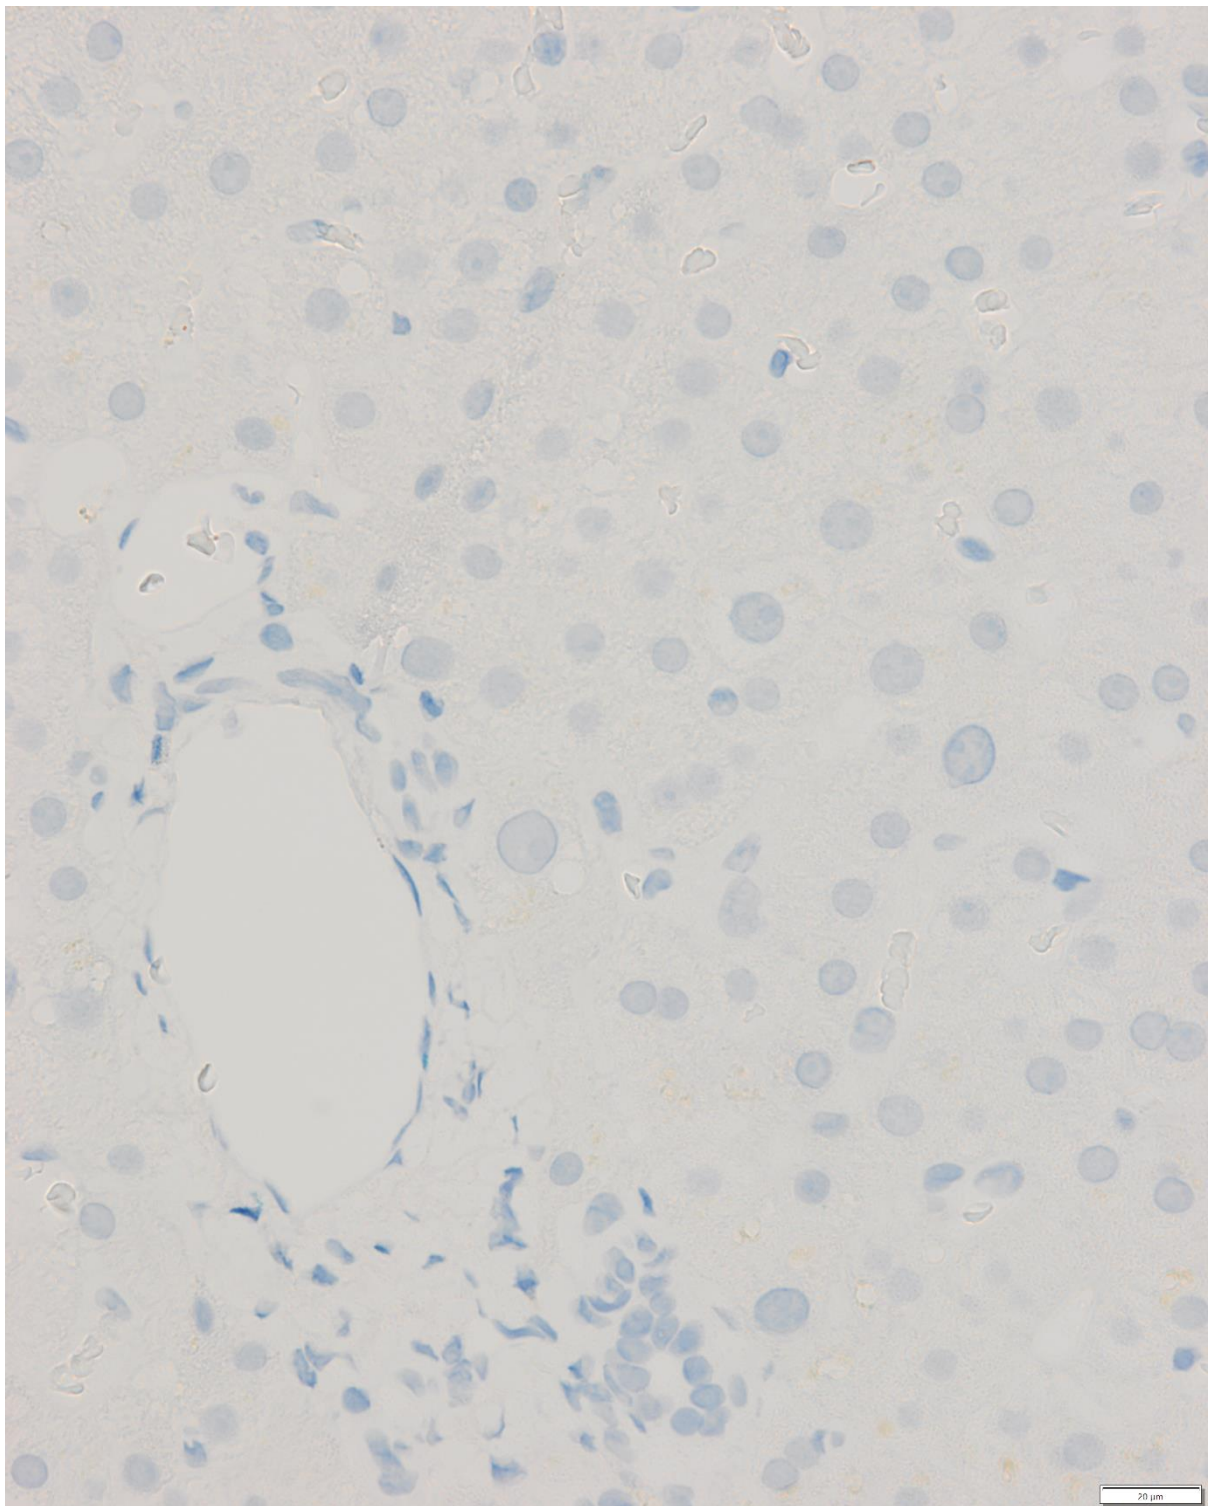

Liver. MASH, mild fibrosis

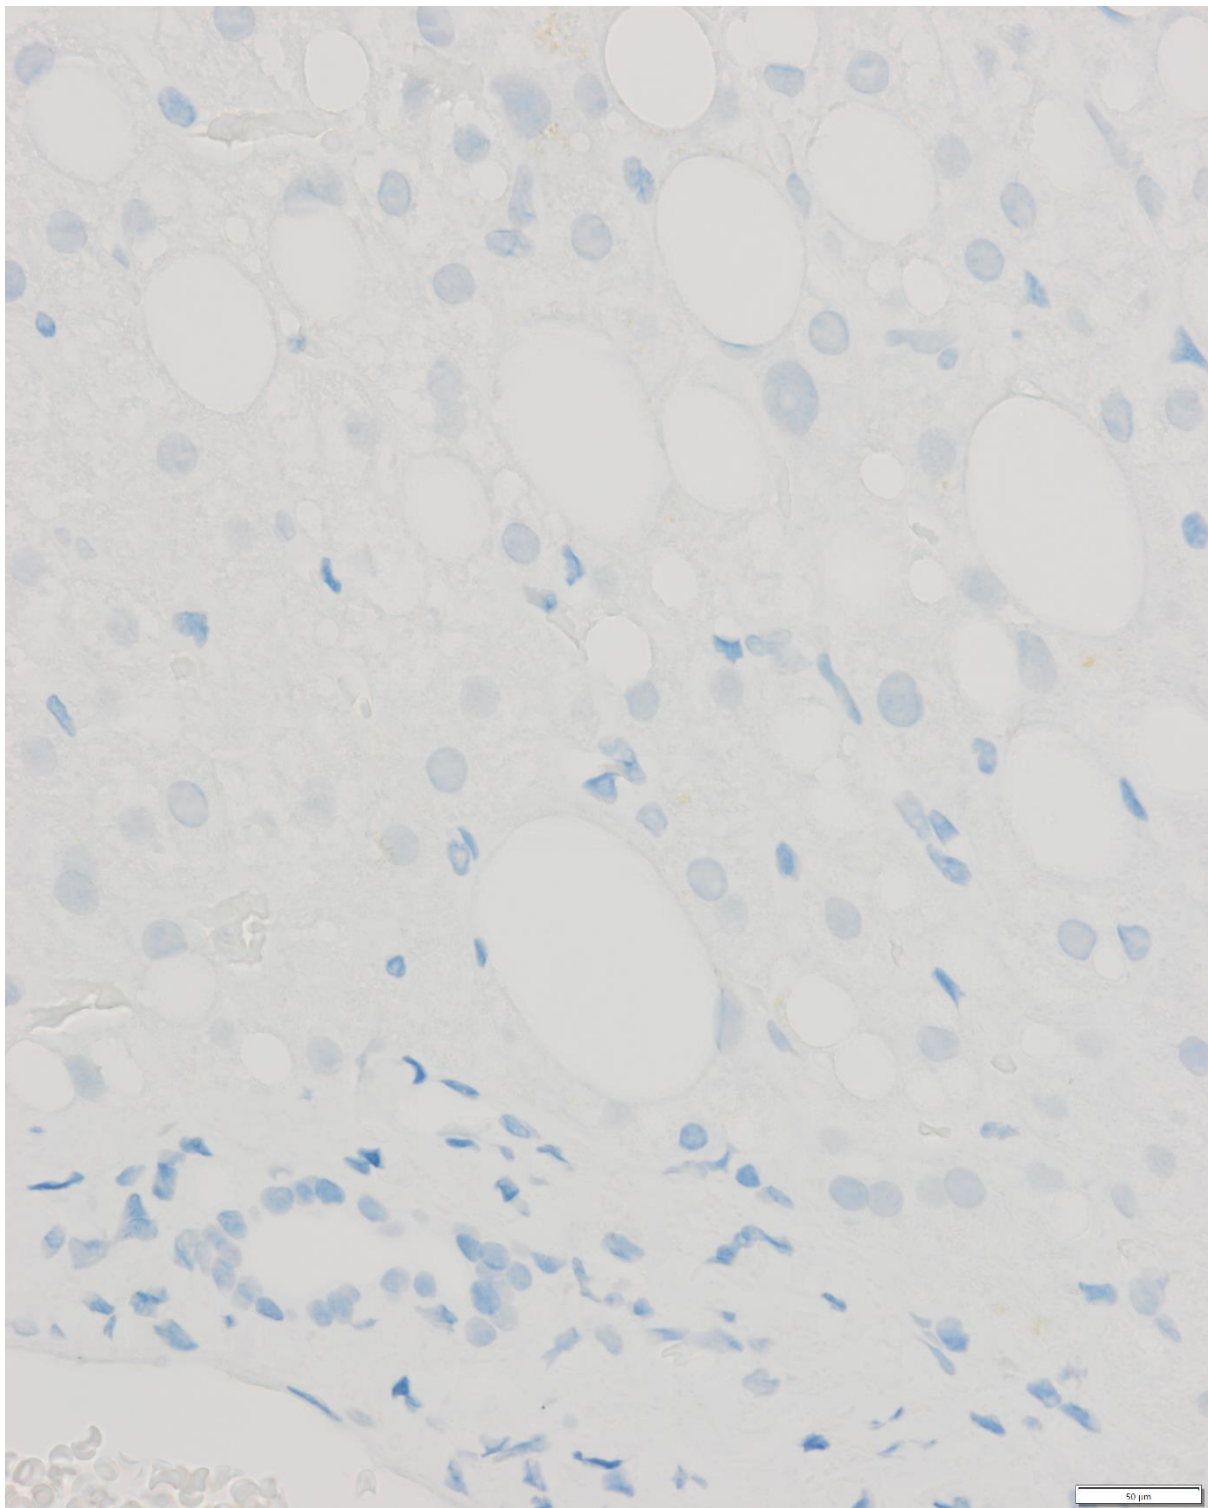

Liver. MASH, moderate to severe fibrosis

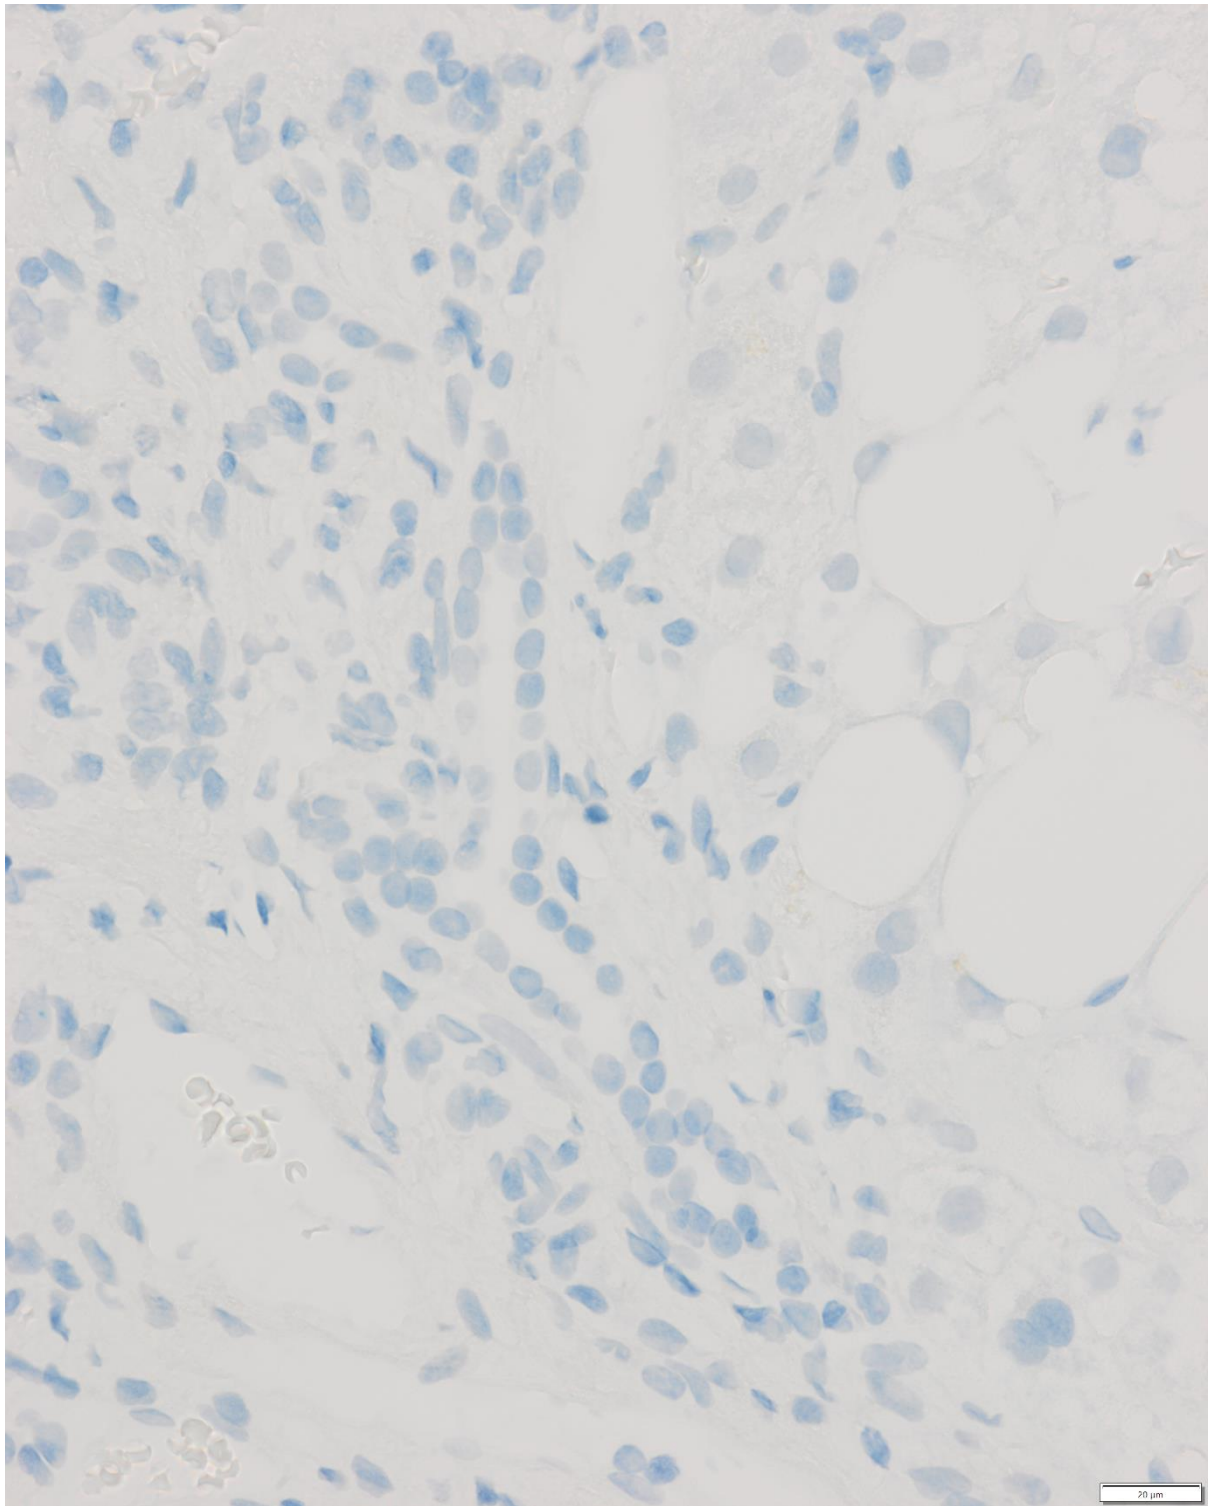

Livee, MASH, cirrhosis

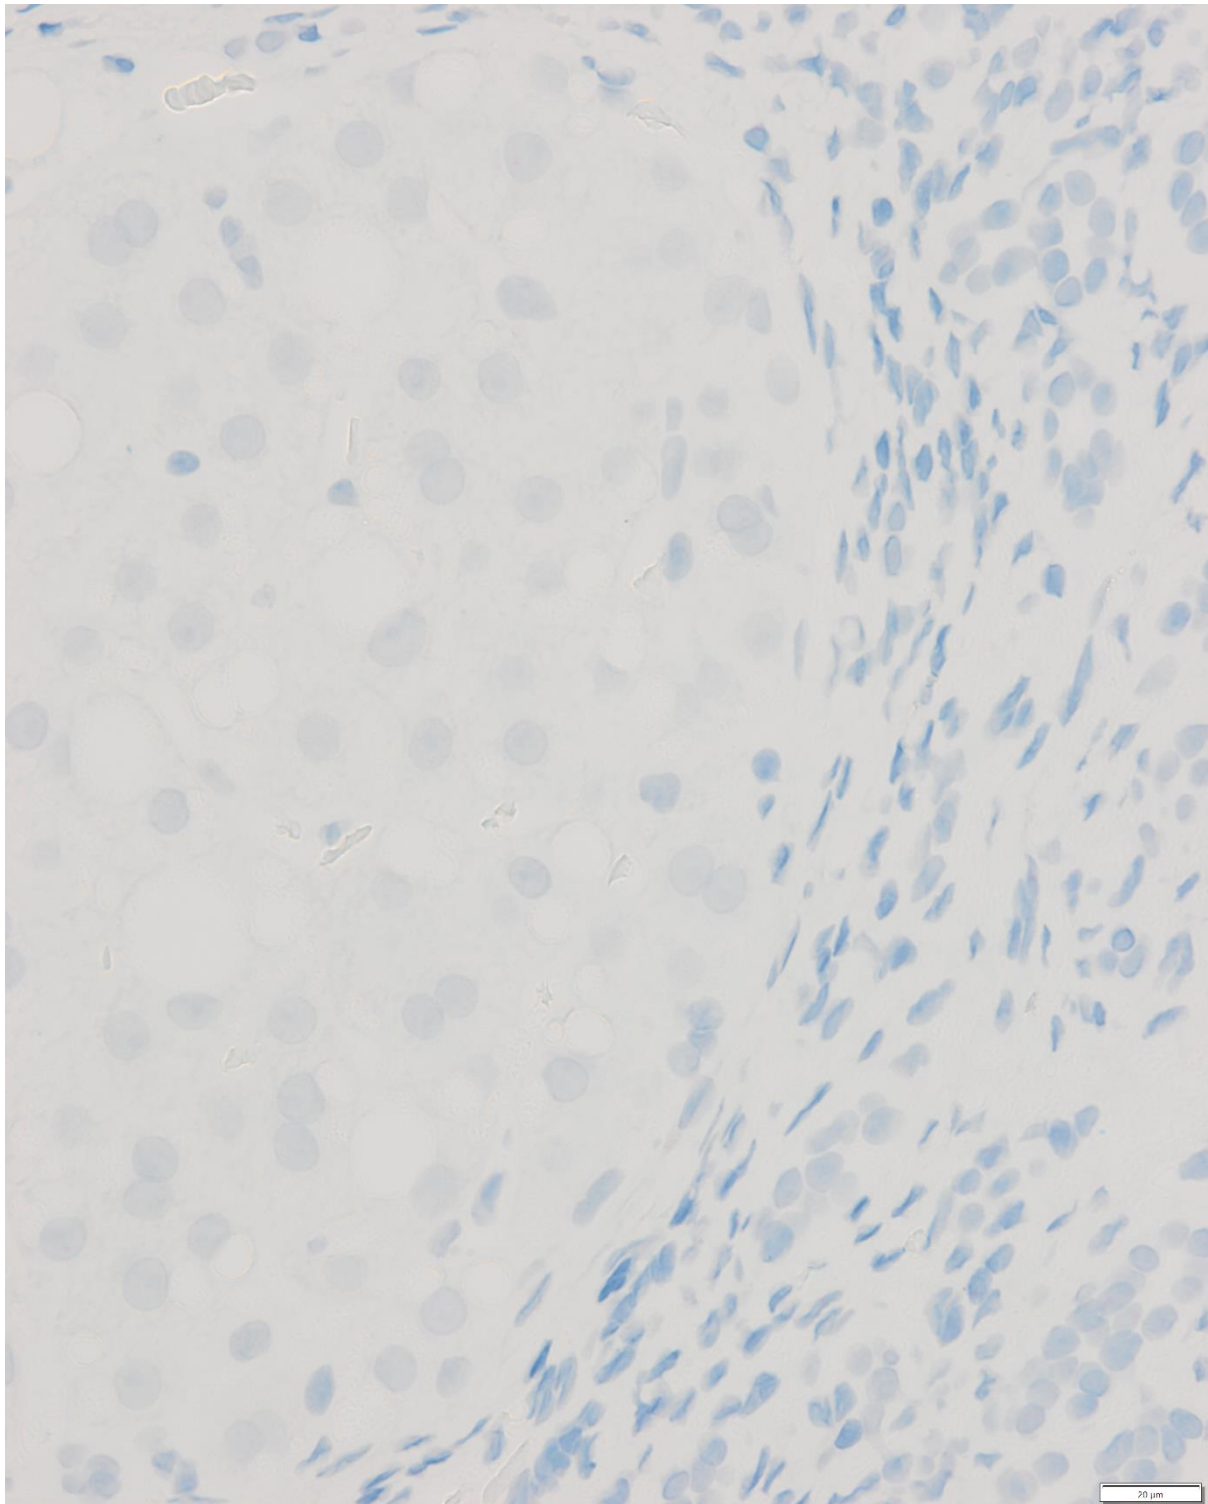

**Panel b source images. Assessment of GLP-1 receptor protein expression in human liver by immunohistochemistry.**

Pancreas

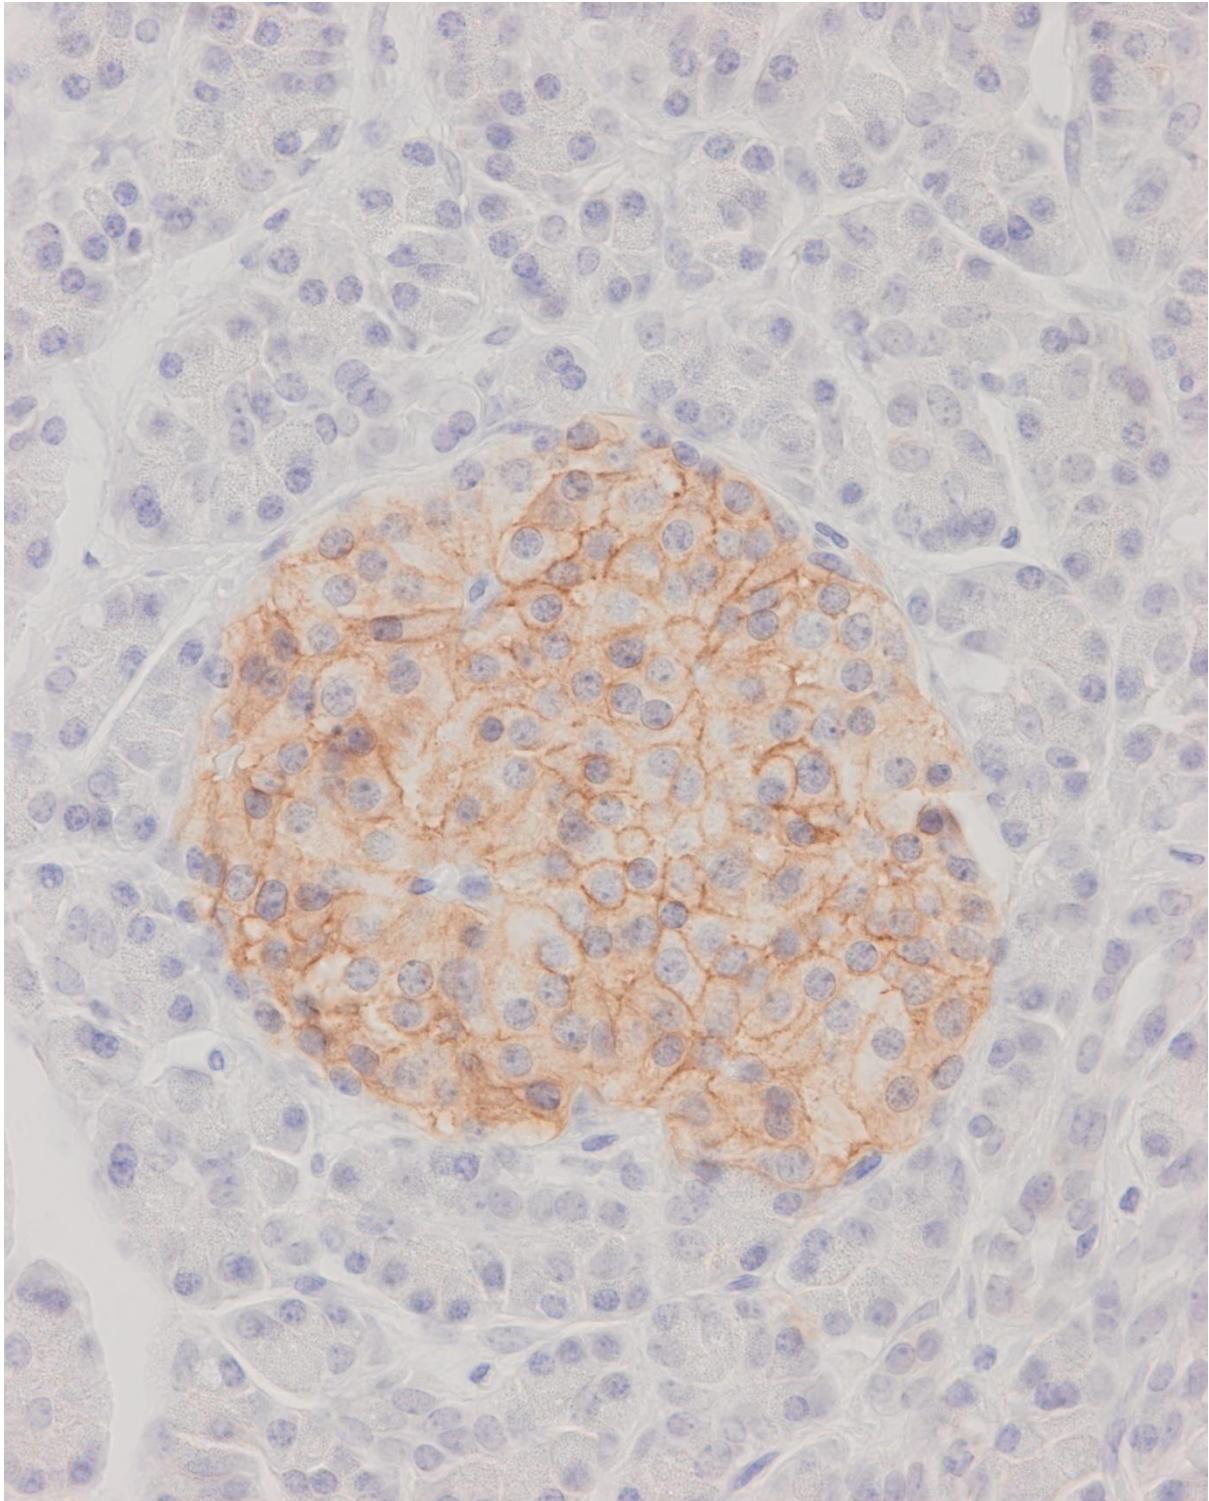

Liver, normal

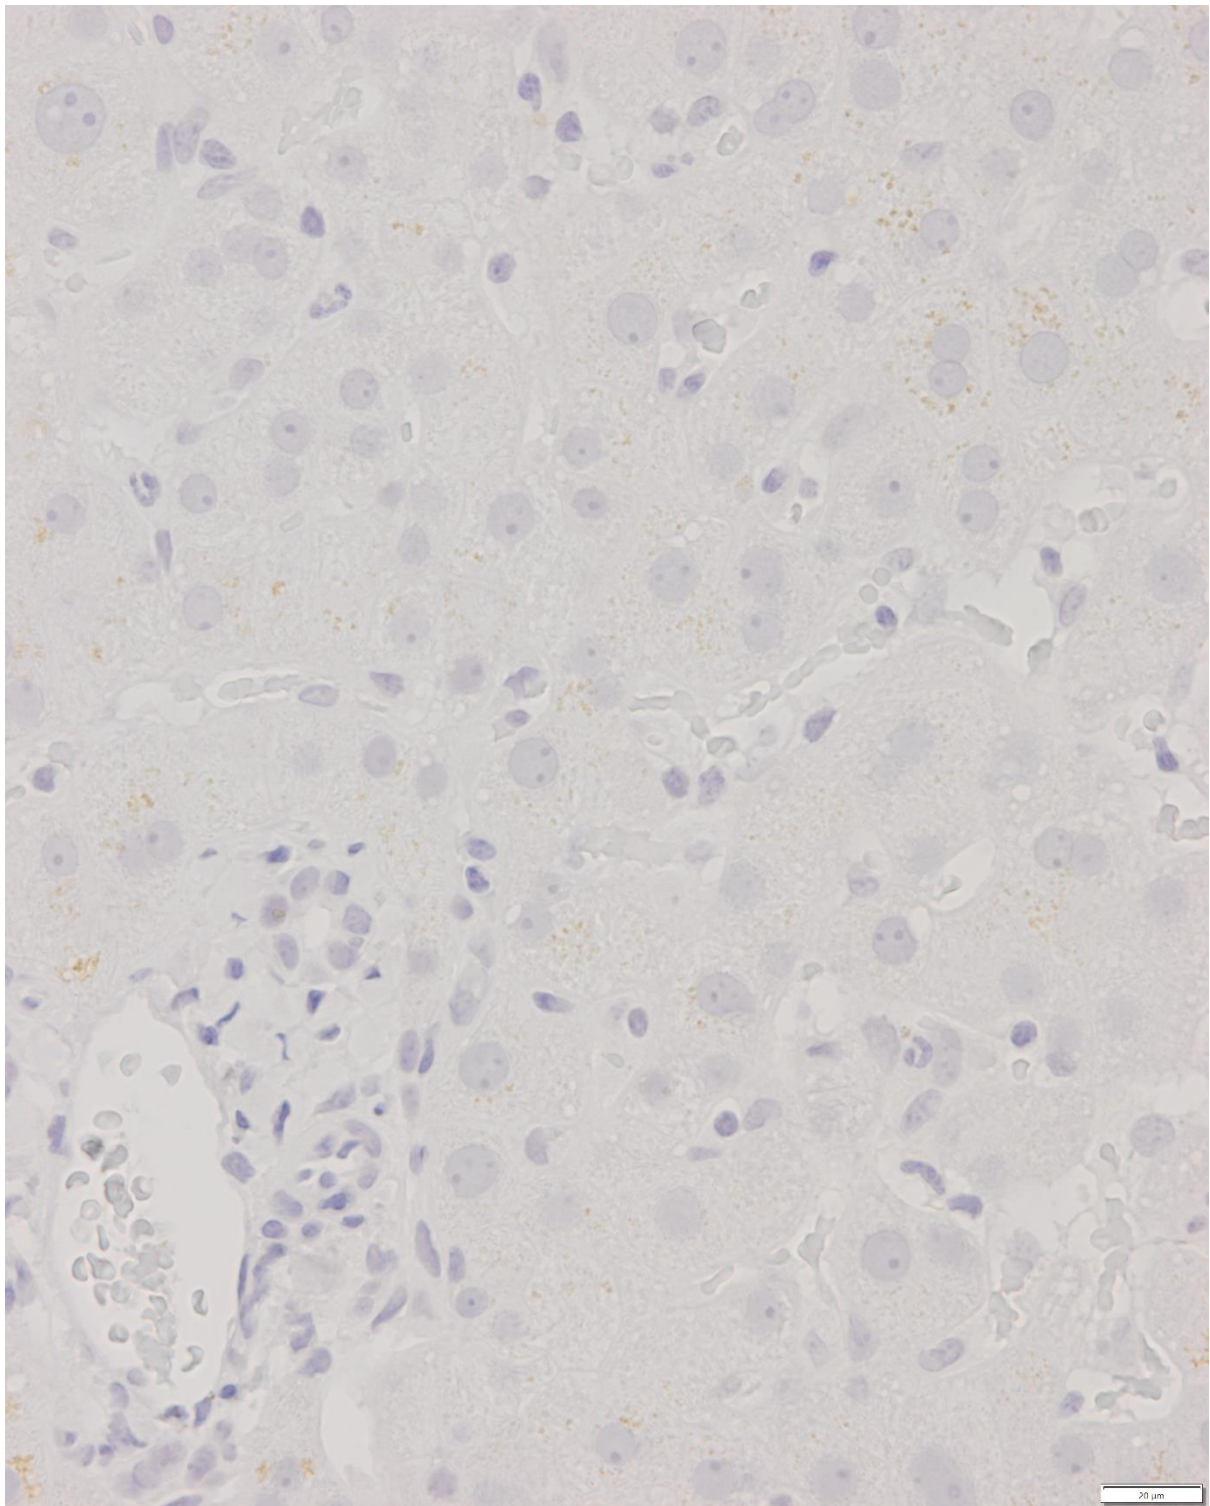

Liver, MASH, mild fibrosis

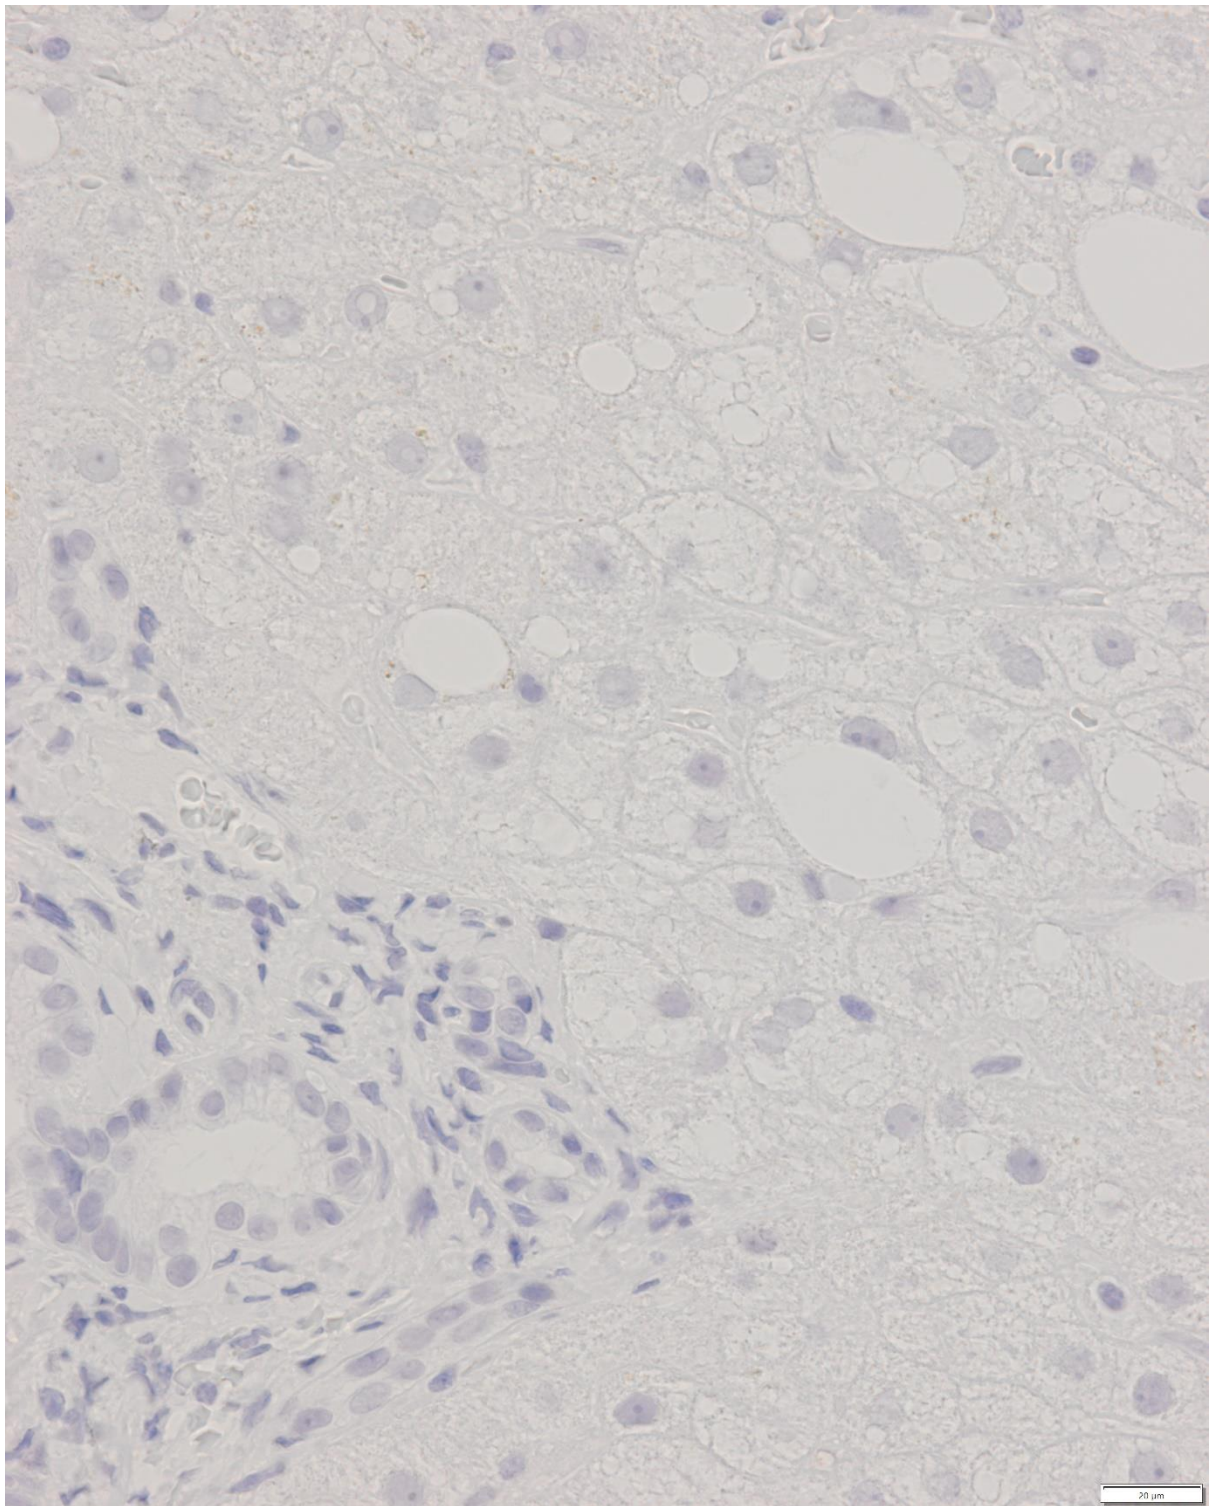

Liver. MASH, moderate to severe fibrosis

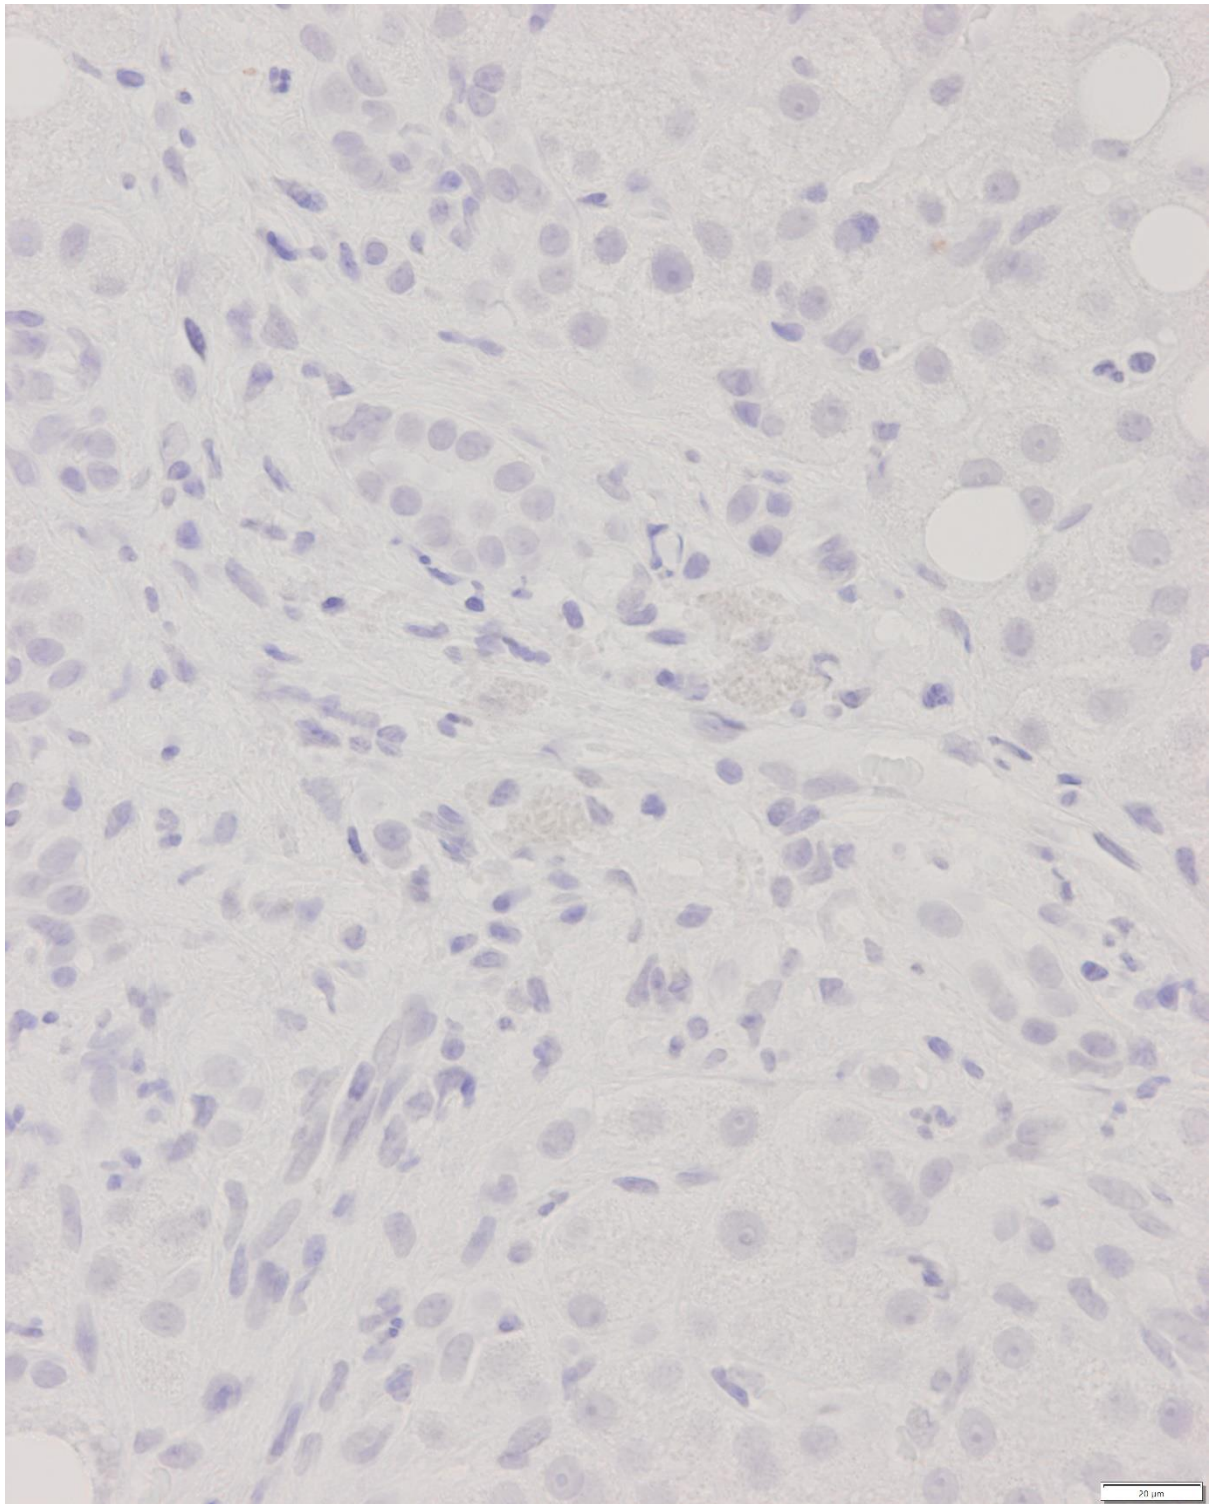

Liver, MASH, cirrhosis

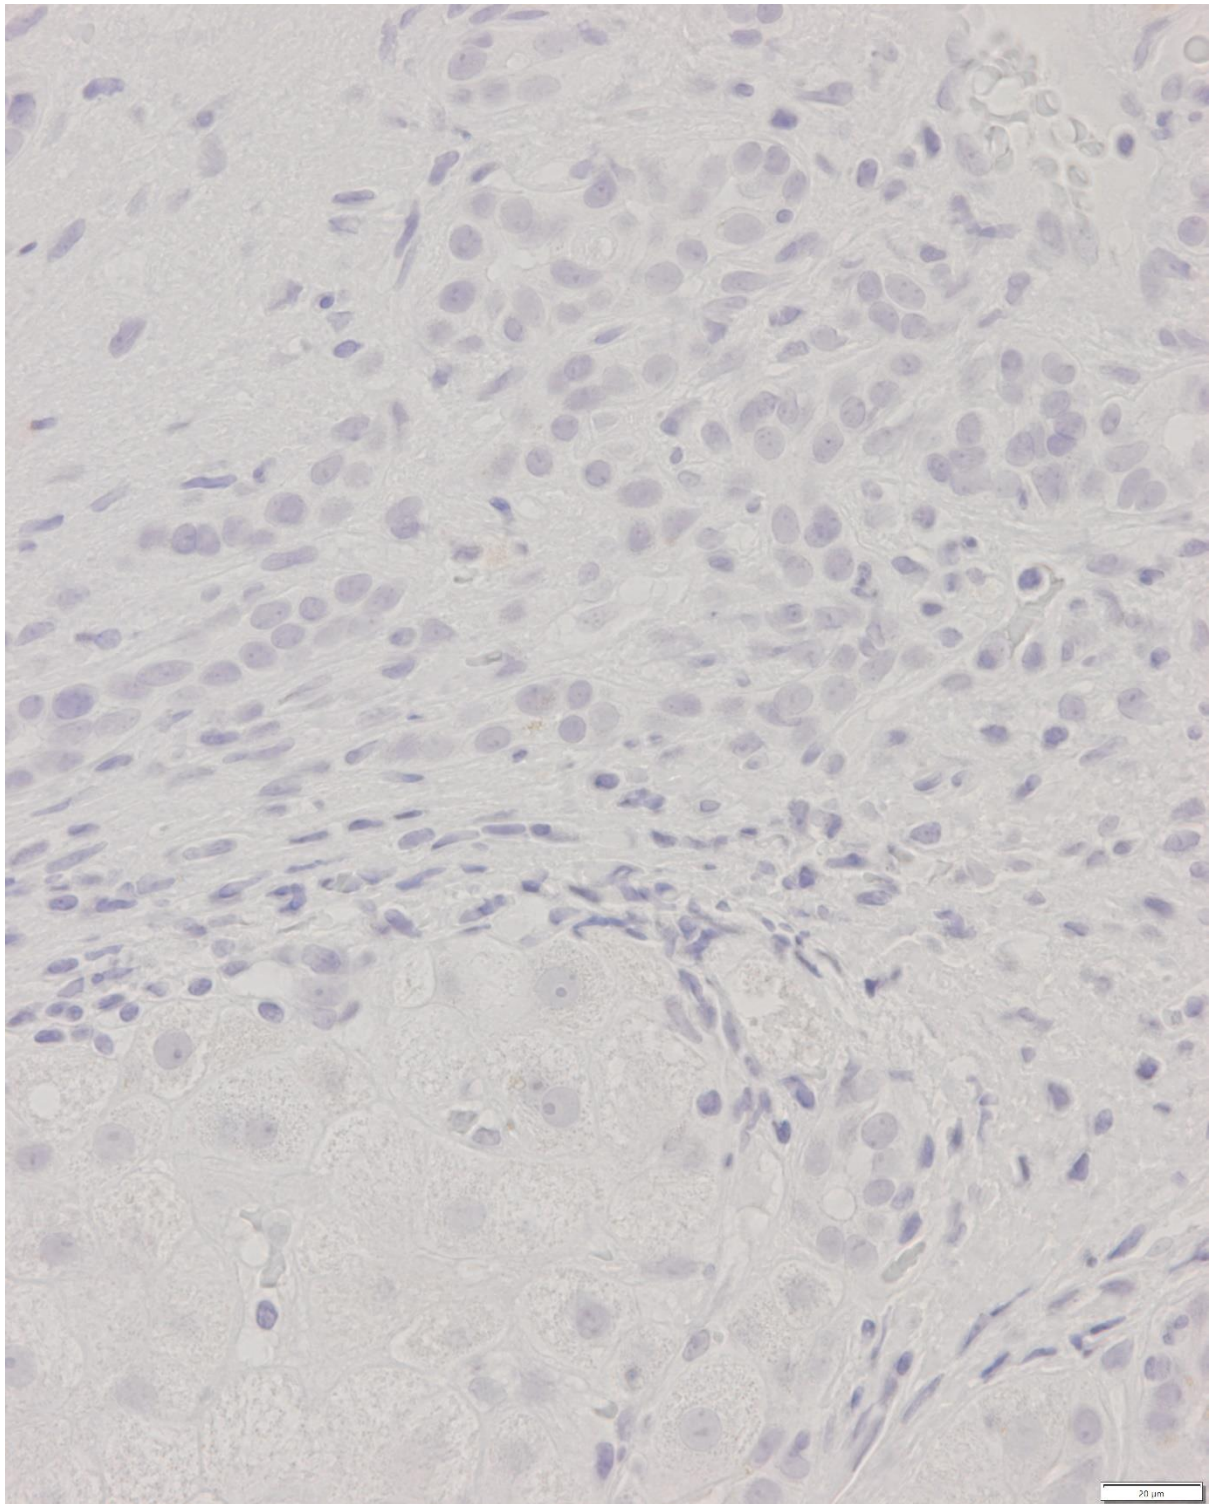

**Supplement:** Supplementary file 13 — Immunohistochemistry and in situ hybridization original images—provided as a multi-page PDF.

How the deposited data were processed for this re-analysis (not part of the article)

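Liver RNA sequencing of the DIO-MASH study was analysed: 77 libraries, each from 1 mouse, in 10 groups. The groups were chow-fed mice given vehicle for 24 weeks and DIO-MASH mice given vehicle, semaglutide at 123 µg per kg or a change back to chow (chow reversal) for 8, 16 or 24 weeks. Conditions and animal numbers were taken from the sample labels and the paper's methods, and 0 columns of the count table were left unused. The chow reversal groups are described in the design text of the deposited data, not in the paper. Their treatment was entered as vehicle. Libraries of CDA-HFD mice and the human proteomic and clinical data were not analysed here.

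The values analysed are estimated counts per gene, and the authors made them by aligning reads to GRCm38 with STAR 2.7.3a and quantifying them with Salmon 1.2.0, after quality checks with FastQC 0.11.9 and Picard. The paper names DESeq2 for its own testing without a version. Neither the annotation release nor the strand setting is stated, and the values were checked to be neither normalized nor logged. Counts were rounded to whole numbers for the tests. Gene symbols and coordinates came from an annotation of GRCm38, which named 55141 of the 55487 identifiers. The 346 without a symbol held 0.0395% of the counts and were kept in the tests. A transcript length was found for 14884 of the genes tested.

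Tests were run in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and DESeq2 1.42.0 served as the other tool. Genes passed edgeR's filter on low counts by group. TMM factors were computed on the genes kept, and 1 quasi-likelihood fit held all 10 groups, with a common dispersion of 0.0660. Each comparison was a contrast within this fit, with Benjamini-Hochberg adjustment over the 14904 genes tested and a threshold of 0.05. Comparisons were semaglutide against vehicle, chow reversal against vehicle and semaglutide against chow reversal at each time, vehicle against chow at 24 weeks, a joint test of the 3 semaglutide effects, and the semaglutide effect at 24 weeks minus that at 8 weeks. Log2 CPM for principal components and list scores used a prior count of 2. Standard errors are those of the unshrunk log2 fold change, from the F statistic. Each mouse was killed at 1 time and carries its own number, so no paired test was made.

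The pathway lists were collagens, matrix remodelling, stellate cell activation, inflammation signalling, monocyte recruitment, inflammasome, lipid-associated macrophages, Kupffer cells, lipogenesis, lipid droplet proteins, cholesterol synthesis and uptake, fatty acid oxidation, bile acid synthesis and transport, insulin signalling and gluconeogenesis, acute phase response, proliferation, xenobiotic metabolism, and mouse orthologs of proteins the paper names. The marker lists covered hepatocytes, cholangiocytes, sinusoidal endothelium, T cells, B cells, neutrophils, erythroid cells, mesothelium, adipocytes and exocrine pancreas. For each list and comparison, members past the threshold were counted over all genes and when adjusted over the list alone, and camera was run with a correlation of 0.01 and with an estimated one, and fry beside it. Camera's p values were adjusted over the lists of a comparison.

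Genes named in the text follow a rule of 5 parts. The rule takes the genes the paper names, and in each list the up to 4 members with the smallest p in the joint test. It also takes the 8 largest rises and the 8 largest falls past the threshold at all 3 times, and the 5 largest rises and 5 largest falls in vehicle against chow and in semaglutide against chow reversal at 24 weeks. The last 3 parts left out predicted genes and genes with an average log2 CPM at or below 0. List members named only to complete a count of changed genes, and the genes whose effect differed between 24 and 8 weeks, were chosen after their values were seen. Some members are counted in their lists but not reported here by name.

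Depth was 8883150 to 37631072 counts per library (median 16406937). The analysis was tested on simulated data with the depths and spread of these libraries, in which 200 genes changed by 1.5-fold, 2-fold, 4-fold or 8-fold in the semaglutide group of 24 weeks. Of the changed genes tested, edgeR recovered 9 of 49 at 1.5-fold, 35 of 49 at 2-fold, 45 of 49 at 4-fold and 50 of 50 at 8-fold, and called 8 of 14471 unchanged genes. DESeq2 recovered 9, 36, 46 and 50 and called 17 unchanged genes. For the difference between 24 and 8 weeks, edgeR recovered 3, 24, 40 and 49. In this simulation changes of 1.5-fold were therefore often missed with 7 to 9 mice per group, above all between time points. Only 200 genes changed in it, so these rates need not hold for comparisons with many more changed genes.

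Alternatives were DESeq2, RLE factors in place of TMM, no filter beyond 1 count in all, only the groups of the comparison in the fit, and the fit without the 3 second-series libraries. Those added after seeing the data were scaling to library totals, the slope of log2 CPM on transcript length as a covariate, thinning of each library to 8883150 counts, a block on sets of consecutive library numbers, and 2 comparisons at 24 weeks without the 2 chow reversal libraries that stood apart on the principal components. Regroupings of the same libraries into groups of the same sizes were drawn and refitted, 100 per comparison with the real one included. Comparisons that share a control group were set beside simulated data without treatment effects and beside a random division of the controls. The gene set of Extended Data Fig. 5 and the histology of the same mice were not used here.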

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

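The test of the spread shared by all groups and the changes over time within vehicle and semaglutide mice were chosen after seeing the results.

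The effect of semaglutide on 9 genes differed between 24 and 8 weeks in edgeR, and each of the 9 was lower relative to vehicle at 24 weeks. Of the 9, only 4 were called with only the compared groups in the fit and 3 with a block on sets of library numbers, chosen after seeing the data, while DESeq2 called 16 genes (3 higher and 13 lower) with the 9 among them. The log2 differences in effect were −4.07 for Il1f9, a cytokine of the interleukin 36 group, −2.58 for the elongase Elovl7, −2.44 for the monoamine oxidase Maoa, −2.37 for H2-T-ps, −2.08 for Rsad2 and −1.59 for Oasl1, both induced by interferon, −2.03 for Ugt1a9, −1.35 for the quinone reductase Nqo1 and −1.30 for Ndrg1. In vehicle mice all 9 rose between 8 and 24 weeks, by 4.53 for Il1f9, 2.52 for Elovl7, 2.49 for Maoa, 2.39 for H2-T-ps, 1.73 for Rsad2, 1.83 for Oasl1, 1.78 for Ugt1a9, 1.41 for Nqo1 and 1.03 for Ndrg1 on the log2 scale. In semaglutide mice 0 of the 9 passed between these times in edgeR, with log2 changes from −0.35 for Rsad2 to 0.45 for Il1f9. The 9 were selected on the gap between these changes in the same libraries, so a vehicle change above the semaglutide change is built in. Whether the gap lay in vehicle or in semaglutide mice is not built in, but no other genes were set beside the 9. Il1f9 averaged 0.418, 2.20 and 9.48 CPM with vehicle at 8, 16 and 24 weeks and 0.264, 0.356 and 0.349 CPM with semaglutide. Maoa averaged 9.60, 19.7 and 53.8 CPM with vehicle and 8.49, 9.29 and 8.77 CPM with semaglutide. H2-T-ps and Ugt1a9 belong to families whose members can share reads, so the member is uncertain. Among 100 splits of the same libraries, 4 gave 9 genes or more, the real one included. The highest of the other splits gave 969, and the cause of this was not tested. The splits mix treated and vehicle mice, which removes the semaglutide effect at both times. They therefore cannot decide whether equal effects at 8 and 24 weeks would give as many genes.

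More genes changed with semaglutide at 24 weeks than at 8 weeks, 3625 against 857, a ratio of 4.23. The tables argue against depth, since the ratio was 4.60 with each library thinned to the lowest total, and against the second-series libraries, since it was 3.51 without them. A loss of long transcripts in some libraries cannot be told apart from an effect of time, since the ratio was 2.41 with the slope on transcript length as a covariate, between the values set for and against it. An estimate of spread shared by all 10 groups may account for the ratio, which was 1.17 with only the compared groups in each fit. A treatment effect that grows with time stays open and was not tested for the count as a whole.

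Chow reversal, for which the paper's text reports no transcriptome, changed 4782 genes at 8 weeks (2117 higher, 2665 lower), 4207 at 16 weeks (1797 higher, 2410 lower) and 5379 at 24 weeks (2530 higher, 2849 lower) against vehicle in edgeR. With scaling to library totals, chosen after seeing the data, the higher and lower genes were 667 and 5936, 593 and 5069, and 687 and 5453. Chance is excluded for each, with 1 of 100 splits as large at each time, the real one, and 2863, 2766 and 4284 genes in the highest of the others.

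In 17 measures of 10 groups, 23 of the 170 sets of mice (13.5%) held a mouse far from the others. Chance gives about 1 in 20 only where values are normally distributed, which was not tested, so an excess cannot be judged. The measures are also not independent of each other. In the chow-fed group 1 mouse stood highest on the first principal component (−37.8, the nearest other −64.3), on the scores of matrix remodelling (−0.70, nearest −1.30), inflammation signalling (−0.20, nearest −0.84) and monocyte recruitment (−0.58, nearest −1.56), and in Col1a1 (12.1 CPM, nearest 4.77), Col1a2 (18.0, nearest 8.23), Col3a1 (36.9, nearest 16.3) and Timp2 (19.7, nearest 9.99). Another chow-fed mouse had the most counts (21771326) and the highest Timp1 (0.207 CPM). With vehicle, a library of 8 weeks held 37631072 counts, and 1 mouse had the highest inflammasome score (0.68) and Timp2 (68.1 CPM) of the 16-week group. Within the vehicle group of 24 weeks, 1 mouse had the lowest scores of matrix remodelling (0.38) and stellate cell activation (0.085). Another mouse of that group had its lowest score of inflammation signalling (0.18). With semaglutide, single mice had the highest Timp2 at 8 weeks (42.5 CPM), Col1a1 at 16 weeks (102.1 CPM), Timp1 at 16 weeks (5.44 CPM) and at 24 weeks (4.79 CPM), both in second-series libraries, and Acta2 at 24 weeks (7.84 CPM). With chow reversal, 1 mouse had the highest Mmp13 at 16 weeks (1.52 CPM) and 1 the highest score of inflammation signalling at 24 weeks (0.51).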

How the results depend on the processing

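The settings with library totals, the slope covariate, thinned libraries, a block on library numbers and without 2 chow reversal libraries were chosen after seeing the data. Named genes were compared between settings for semaglutide against vehicle at the 3 times, in 9 settings (not without the 2 chow reversal libraries), and 0 reversed in edgeR and DESeq2. Of these 3909 values, 3607 kept their direction and their side of the threshold, 202 lost their call and 100 gained one. The joint test gave 3530 to 5748 genes against 4599.

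Each mouse has its own number, so no mouse pairs with another, but library numbers of the first series run in 8 consecutive sets with about 1 library per group. Libraries of different groups in the same set deviated little together from their group means overall (mean correlation 0.0171 over 308 pairs, against −0.00074 between sets). Pairs of semaglutide and vehicle libraries of the same week and set correlated above 0.1 in 1 of 7 cases at 8 weeks, 3 of 6 at 16 weeks and 5 of 6 at 24 weeks (mean 0.166, from −0.108 to 0.469), so a part shared within sets at 24 weeks stays open. In 4 of these 19 pairs the semaglutide library correlated best with the vehicle library of its own set. With the set as a replicate block, semaglutide against vehicle gave 739, 713 and 3277 genes at 8, 16 and 24 weeks and the difference between times 3. The second-series libraries form a set of their own in this fit, and the 713 genes at 16 weeks stand beside 742 without those libraries. The lower members with the block were 6 of matrix remodelling at 8 weeks, and at 16 weeks 4 collagens, 2 of stellate cell activation, 2 of inflammation signalling and 0 of the inflammasome in edgeR.

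With only the compared groups in the fit, semaglutide against vehicle gave 2115 genes at 8 weeks and 533 at 16 weeks against 857 and 1824, the difference between times 4 against 9, chow reversal against vehicle 3585 at 24 weeks against 5379, and semaglutide against chow reversal 2999, 801 and 515 at 8, 16 and 24 weeks against 918, 1460 and 2457. The dispersions of these fits differ from the 0.0660 of all 10 groups, being 0.0347 at 8 weeks and 0.0820 at 16 weeks for semaglutide against vehicle. In this setting the lower members at 8 weeks were 17 of matrix remodelling, 16 of stellate cell activation, 4 of inflammation signalling, 4 of monocyte recruitment and 2 of the inflammasome. At 16 weeks they were 4 collagens, 2 of matrix remodelling, 4 of stellate cell activation and 3 of inflammation signalling.

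Without the second-series libraries, which leaves fewer mice, 742 genes passed at 16 weeks for semaglutide against vehicle and 869 for semaglutide against chow reversal. The lower members at 16 weeks were 6 collagens, 5 of matrix remodelling, 2 of stellate cell activation, 1 of inflammation signalling and 0 of the inflammasome in edgeR. With no filter on low counts, which tests more genes, semaglutide against vehicle gave 558 and against chow reversal 603 at 8 weeks. The lower members were 7 of matrix remodelling at 8 weeks and 4 of stellate cell activation and 2 of inflammation signalling at 16 weeks. DESeq2 gave 16 genes for the difference between times, 12 of stellate cell activation at 8 weeks and 2 of the inflammasome at 16 weeks. The slope covariate gave 1460 genes at 8 weeks and 13 of stellate cell activation. For these settings the cause was not tested.

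With scaling to library totals the median log2 fold change of all genes was −0.13, −0.18 and −0.24 with semaglutide against vehicle at 8, 16 and 24 weeks, 0.40 with vehicle against chow, −0.31, −0.25 and −0.26 with chow reversal against vehicle, 0.16 at 8 weeks with semaglutide against chow reversal and −0.10 for the difference between times. With TMM the medians of these comparisons lay between −0.0336 and 0.0438. Higher and lower genes became 154 and 1054, 357 and 2367, and 510 and 4340 for semaglutide against vehicle, 7776 and 887 for vehicle against chow, 667 and 5936, 593 and 5069, and 687 and 5453 for chow reversal against vehicle, and 1296 and 231, 1416 and 281, and 1628 and 506 for semaglutide against chow reversal. The total at 8 weeks in the last was 1527. Lower members became 15 of stellate cell activation at 8 weeks, 16 of matrix remodelling, 14 of inflammation signalling, 14 of monocyte recruitment and 5 of the inflammasome at 16 weeks, and 10 of the inflammasome at 24 weeks. Other splits in which the share of higher genes moved by over 10 percentage points were 185 higher and 348 lower at 16 weeks and, for semaglutide against chow reversal at 24 weeks, 307 and 208, both with only the compared groups, and 3 and 13 for the difference between times in DESeq2. The larger direction also turned, with smaller moves of the share, for semaglutide against vehicle at 16 weeks with the block (330 and 383), for vehicle against chow with only the compared groups (3183 and 3278) and the slope covariate (4175 and 4218), for chow reversal against vehicle without the second-series libraries at 8 weeks (2689 and 2665) and 24 weeks (3038 and 2911) and with the slope covariate at 24 weeks (3537 and 3175), and for semaglutide against chow reversal at 8 weeks with only the compared groups (1431 and 1568) and at 24 weeks with the slope covariate (1009 and 852) and without the 2 chow reversal libraries (1331 and 1090).

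RLE factors gave 840, 1799 and 3604 genes for semaglutide against vehicle, DESeq2 1118, 2113 and 3842, and thinned libraries 714, 1654 and 3282. Without 2 chow reversal libraries of 24 weeks, 5709 genes passed for chow reversal against vehicle and 2421 for semaglutide against chow reversal at that time. Some named genes failed the filter with only the compared groups or in thinned libraries and have no value there. Thinning to the lowest total moved these counts for semaglutide against vehicle by less than 1.5 times.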

Differences from the paper's values

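The paper's text gives no numbers for the liver transcriptome of DIO-MASH mice, so no value was compared. It states that genes of inflammation and fibrosis were lower with semaglutide, and that collagens and 3 modulators of fibrosis stayed lower over the treatment times. Of 19 collagen genes, 13 were lower at all 3 times, and Col1a1 changed by −1.54, −1.40 and −1.54 on the log2 scale at 8, 16 and 24 weeks. Timp1 was lower at all 3 times as well. With only the compared groups in the fit, the calls of Timp1 and Mmp13 at 16 weeks ended and the collagen genes lower at that time became 4 of 19 against 13, or 6 without the second-series libraries. A block on sets of library numbers, chosen after seeing the data, also left 4 collagen genes lower at 16 weeks. Timp2, which the paper names among the genes that stayed lower, passed at 24 weeks, while its log2 fold changes of −0.56 at 8 weeks and −0.53 at 16 weeks did not pass in edgeR. The 16-week value leans on 1 vehicle mouse (68.1 CPM, the nearest other 42.5 CPM) and was not tested without it. Timp2 passed at 8 weeks with only the compared groups in the fit (−0.55), and at 16 weeks with scaling to library totals (−0.73), a setting chosen after seeing the values. Mmp13, also named there, passed at 16 and 24 weeks but not at 8 weeks (−1.03, adjusted p = 0.089 from edgeR), and no setting run called it at 8 weeks. Of the 24 genes of inflammation signalling tested, 14 were lower at 24 weeks and 6 at 16 weeks. At 8 weeks 0 passed in edgeR and 0 in DESeq2 (6 lower and 1 higher at an unadjusted p under 0.05), and 4 passed with only the compared groups in the fit. The paper's main text states no threshold for these genes, and the gene set of Extended Data Fig. 5 was not used here.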

Other observations

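Scaling to library totals, the slope covariate and its splits, leaving out 2 chow reversal libraries, and the tests of endothelial markers and of the cholesterol list at 8 weeks were chosen after seeing the results. Part of the genes of cell division fell and part of those of bile acid handling rose with semaglutide against vehicle in DIO-MASH livers. Of 15 proliferation genes, 11 fell at 8 weeks, 5 at 16 weeks (Mki67, Top2a, Ccna2, Ccnb2 and Mcm2) and 11 at 24 weeks in edgeR, or 12, 7 and 12 when adjusted over the list alone. Their median log2 fold change was −1.06, −0.54 and −1.37, with camera's adjusted p = 0.024, adjusted p = 0.17 and adjusted p = 0.059 with an estimated correlation. Top2a, which untangles DNA in dividing cells, changed by −1.16, −0.88 and −1.53 and Mki67 by −1.11, −0.97 and −1.37. Of 20 genes of bile acid synthesis and transport, 5 rose at 8 weeks (Slc27a5, Slc10a1, Fgfr4, Klb and Abcg8), 5 at 16 weeks (Cyp7b1, Cyp2c70, Akr1d1, Slc10a1 and Klb) and 12 at 24 weeks, while Abcb4 fell at 16 weeks. When adjusted over the list alone 11, 13 and 14 rose. The list's median log2 fold change was 0.37, 0.38 and 0.55, with camera's adjusted p = 0.030, adjusted p = 0.098 and adjusted p = 0.059 with an estimated correlation. Hepatocyte markers had medians of 0.42, 0.44 and 0.60 in the same comparisons. Slc10a1, the main uptake transporter of bile acids, rose by 1.01, 1.08 and 1.26, and 6 of 7, 8 of 8 and 8 of 8 treated mice lay above every vehicle mouse.

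Some genes of lipid droplets fell with semaglutide against vehicle, while some of cholesterol synthesis rose at 16 and 24 weeks. Of 14 lipid droplet proteins, Plin2, Cidea and Cidec fell at each time, with Plin3 and Plin4 at 16 weeks and Plin4 at 24 weeks, while Cideb rose at 24 weeks (5, 5 and 5 lower when adjusted over the list alone). Camera gave this list adjusted p = 0.11, adjusted p = 0.17 and adjusted p = 0.64 with an estimated correlation. Cidea, which enlarges droplets, changed by −3.34, −1.83 and −1.33 and Cidec by −2.25, −1.43 and −1.52 on the log2 scale. Against chow reversal at 24 weeks Cidea was lower as well, at −1.73 (adjusted p = 0.0039 from edgeR). Of 20 lipogenesis genes, Mlxipl and Dgat2 rose and Mogat1 and Pparg fell at 8 weeks. At 16 weeks 6 rose and Mogat1 fell, and at 24 weeks Srebf1, Mlxipl and Dgat2 rose and Scd2 and Pparg fell (2, 9 and 3 higher and 3, 3 and 2 lower when adjusted over the list alone). Of 25 genes of cholesterol synthesis and uptake, Ebp rose at 8 weeks, 14 at 16 weeks and 9 at 24 weeks (1, 17 and 10 when adjusted over the list alone), and with scaling to library totals the median at 24 weeks was 0.13 against 0.33. Camera's values for it were adjusted p = 0.86, adjusted p = 0.16 and adjusted p = 0.40 with an estimated correlation. Insig1 rose by 1.08 at 16 weeks and 1.10 at 24 weeks. Of 19 genes of fatty acid oxidation, Cyp4a14 and Acot1 rose at 8 and 16 weeks and 7 at 24 weeks, where Pdk4 fell (2, 2 and 8 higher when adjusted over the list alone).

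Of 20 genes of insulin signalling and gluconeogenesis, Fbp1 and Igfbp2 rose and Grb10 fell at 8 weeks, Fbp1, Igf1 and Igfbp2 rose and Ptpn1 fell at 16 weeks, and 6 rose and Ptpn1 and Grb10 fell at 24 weeks (5, 4 and 6 higher when adjusted over the list alone). Of 16 acute phase genes, Fgg rose at 8 weeks, Saa3 and Crp at 16 weeks and 6 at 24 weeks (3, 2 and 6 when adjusted over the list alone). Of 20 xenobiotic genes, Cyp2e1 rose and Cyp2c55, Gsta1 and Gstm3 fell at 8 weeks, 5 rose and 4 fell at 16 weeks, and 6 rose and 7 fell at 24 weeks (6, 5 and 8 higher and 3, 7 and 8 lower when adjusted over the list alone). The list's median at 16 weeks was 0.15 and its mean −0.11. Of 53 orthologs of proteins the paper names, 6 rose and 3 (Gusb, Ugdh and Ccn5) fell at 8 weeks, 17 rose and 4 fell at 16 weeks, and 20 rose and 7 fell at 24 weeks (11, 26 and 20 higher and 7, 6 and 8 lower when adjusted over the list alone). Serpinc1, the antithrombin gene, rose by 0.39, 0.37 and 0.50 and Acy1 by 0.42, 0.53 and 0.72. Apof rose by 0.34 at 8 weeks and 0.35 at 24 weeks. Adamtsl2 at −0.72, −0.70 and −0.66 and Akr1b10 at −0.17, −0.41 and −0.53 did not pass. The paper measured these proteins in serum of patients, where SERPINC1 and APOF rose and ACY1, ADAMTSL2 and AKR1B10 fell with semaglutide. Liver Acy1 RNA thus moved opposite to the serum protein. Most proteins of the paper's signature were lower with semaglutide, while more of the mouse orthologs rose than fell. The link between liver RNA and serum protein was not tested. Glp1r had at most 7 counts in a library and was not tested.

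Few cell type markers outside hepatocytes and Kupffer cells passed with semaglutide against vehicle. Of 10 markers of sinusoidal endothelium 0 passed at 8 weeks in edgeR (4 higher and 1 lower at an unadjusted p under 0.05, 1 lower in DESeq2), Stab1 fell at 16 weeks, and Clec4g rose and Pecam1 fell at 24 weeks. Of 7 cholangiocyte markers Cftr and Spp1 fell at 8 weeks and Spp1 at 16 and 24 weeks (5, 2 and 1 lower when adjusted over the list alone, medians −1.08, −0.79 and −0.88). Of 4 neutrophil markers Csf3r fell at 16 and 24 weeks, of 5 erythroid markers Alas2 rose at 24 weeks, and Cfd, the adipocyte marker tested, fell at 8 weeks. For 8 T cell, 5 B cell and 2 mesothelium markers and 1 of exocrine pancreas, 0 passed at each time in edgeR and 0 in DESeq2, with 1 T cell marker lower at 16 weeks and 1 B cell marker lower at 8 weeks at an unadjusted p under 0.05.

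Vehicle-treated DIO-MASH mice at 24 weeks had 3849 genes higher and 3272 lower than chow-fed mice, or 7776 and 887 with scaling to library totals. Gpnmb, a macrophage glycoprotein, was higher by 7.71, Il1f9 by 7.35 and Ephb2, an ephrin receptor, by 7.29 on the log2 scale. Hsd3b5, a steroid reductase of the liver, was lower at −9.33, Meg3 at −7.58 and Mup7 at −6.76, the last in a family whose members can share reads. All 25 genes of cholesterol synthesis and uptake were lower (median −2.23) and 16 of 20 of bile acid handling, while Abcg5 and Abcg8 were higher. Of the other lists, 23 of 23 genes of monocyte recruitment were higher (median 2.88), 18 of 24 of inflammation signalling (median 1.76), 14 of 15 of proliferation (median 2.40), 11 of 13 of lipid-associated macrophages and 7 of 8 T cell markers. Inflammasome genes were higher for 11 of 17 and lower for Nlrp6, Nlrp12 and Il18.

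Chow reversal against vehicle gave 15 of 19 collagen genes lower at each time (medians −1.06, −1.03 and −1.27) and 15, 17 and 18 of 24 genes of inflammation signalling lower at 8, 16 and 24 weeks. All 25 genes of cholesterol synthesis and uptake were higher at each time (medians 2.12, 2.15 and 2.16). Semaglutide against chow reversal gave 525 genes higher and 393 lower at 8 weeks, 930 and 530 at 16 weeks and 1158 and 1299 at 24 weeks. With scaling to library totals these were 1296 and 231, 1416 and 281, and 1628 and 506, and with only the compared groups in the fit 307 and 208 at 24 weeks, so that the balance at 24 weeks turned in both, as it did with the slope covariate (1009 and 852) and without 2 chow reversal libraries (1331 and 1090). Kupffer cell markers were higher with semaglutide for 3, 7 and 9 of 10 (medians 0.67, 1.11 and 1.39), the 3 being Cd5l, Folr2 and Adgre1, with camera's adjusted p = 0.36, adjusted p = 0.14 and adjusted p = 0.054 with an estimated correlation. Monocyte recruitment genes were higher for 3, 5 and 11 of 23. Collagen genes passed in 0 of 19 cases at 8 weeks in edgeR (1 higher and 2 lower at an unadjusted p under 0.05, 1 lower in DESeq2). At 16 weeks Col1a2 and Col3a1 were higher and Col5a3 and Col18a1 lower, and at 24 weeks Col1a2 and Col16a1 were higher, or 7 collagen genes in DESeq2. Slc2a4, the insulin-responsive glucose transporter, was higher by 3.29 at 24 weeks.

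Genes of cholesterol synthesis and uptake were lower with semaglutide than with chow reversal, 25, 23 and 24 of 25 at 8, 16 and 24 weeks, with medians of −2.16, −1.70 and −1.69. Sqle changed by −6.42 and Idi1 by −4.12 at 24 weeks. The second-series libraries cannot be the cause at 8 weeks, where semaglutide has none and 25 members were lower, and with the slope on transcript length as a covariate the median at 24 weeks was −1.76. The cholesterol-rich diet, which vehicle and semaglutide mice kept, may be the source at 8 weeks, since semaglutide against vehicle gave a median of −0.066 then. Over all times, 15 of the 25 genes rose with semaglutide against vehicle at some time and 0 fell, so semaglutide also moved part of the list on this diet. Weight and food intake were not tested.

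Collagen genes were lower with semaglutide than with vehicle, and a larger share of hepatocyte RNA that lowers the markers of every other cell type alike is argued against by those of sinusoidal endothelium, with a median of −0.058 at 24 weeks against −1.02 for collagens (−0.28 against −1.22 with scaling to library totals). Cholangiocyte markers had a median of −0.88 at 24 weeks (1 of 7 passed) and 5 of 10 Kupffer cell markers passed lower, so a share that lowers some cell types and not endothelium stays open. A loss of long transcripts is argued against at 24 weeks, with a collagen median of −0.91 with the slope as a covariate. At 16 weeks a part played by the second-series libraries cannot be told apart, since the median was −0.65 without them against −0.89, and less scar-forming activity per stellate cell or fewer such cells both stay open.

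Splits of the same libraries into groups of the same sizes tested each count of genes, 100 splits per comparison with the real one included. Chance is excluded for semaglutide against vehicle at 8 weeks (857 genes, 1 split as large, highest of the others 29.9% of that count), at 24 weeks (3625, 2 splits, highest of the others 5391) and in the joint test (4599, 1 split, 1517). It is excluded for vehicle against chow (7121, 1 split, 4355) and for semaglutide against chow reversal at 8 weeks (918, 1 split, 126), 16 weeks (1460, 2 splits, 2184) and 24 weeks (2457, 3 splits, 3703). For semaglutide against vehicle at 16 weeks chance is not excluded, since 8 of the 100 splits gave 1824 genes or more, the highest 3481. Splits that call so many genes may reflect a structure of the libraries. The splits with the most genes at 16 and 24 weeks differed in the mean slope on transcript length by 0.163 and 0.192, against 0.0882 and 0.0989 between the real groups, and 2 and 0 of the other splits differed by more. Across the splits the count of genes and this difference had a rank correlation of 0.473 at 16 weeks and 0.274 at 24 weeks. In the other comparisons it lay between −0.131 (vehicle against chow) and 0.478 (joint test). With the slope as a covariate chance is excluded at 16 weeks (2226 genes, 1 split as large, highest of the others 671) and at 24 weeks (3519, 1 split, 1160). Of the 1824 genes called at 16 weeks without the covariate, 1328 were also called with it. For the 3625 genes called at 24 weeks this number was 2730.

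Semaglutide and chow reversal share their vehicle controls, so their effects correlate by construction. At 8 weeks 273 genes were higher and 431 lower in both comparisons and 10 opposite, against 47.4, 93.5 and 134 from the products of the counts over the 14904 genes. At 16 weeks these were 523, 739 and 5 against 115.7, 139.7 and 259 and at 24 weeks 969, 1563 and 19 against 272, 386 and 650. Correlations across genes, which are not independent replicates, were 0.649, 0.678 and 0.724, against 0.424, 0.495 and 0.505 in simulated data without treatment effects, where 0 genes were called in both. The covariances were 0.201, 0.214 and 0.341 against 0.0250, 0.0269 and 0.0318. With the vehicle mice divided at random between the comparisons, the correlations were 0.367, 0.411 and 0.515 and the covariances 0.146, 0.178 and 0.324. Vehicle against chow and semaglutide against vehicle at 24 weeks, which share the vehicle mice with opposite signs, gave 2941 genes called in opposite directions against 874 from the product, and 8 called higher and 12 lower in both. Their correlation was −0.741 (simulated −0.496, divided −0.567) and their covariance −0.506 (simulated −0.0319, divided −0.493). With no mouse in common, semaglutide against vehicle at 8 weeks and vehicle against chow at 24 weeks correlated with −0.613, and 835 of the 857 genes called at 8 weeks (97.4%) had the opposite sign in the other. For semaglutide against vehicle at 16 weeks this was −0.583 and 1730 of 1824 genes (94.8%). Semaglutide against vehicle at 24 weeks and chow reversal against vehicle at 8 weeks, also without a mouse in common, correlated with 0.665, and 2591 of 3625 genes were called in the same direction.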
